# Single-cell transcriptomes and whole-brain projections of serotonin neurons in the mouse dorsal and median raphe nuclei

**DOI:** 10.7554/eLife.49424

**Published:** 2019-10-24

**Authors:** Jing Ren, Alina Isakova, Drew Friedmann, Jiawei Zeng, Sophie M Grutzner, Albert Pun, Grace Q Zhao, Sai Saroja Kolluru, Ruiyu Wang, Rui Lin, Pengcheng Li, Anan Li, Jennifer L Raymond, Qingming Luo, Minmin Luo, Stephen R Quake, Liqun Luo

**Keywords:** serotonin, sc-RNAseq, dorsal raphe, medial raphe, intersectional labeling, single cell reconstruction, Mouse

## Abstract

Serotonin neurons of the dorsal and median raphe nuclei (DR, MR) collectively innervate the entire forebrain and midbrain, modulating diverse physiology and behavior. To gain a fundamental understanding of their molecular heterogeneity, we used plate-based single-cell RNA-sequencing to generate a comprehensive dataset comprising eleven transcriptomically distinct serotonin neuron clusters. Systematic in situ hybridization mapped specific clusters to the principal DR, caudal DR, or MR. These transcriptomic clusters differentially express a rich repertoire of neuropeptides, receptors, ion channels, and transcription factors. We generated novel intersectional viral-genetic tools to access specific subpopulations. Whole-brain axonal projection mapping revealed that DR serotonin neurons co-expressing vesicular glutamate transporter-3 preferentially innervate the cortex, whereas those co-expressing thyrotropin-releasing hormone innervate subcortical regions in particular the hypothalamus. Reconstruction of 50 individual DR serotonin neurons revealed diverse and segregated axonal projection patterns at the single-cell level. Together, these results provide a molecular foundation of the heterogenous serotonin neuronal phenotypes.

## Introduction

Serotonin is a phylogenetically ancient signaling molecule (Hay-Schmidt, 2000) and the most widely distributed neuromodulator in the brain (Dahlström and Fuxe, 1964; Steinbusch, 1981). The serotonin system innervates nearly every region of the brain (Jacobs and Azmitia, 1992), even though it only constitutes ~1/200,000 of all CNS neurons in humans. It is critically involved in a broad range of brain functions and is the most frequently targeted neural system pharmacologically for treating psychiatric disorders (Belmaker and Agam, 2008; Ravindran and Stein, 2010).

Serotonin neurons in the central nervous system are spatially clustered in the brainstem, originally designated as groups B1–B9 (Dahlström and Fuxe, 1964). Groups B1–B3 are located in the medulla and provide descending serotonergic innervation to the spinal cord and other parts of the medulla. Groups B4–B9 are located in the pons and midbrain, including the dorsal raphe (DR; groups B6 and B7) and median raphe (MR; groups B5 and B8) nucleus, and provide ascending innervation to the forebrain and midbrain. The DR and MR serotonin systems have been linked with the regulation of many mental states and processes, including anxiety, mood, impulsivity, aggression, learning, reward, social interaction, and hence remain the focus of intense research (Deneris and Wyler, 2012; Olivier, 2015).

Evidence has suggested that the DR and MR serotonin systems differ in developmental origin, connectivity, physiology, and behavioral function (Alonso et al., 2013; Calizo et al., 2011; Okaty et al., 2019). DR serotonin neurons derive entirely from rhombomere 1 of the developing mouse brain, whereas MR serotonin neurons derive predominantly from rhombomeres 1, 2, and 3 (Alonso et al., 2013; Bang et al., 2012; Jensen et al., 2008). Although the DR and MR receive similar inputs globally from specific brain regions (Ogawa et al., 2014; Pollak Dorocic et al., 2014; Weissbourd et al., 2014), they project to largely complementary forebrain targets. The MR serotonin neurons project to structures near the midline, whereas the DR serotonin neurons target more lateral regions (Jacobs and Azmitia, 1992; Muzerelle et al., 2016; Vertes, 1991; Vertes et al., 1999). Slice physiology recording showed that the serotonin neurons in the MR and DR have different ﻿electrophysiological ﻿characteristics, such as resting potential, membrane resistance, and reaction to serotonin receptor-1A agonist (Calizo et al., 2011; Fernandez et al., 2016). Finally, activation of these two raphe nuclei has been suggested to mediate opposing roles in emotional regulation (Teissier et al., 2015).

Even within the MR or DR, there is considerable heterogeneity of serotonin neurons in multiple aspects. Although MR serotonin neurons arising from different cell lineages are anatomically mixed in the adult, they have distinct electrophysiological properties (Okaty et al., 2015) and potentially distinct behavioral functions (Kim et al., 2009; Okaty et al., 2015). Diversity of serotonin neurons in the DR has received particular attention in recent years. Accumulating evidence indicates that there are subgroup-specific projection patterns within the DR serotonin system (Niederkofler et al., 2016; Ren et al., 2018). The electrophysiological properties of DR serotonin neurons vary according to the projection patterns (Fernandez et al., 2016). Physiological recordings as well as optogenetic and chemogenetic manipulations suggest heterogeneity of DR serotonin neurons in their behavioral functions (Cohen et al., 2015; Marcinkiewcz et al., 2016; Niederkofler et al., 2016). As a specific example, we recently found that DR serotonin neurons that project to frontal cortex and amygdala constitute two sub-systems with distinct cell body locations, axonal collateralization patterns, biased inputs, physiological response properties, and behavioral functions (Ren et al., 2018). Our collateralization analyses also imply that there must be additional parallel sub-systems of DR serotonin neurons that project to brain regions not visited by the frontal cortex- and amygdala-projecting sub-systems.

Ultimately, the heterogeneity of DR and MR serotonin neurons must be reflected at the molecular level. Pioneering work has introduced the molecular diversity of serotonin neurons across the midbrain and hindbrain (Okaty et al., 2015; Spaethling et al., 2014; Wylie et al., 2010), yet systematic analysis and integration of multiple cellular characteristics at single-cell resolution within each raphe nucleus is still lacking. The rapid development of single-cell RNA sequencing (scRNA-seq) technology in recent years has provided a powerful tool for unbiased identification of transcriptomic cell types in the brain (Darmanis et al., 2015; Li et al., 2017; Mickelsen et al., 2019; Rosenberg et al., 2018; Saunders et al., 2018; Tasic et al., 2016; Tasic et al., 2018; Welch et al., 2019; Zeisel et al., 2018; Zeisel et al., 2015). In neural circuits where cell types have been well studied by anatomical and physiological methods, there is an excellent correspondence between cell types defined by transcriptomes and the classical methods (Li et al., 2017; Shekhar et al., 2016). Here, we combine scRNA-seq, fluorescence in situ hybridization, intersectional labeling of genetically defined cell types, whole-brain axonal projection mapping, and single neuron reconstruction to investigate the relationship between the molecular architecture of serotonin neurons, the spatial location of their cell bodies in the DR and MR, and their axonal arborization patterns in the brain.

## Results

### Single-cell RNA-sequencing defines 11 transcriptomic clusters of serotonin neurons in the dorsal and median raphe

We performed a comprehensive survey of DR and MR serotonin neurons in the adult mouse brain by scRNA-seq (Figure 1A). To specifically label serotonin neurons, we crossed *Sert-Cre* mice (Gong et al., 2007) with the tdTomato Cre reporter mouse, Ai14 (Madisen et al., 2010). (Serotonin transporter, or Sert, encoded by the gene *Slc6a4,* is a marker for serotonin neurons; see more details below.) We collected serotonin neurons acutely dissociated from brain slices of adult mice (postnatal day 40–45, including six females and eight males) by fluorescence-activated cell sorting (FACS) and used Smart-seq2 (Picelli et al., 2013) to generate scRNA-seq libraries. To assist in localizing the resulting subtypes, we applied two dissection strategies to separate the serotonin neurons originating from anatomically-distinct brain regions: 1) in the first set of experiments, we dissected the brainstem region that contain the entire MR and DR; 2) in the second set of experiments, we focused on the principal DR (pDR, corresponding to the traditional B7 group) region by dissecting specifically the DR but excluding its caudal extension (cDR, corresponding to the traditional group B6) (Figure 1—figure supplement 1A). 

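Single-cell libraries were made from tdTomato-positive cells of Sert-Cre;Ai14 mice, in which Cre made under the control of the Sert gene turns on the red fluorescent protein tdTomato, so that serotonin neurons can be sorted by their fluorescence. Each cell was sorted into its own well and made into 1 library with Smart-seq2, a method that copies the full-length polyadenylated RNA of a cell into cDNA and amplifies it by PCR. The reads carry no unique molecular identifiers, so each count is a count of reads and not of molecules. The libraries were sequenced in plates, and the labels of each cell give its dissection and its plate but not its animal. Each dissection is therefore treated as 1 sample, the spread between plates is given where it can be had, and no p-value was computed from cells. The authors aligned the reads to the mouse genome mm10 with STAR, counted reads on genes with HTseq without regard to strand, removed genes of the Y chromosome, and deposited the value of each gene in each cell as CPM, its counts scaled to the same total in every cell. Because the counting did not use the strand, a value of a gene that overlaps another on the opposite strand is uncertain. Within a cell, the CPM of every gene with a value above 0 was a whole multiple, within a tolerance of 0.001, of what 1 read is worth, so the number of reads on genes in each cell could be recovered from the CPM. Of 1536 labelled cells, 999 were in the deposited table, which lists 53263 genes, and the other 537 were not analysed here. A gene was called expressed in a cell with at least 1 read, the rule the paper gives, and genes detected in fewer than 3 cells were left out, which left 25522 genes. Shares of cells are given with exact Clopper-Pearson 95% confidence intervals, which cover counting error only and not differences between animals or plates. Settings, genes and marker lists were chosen before the data were examined, except where a choice is said to have been made after that.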

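All 999 cells in the deposited table passed the minimums given in Materials and methods of 300 detected genes and 50000 reads and had at least 1 read of Tph2. The dissection of the pDR gave 290 cells on 5 plates, with between 28 and 93 cells per plate. The dissection of pDR, cDR and MR together gave 709 cells on 11 plates, with between 27 and 80 cells per plate. The labels of these 11 plates name the DR as a whole and do not name the MR, and that this dissection takes in the MR is from the paper. The labels list 480 cells of the pDR dissection and 1056 cells of the other dissection, of which 190 and 347 were not analysed here. A stricter minimum of 100000 reads on genes left 998 cells, and so did a minimum of 2000 detected genes.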

After quality control (Materials and methods), we determined the transcriptomes of 709 cells from eight samples that include MR, pDR, and cDR, and 290 cells from six pDR-only samples (999 cells in total, comprising 581 cells from female and 418 cells from male mice). 

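The number of reads on genes ranged from 96834 to 2780443 per cell, with a mean of 905795 and a median of 827283. In the pDR dissection the median was 755925.5 reads (231674 to 2780443), and in the dissection of pDR, cDR and MR it was 869546 reads (96834 to 2493904). The number of genes with at least 1 read had a mean of 9396 and a median of 9554 per cell, with medians of 9784.5 and 9474 genes in the 2 dissections. These reads are those counted on genes, so they do not include reads that were sequenced but not counted.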

We sequenced to a depth of ∼1 million reads per cell and detected ~10,000 genes per cell (Figure 1—figure supplement 1B; Supplementary file 1). The data quality and serotonin identity were validated by the fact that nearly all 999 neurons expressed the genes encoding: (1) tryptophan hydroxylase 2 (Tph2), a key enzyme for serotonin biosynthesis; (2) transcription factor Pet1 (Fev) known to express in raphe serotonin neurons (Hendricks et al., 1999); (3) the plasma membrane serotonin transporter (Sert), which recycles released serotonin back to presynaptic terminals of serotonin neurons, and (4) vesicular monoamine transporter 2 (Vmat2), which transports serotonin (and other monoamines) from presynaptic cytoplasm to synaptic vesicles (Figure 1—figure supplement 1C).

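Tph2 and Fev each had at least 1 read in all 999 cells, Slc6a4, which encodes Sert, in 997 cells, and Slc18a2, which encodes Vmat2, in 998 cells. All 4 genes were detected together in 997 cells, or 99.8% (99.3 to 100.0%), and in all 290 cells of the pDR dissection. The mean level over all cells was 9608 CPM for Tph2, 3759 CPM for Slc6a4, 2992 CPM for Slc18a2 and 221 CPM for Fev. With a minimum of 5 reads in place of 1, the share of cells with all 4 genes was 99.7%, the furthest any alternative rule moved it. In the GENCODE M21 annotation of GRCm38 (mm10), from which all coordinates are taken, Tph2 lies on chromosome 10 from 115078641 to 115185022, Fev on chromosome 1 from 74881509 to 74885419, Slc6a4 on chromosome 11 from 76998603 to 77032340 and Slc18a2 on chromosome 19 from 59260896 to 59296012, and each gives a gene as a whole, from its first to its last base. Since the sort selected Sert-Cre cells and the table holds only cells with a read of Tph2, the shares of Tph2 and Slc6a4 are not independent of how the cells were chosen.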

**Figure 1.**
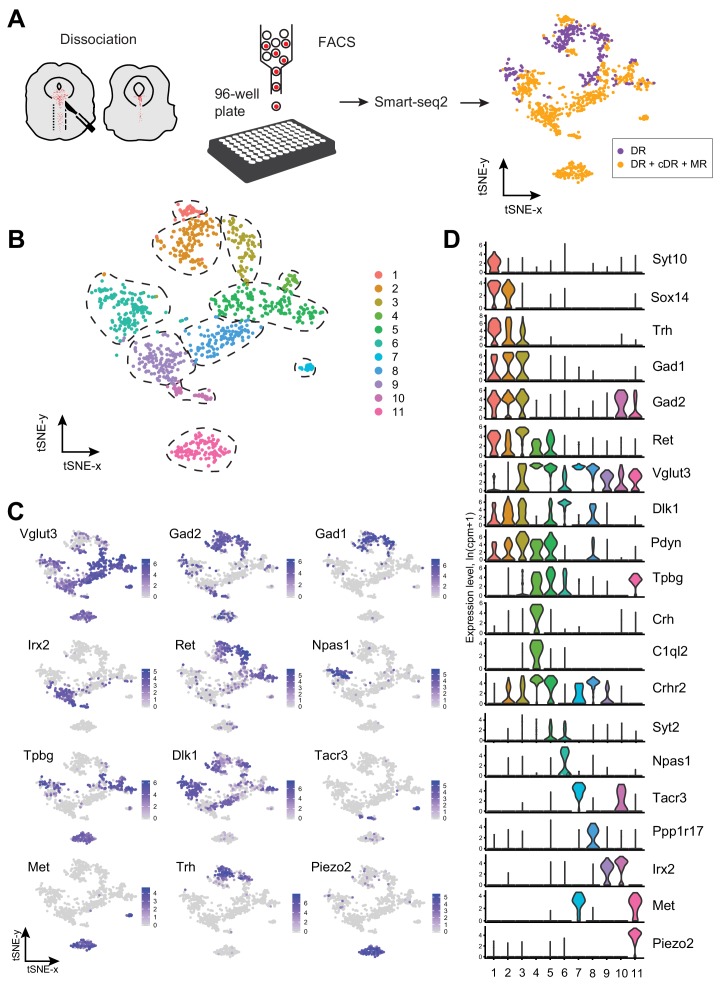
Single-cell transcriptomic profiling of serotonergic neurons. (**A**) Schematic representation of scRNA-seq pipeline used to analyze individual serotonin neurons. Tissue slices containing either principal dorsal raphe (pDR, n = 6 brains) or entire DR and MR (n = 8 brains) of *Sert-Cre;Ai14* adult were dissociated to a single-cell suspension. tdTomato*^+^* neurons were FACS-sorted in 96-well plates and processed for scRNA-seq using Smart-seq2 protocol. tSNE plot of all processed *Tph2^+^* neurons colored by anatomical localization. cDR, caudal DR; MR, median raphe. (**B**) tSNE plot of 999 *Tph2^+^* cells obtained from 14 brains and clustered by gene expression. Cells are colored-coded according to identified transcriptomic clusters. (**C**) Expression of genes defining distinct serotonin neuron populations. Cells are colored by log-normalized expression of each transcript, and the color legend reflects the expression values of ln(CPM+1). CPM, counts per million. (**D**) Violin plots of expression of marker genes across 11 clusters.

**Figure 1—figure supplement 1.**
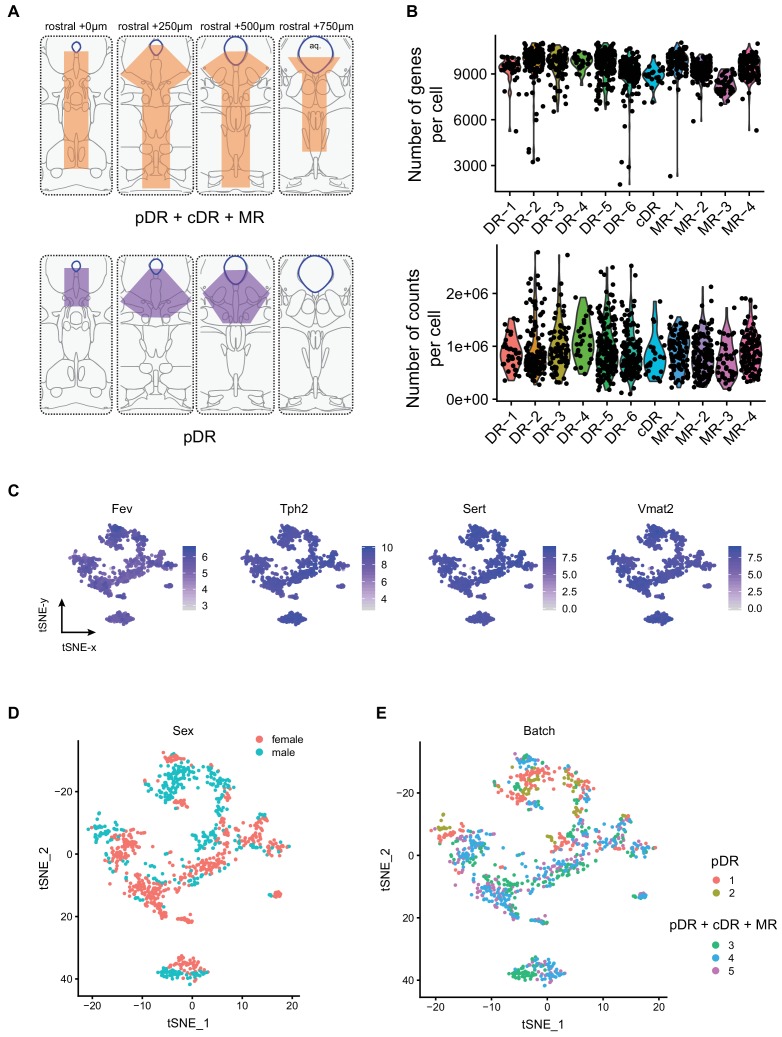
Technical characteristics of scRNA-seq experiments. (**A**) Schematic illustration of the sampling strategy. Top, orange shadows indicate dissected regions in the coronal brainstem sections in the first set of experiments. These regions contain the entire MR and DR. Bottom, purple shadows indicate dissected regions in the coronal brainstem sections in the second set of experiments. These regions only contain the principal DR. aq, aqueduct. (**B**) Number of genes per cell and number of reads per cells mapping to exons across 11 clusters. (**C**) Expression of *Fev*, *Tph2*, *Sert* and *Vmat2* across individual cells. Cells are colored by log-normalized expression of each transcript, and the color legend reflects the expression values of ln(CPM+1). (**D,E**) tSNE plots of 999 analyzed cells colored by sex (**D**) and batch (**E**).

**Figure 1—figure supplement 2.**
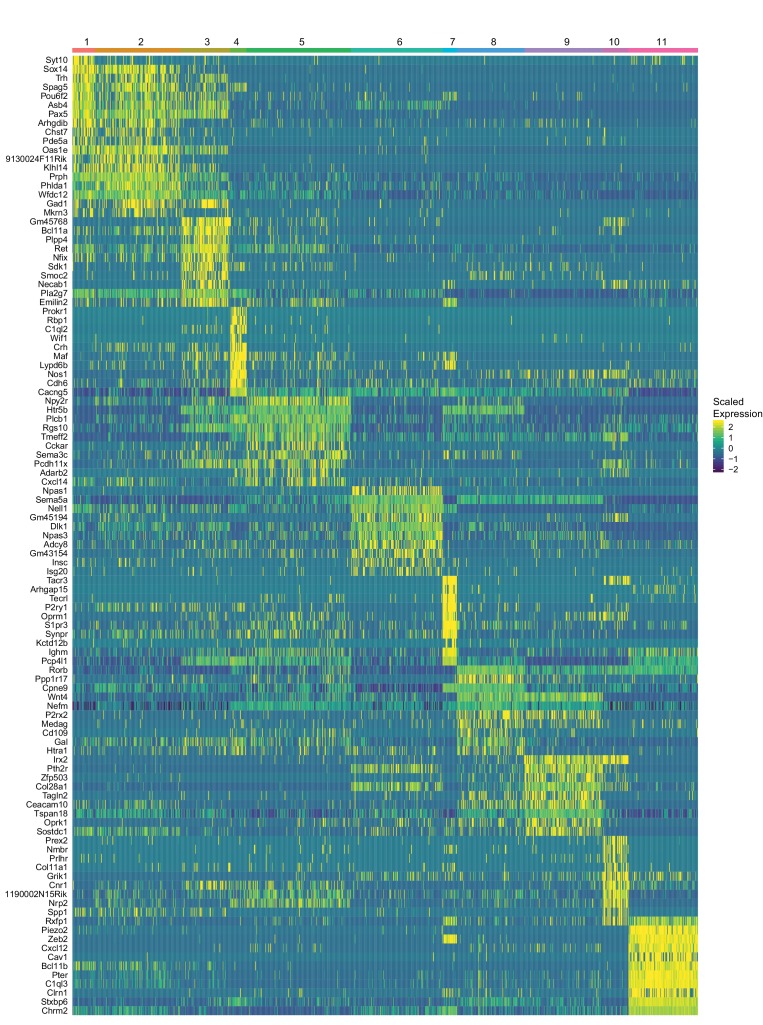
Heatmap of gene expression of top ten marker genes identified for each cluster. Expression values represent z-scores of ln(CPM+1).

**Figure 1—figure supplement 3.**
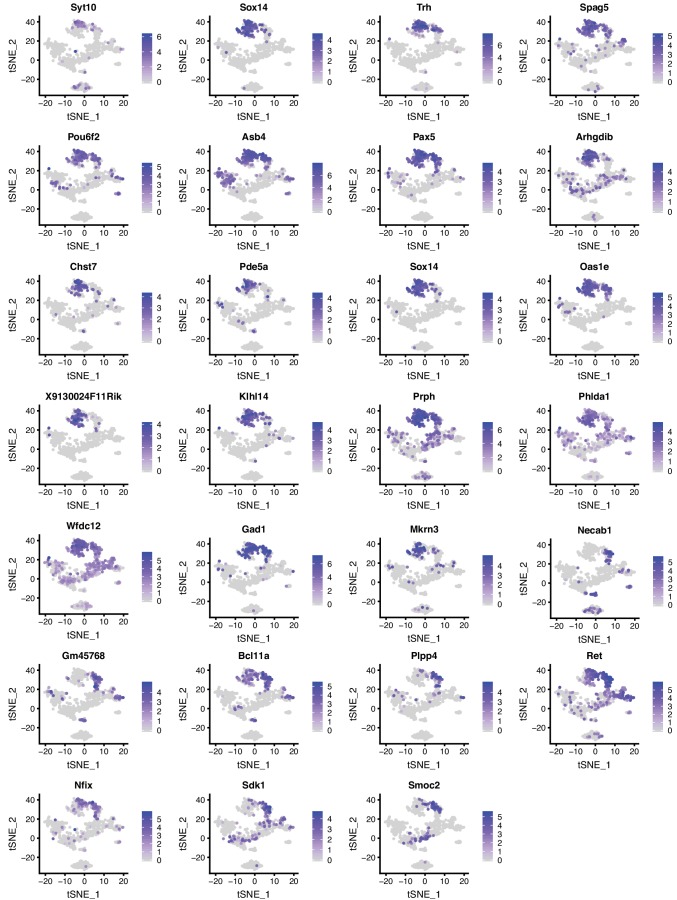
Expression patterns of selected genes in DR and MR across individual serotonin neurons presented as tSNE plots (Part I). Cells are colored by log-normalized expression of each transcript, and the color legend reflects the expression values of ln(CPM+1).

**Figure 1—figure supplement 4.**
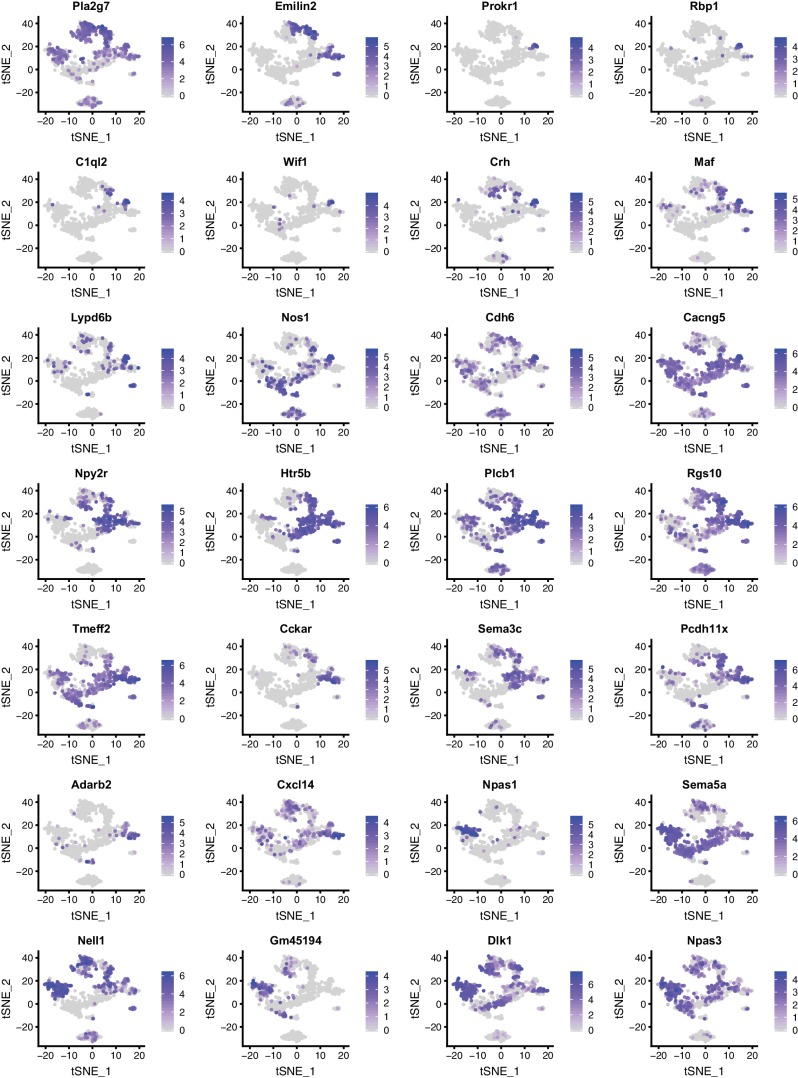
Expression patterns of selected genes in DR and MR across individual serotonin neurons presented as tSNE plots (Part II).

**Figure 1—figure supplement 5.**
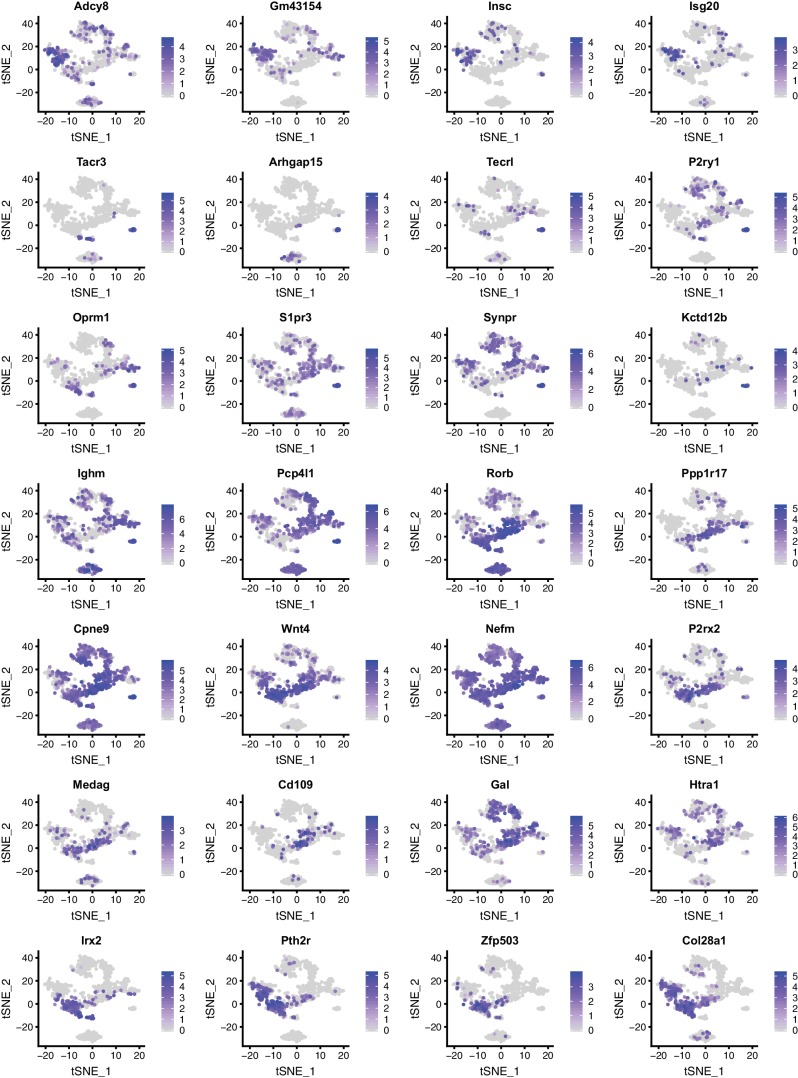
Expression patterns of selected genes in DR and MR across individual serotonin neurons presented as tSNE plots (Part III).

**Figure 1—figure supplement 6.**
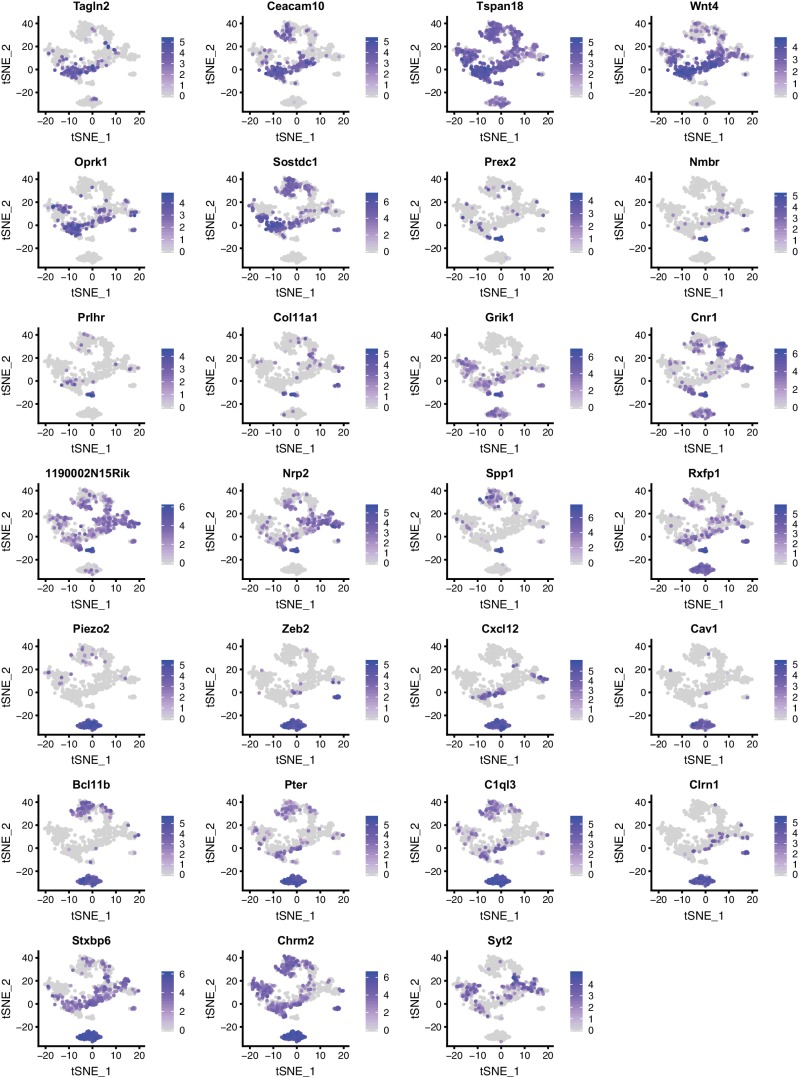
Expression patterns of selected genes in DR and MR across individual serotonin neurons presented as tSNE plots (Part IV).

To define distinct serotonin neuron populations based on single-cell transcriptome, we performed principal component analysis (PCA) on all the genes expressed in the assayed neurons, followed by nearest-neighbor graph-based clustering (*see* Materials and methods). These 999 MR and DR serotonin neurons comprised 11 clusters (Figure 1B; Figure 1—figure supplement 2). 

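Clustering of the 999 cells was repeated from the deposited values with the settings of the methods, ln(CPM+1), 20 principal components and the Louvain algorithm at resolution 1, and gave 12 clusters of between 23 and 158 cells. To keep a gene from defining the clusters over which it is reported, 81 genes whose cluster pattern is described were left out of the PCA, which used the other 25441 detected genes. With these genes included there were again 12 clusters. The number was 11 with a PCA on the 2000 most variable genes, 13 with 10 components, and 12 with 30 components, with resolution 0.8 or 1.2 and with another random seed. Added after seeing the data, 3 more clusterings gave 12, 12 and 13 clusters. Clusters were matched to the paper's clusters by marker genes of Figure 1—figure supplement 2 and Figure 3—figure supplement 1–3 that were not among the genes left out. A name was given where the mean z-score of its markers across clusters was at least 1, at least 3 of them were detected in most of the cluster's cells and at least 1 was among the cluster's 10 genes with the highest fold over the other clusters. This rule was set after the scores had been seen. The markers gave 9 of the 11 names, and a named cluster is called X-like because it was rebuilt here. They were DR-5-like (158 cells, led by Pdyn, Npy2r and Gsta4), MR-2-like (148 cells, led by Sostdc1, Pth2r and Wnt4), MR-4-like (110 cells, led by Piezo2, Pter and C1ql3), DR-2-like (106 cells, led by Gad1, Trh and Prph), DR-6-like (94 cells, led by Nell1, Pth2r and Col28a1), MR-1-like (86 cells, led by Rorb, Gal and Htra1), DR-1-like (42 cells, led by Sox14, Asb4 and Adamtsl2), MR-3-like (40 cells, led by Grik1, Nmbr and Nrp2) and cDR-like (23 cells, led by Tecrl, S1pr3 and P2ry1). No cluster met the rule for DR-3 or DR-4, and 3 clusters of 66, 65 and 61 cells stayed unnamed, led by Mbp, Cwc22 and Ccdc85c. The lead of Mbp comes from 1 cell, and without it the mean of Mbp over that cluster falls from 946 to 16.7 CPM. In the cluster called DR-5-like the markers of DR-4 had a higher mean z-score, 1.75, than those of DR-5, 1.67, but none of them was among its 10 leading genes.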

Each cluster contained cells from both sexes after removing genes located on the Y chromosome, indicating that there were few sex-specific differences at the level of transcriptomic clusters (Figure 1—figure supplement 1D). No substantial batch effect was observed (Figure 1—figure supplement 1E). 

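The labels name the plate of each cell but not the batches of Figure 1—figure supplement 1E, so the comparison was made between plates. For each cell, the share of its 15 nearest neighbours in 20 principal components that came from its own plate was counted among cells of its own cluster and dissection, over clusters with enough cells. Over 983 cells this share was 40.4% on average, against 23.4% expected from the number of cells each plate has in that cluster and dissection. It was above the expected share on 15 of 16 plates. In the dissection of pDR, cDR and MR the share was 31.6% against 11.7% expected, and above it on all 11 plates. In the pDR dissection it was 62.0% against 51.9%, and above it on 4 of 5 plates. There the clusters themselves were mostly of 1 or 2 plates, which raises the expected share and hides much of a plate difference. Within the clusters of a PCA on 2000 variable genes, the share in the pDR dissection was 48.5% against 25.3%, above it on all 5 plates. A PCA on 2000 variable genes moved the share most, to 31.2% against 15.5% expected, with all 16 plates above the expected share. The labels do not name the animals of a plate, so a difference between plates cannot be told apart from a difference between animals.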

Each of the 11 clusters expressed a set of cluster-discriminatory genes, including markers for specific neurotransmitter systems, such as *Vglut3*, *Gad1*, and *Gad2* (Figure 1C,D; Figure 1—figure supplement 1–6).

### Anatomical organization of transcriptomically defined serotonin clusters

Of the 11 transcriptomic clusters, six (Cluster 1–6) consisted of only serotonin neurons dissected from the pDR. 

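Of the 290 cells of the pDR dissection, 109 fell into the 4 clusters that carry a DR-like name, which is 37.6% (32.0 to 43.4%), 180 fell into the 3 unnamed clusters and 1 fell into the cDR-like cluster. The DR-2-like cluster held 106 of the 109 cells and no cell of the other dissection. All of its cells came from 2 of the 5 pDR plates, with 58 and 48 cells. The DR-5-like, DR-6-like and DR-1-like clusters held 1, 0 and 2 cells of the pDR dissection beside 157, 94 and 40 cells of the dissection of pDR, cDR and MR, which also contains the pDR. The 5 clusters with cDR-like and MR-like names held that 1 cell of the pDR dissection and no other. Each unnamed cluster was mostly of 1 or 2 plates. The unnamed cluster of 65 cells came from the same 2 plates as the DR-2-like cluster, that of 61 cells from 2 other plates, and that of 66 cells took 41 cells from the fifth plate. The share of pDR cells in DR-like clusters depended on the clustering. It was 26.9% with 10 components, where a DR-like name also went to a cluster of 63 cells, 1 of them of the pDR dissection, whose mean z-score was higher for MR-3 markers (2.83) than for DR-5 markers (1.64), 64.8% with a PCA on the 2000 most variable genes by dispersion, and 99.0% (97.0 to 99.8%) when Seurat's vst method chose the 2000 genes. The alternative set beforehand named 2000 variable genes without a method to pick them, and vst was added after seeing the data. The clustering with vst gave all 11 names and no unnamed cluster.

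**Figure D1:**
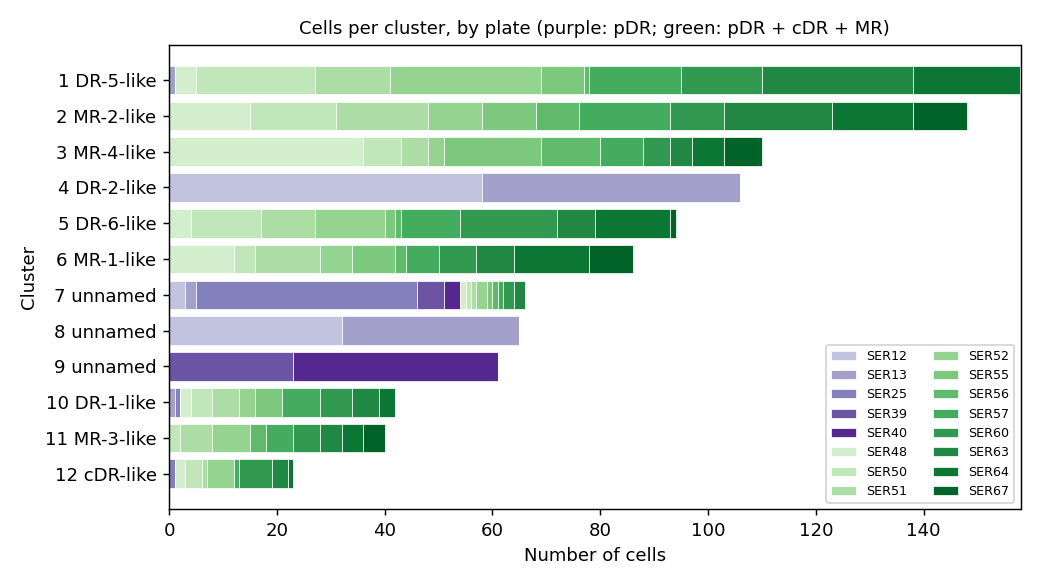
Number of cells in each of the 12 clusters (horizontal axis), with 1 bar per cluster divided by plate, the 5 plates of the pDR dissection in purple and the 11 plates of the dissection of pDR, cDR and MR in green. The DR-2-like cluster and 2 unnamed clusters hold cells of pDR plates alone, and the MR-like clusters hold cells of the other plates alone.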

We hypothesized that these six clusters represent serotonin neurons from the pDR, and the remaining five clusters represent cells from MR and cDR. To test this hypothesis and to obtain information about the anatomical organization of transcriptomically defined serotonin cell clusters within the DR and MR, we chose 16 cluster marker genes and performed hybridization-chain reaction (HCR)-based single-molecule fluorescence in situ hybridization (smFISH) (Choi et al., 2018). To restrict our analysis within the serotonin neuron population, we simultaneously double-labeled *Tph2*, a marker for serotonin neurons, for all the HCR-smFISH experiments. 

Figure 2A summarizes the distribution of the *Tph2^+^* serotonin neurons that express each of the 16 cluster markers in four coronal sections that cover the pDR, cDR, and MR. This summary was derived from counting Tph2/cluster marker double-labeled cells from confocal sections of the HCR-smFISH experiments (Figure 2B; Figure 2—figure supplements 1–2). Specifically, we found that the distribution of markers for Clusters 1–6, *Ret*, *Trh*, *Gad1*, *Npas1*, *Syt2*, and *C1ql2* (Figure 1D), were mostly restricted to the pDR. The two common Cluster 7 markers *Tacr3* and *Met* were both highly concentrated in serotonin neurons under the aqueduct in the cDR. 

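For genes named with particular clusters, a contrast is given as the log2 of the ratio of the mean CPM over the named clusters, plus 1 CPM, to that over the other clusters, plus 1 CPM, with every cluster weighted equally. It understates the difference of genes at low levels. The contrast was also computed within each plate with at least 3 cells in each of both sets, and the number of plates with a contrast above 0 is given in place of a test. Names that no rebuilt cluster carries drop out of the named set, and the 3 unnamed clusters, mostly of pDR cells, count among the others. Dlk1 (chromosome 12, 109452823 to 109463336) had a mean of 77.5 CPM in the DR-like and MR-1-like clusters and 74.3 CPM in the other clusters, a contrast of 0.06, and was detected in 58.4% and 36.1% of cells. The unnamed clusters, with 174, 163 and 133 CPM, stood among the others. Dlk1 was at 218 CPM in the DR-6-like, 74.2 CPM in the DR-2-like, 55.8 CPM in the DR-5-like, 24.5 CPM in the DR-1-like and 15.6 CPM in the MR-1-like cluster. In the MR-2-like, MR-3-like, MR-4-like and cDR-like clusters it was at 37.9, 11.3, 0.287 and 0.696 CPM. The contrast was above 0 on 11 of 13 plates. Where every cluster took a name, in the clustering on genes chosen by vst that was added after seeing the data, the contrast was 3.52, the furthest any alternative moved it.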

*Dlk1* should be expressed in the DR clusters as well as Cluster 8 (Figure 1D), and its expression was found in both the DR and MR, suggesting that Cluster 8 serotonin neurons are located in the MR. Clusters 9–11 markers *Irx2* and *Piezo2* were mostly found in the MR. Thus, these observations support the anatomical breakdown suggested by the dissection of primary tissue, and additionally provide a more granular and detailed description about finer boundaries.

**Figure 2.**
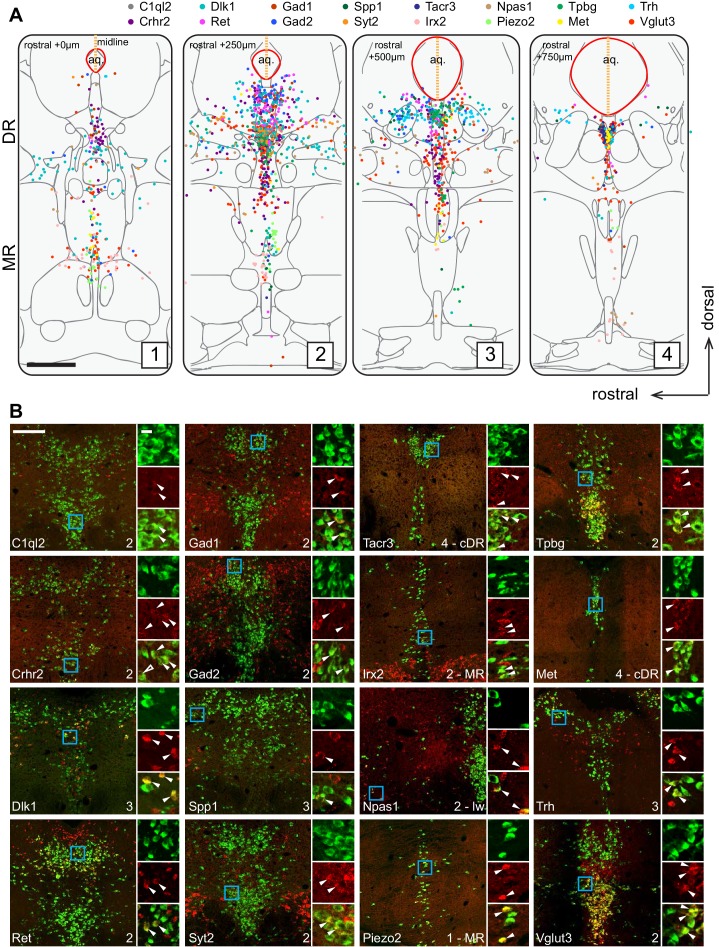
Anatomical location of serotonin neuron clusters determined by hybridization-chain reaction-based single-molecule fluorescence in situ hybridization (HCR-smFISH) of 16 cluster markers. (**A**) Positions of double-positive neurons (*Tph2* and each of 16 marker genes color-coded on the top) are shown on four schematics representing coronal slices 250 µm apart. Red line around the aqueduct represents the average boundary drawn from raw data for each slice. Scale bar, 500 µm. Schematics summarizing HCR-smFISH data for individual genes can be found in Figure 2—figure supplements 1 and 2. (**B**) Representative images for each of the genes schematized in (**A**). All green cells are Tph2-positive, red cells express the indicated marker gene. Each image corresponds to one of the four numbered schematics in (**A**) and is located immediately ventral to the aqueduct unless otherwise noted as MR, lateral wing (lw), or cDR. Cyan box highlights the individual color zoom region at right. White arrowheads mark examples of double-positive neurons. Scale bars, 200 µm main panels, 20 µm zoom panels.

**Figure 2—figure supplement 1.**
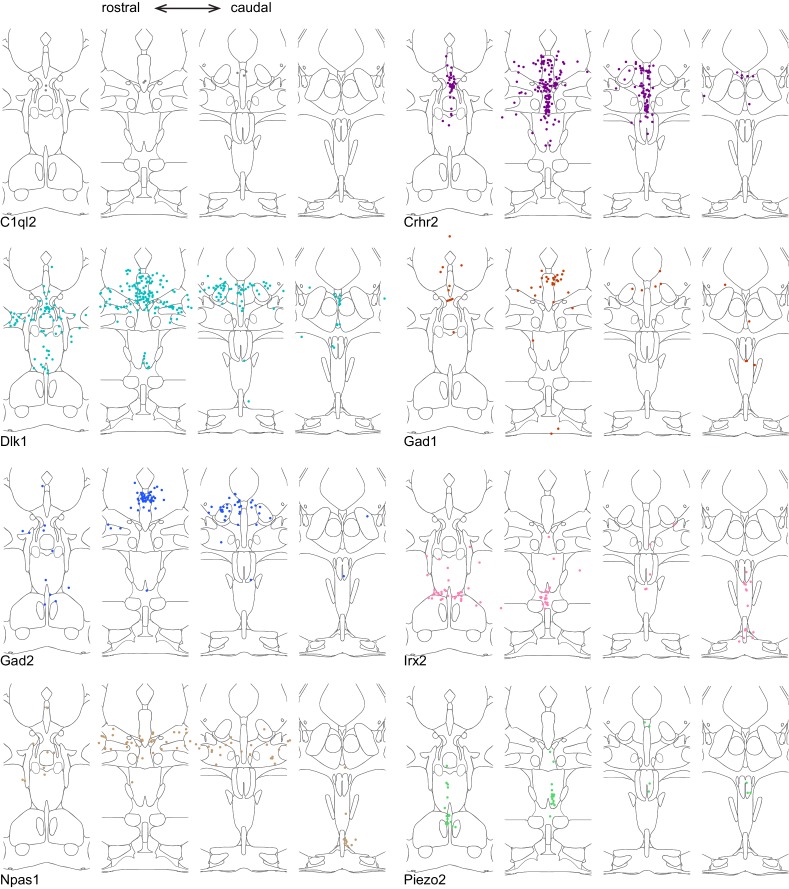
Location of cluster marker genes determined by HCR-smFISH (Part I). Schematics as described in Figure 2, broken out to show double-positive cells for Tph2 and one marker gene at a time.

**Figure 2—figure supplement 2.**
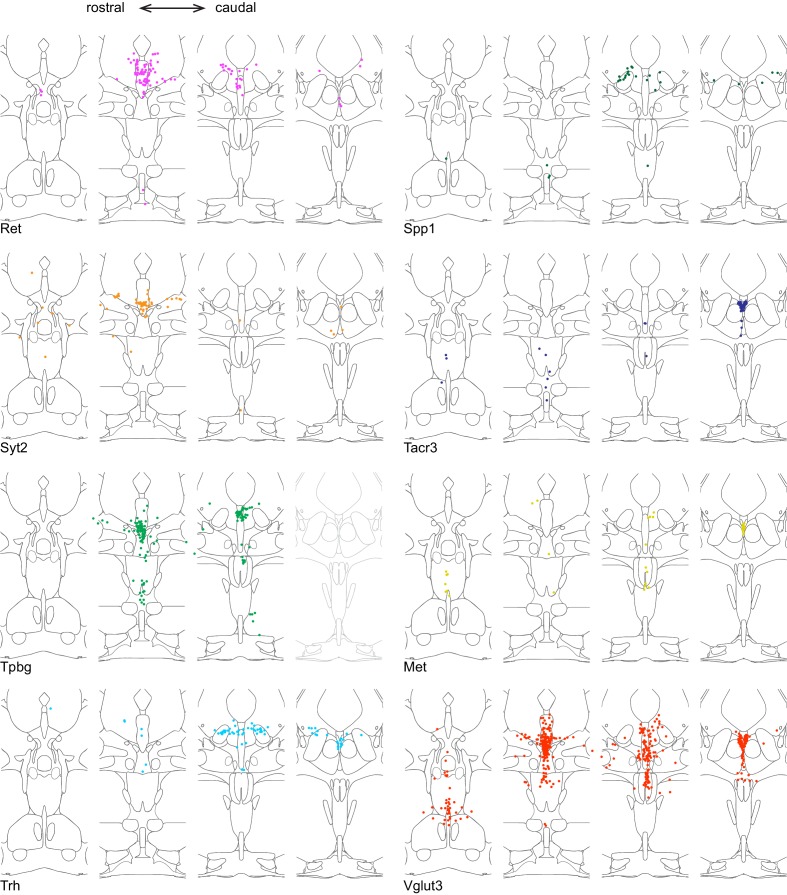
Location of cluster marker genes determined by HCR-smFISH (Part II).

Within the DR, *Trh^+^*, *Gad1^+^*, and *Gad2^+^* serotonin neurons were mainly located in the dorsal DR, whereas *Slc17a8^+^* (also known as *Vglut3*, used hereafter) and *Syt2^+^* serotonin neurons were mainly located in the ventral DR and cDR. These data suggest that Clusters 1–3 correspond to the dorsal DR and Cluster 4–6 to the ventral DR. Cluster 6 marker *Npas1^+^* was largely excluded from the densest portion of *Tph2* expression at the midline and instead was found scattered in the more rostral and ventral portion of the lateral wings. On the other hand, *Crhr2*, which should be expressed in all DR serotonin neuron clusters except Cluster 1 and 6 (Figure 1D), was localized preferentially near the midline and was absent from the lateral wing. Thus, Cluster 6 likely corresponds to serotonin neurons located preferentially in the lateral wings. In contrast to DR, the anatomical organization of the molecular features that define MR clusters is less obvious and different clusters appear more intermingled.

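Crhr2 (chromosome 6, 55090049 to 55133016) was at 60.5 CPM in the DR-5-like and 11.1 CPM in the DR-2-like cluster, against 1.96 CPM in the DR-1-like and 1.23 CPM in the DR-6-like cluster. The contrast between these pairs of clusters was 3.83, with a mean of 35.8 against 1.60 CPM, and was above 0 on all 9 plates. These 9 plates hold no DR-2-like cell, so the number of plates covers the DR-5-like cluster only. At least 1 read of Crhr2 was present in 58.7% of the 264 cells of the first pair and 5.88% of the 136 cells of the second. No cluster carried the names DR-3 or DR-4, so these do not enter.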

In summary, our HCR-smFISH experiments support the notion that Clusters 1–6 correspond to pDR serotonin neurons, Cluster 7 corresponds to cDR serotonin neurons, and Clusters 8–11 correspond to MR serotonin neurons. We thus rename hereafter Clusters 1–6 as DR-1–6, Cluster 7 as cDR, and Clusters 8–11 as MR-1–4 (Figure 3). Detailed expression levels of marker genes across all 11 clusters can be found in Figure 3—figure supplement 1–3.

**Figure 3.**
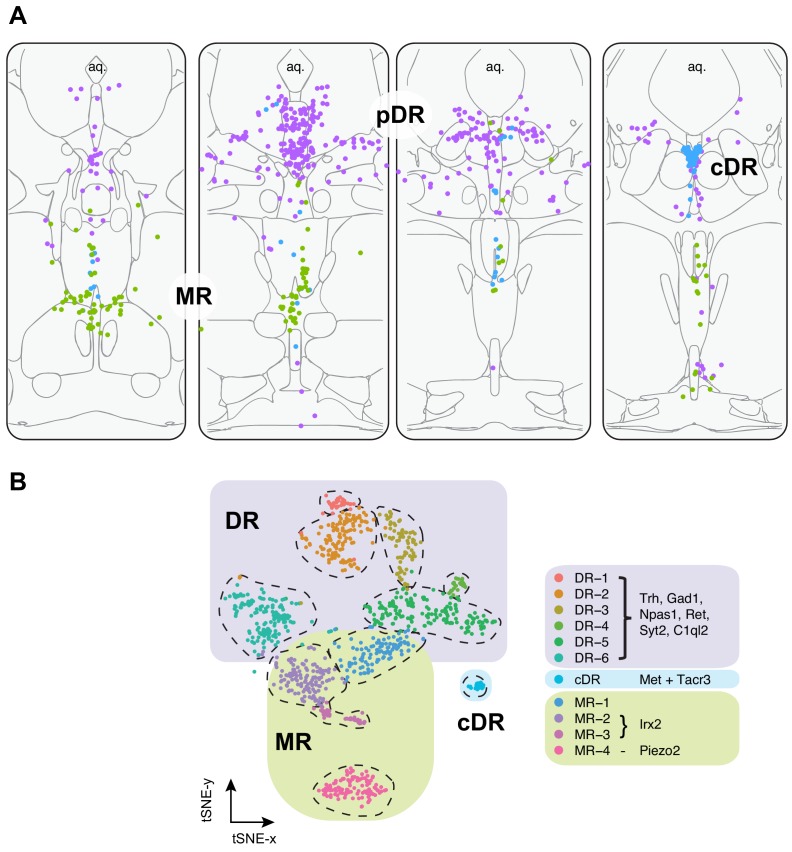
Summary of spatial distribution of transcriptomic clusters of serotonin neurons. (**A**) Purple dots represent distribution of Clusters 1–6 markers listed in panel (**B**); green dots represent the distribution *Irx2* and *Piezo2* cells that are Cluster 9–11 markers; and cyan dots present distribution of *Met^+^* and *Tacr3^+^* cells, which are co-expressed in Cluster 7, but is additionally expressed in Cluster 10 (*Met*) or Cluster 11 (*Tacr3*). (**B**) Collectively, scRNA-seq and HCR-smFISH experiments support the model that Clusters 1–6 from Figure 1B correspond to pDR serotonin neurons (renamed DR-1–6), Cluster 7 corresponds to cDR serotonin neurons, and Clusters 8–11 correspond to MR serotonin neurons (renamed MR-1–4).

**Figure 3—figure supplement 1.**
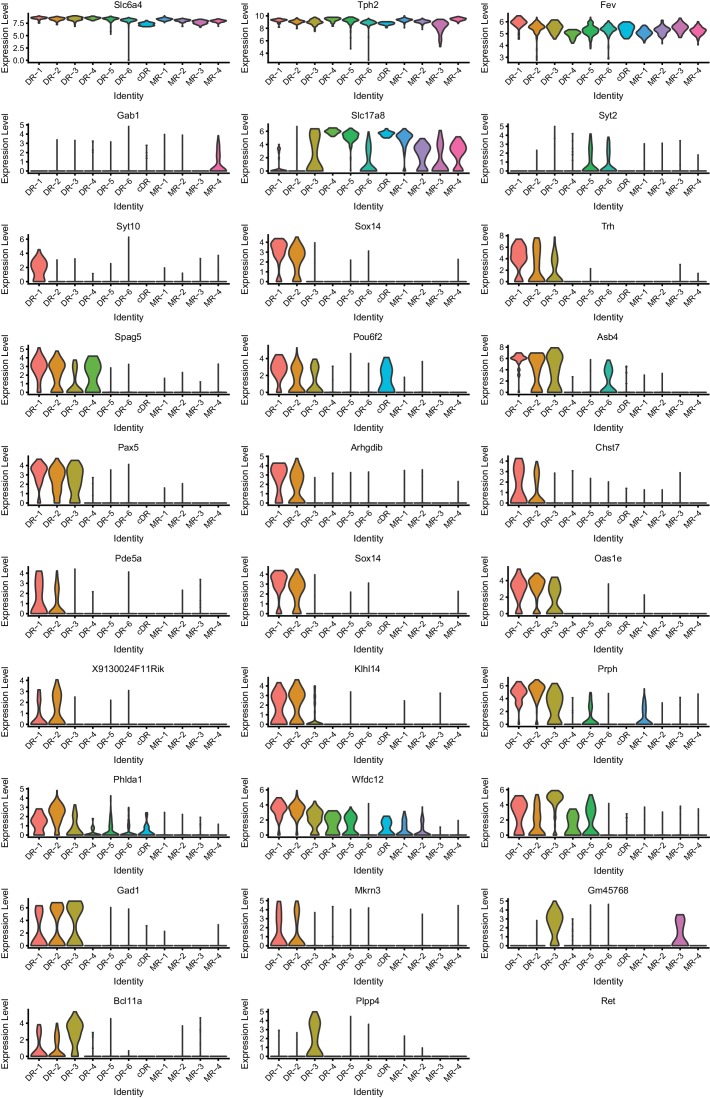
Expression of marker genes across 11 clusters (Part I). Expression levels denote for log-transformed expression [ln(counts per million+1)] of each transcript.

**Figure 3—figure supplement 2.**
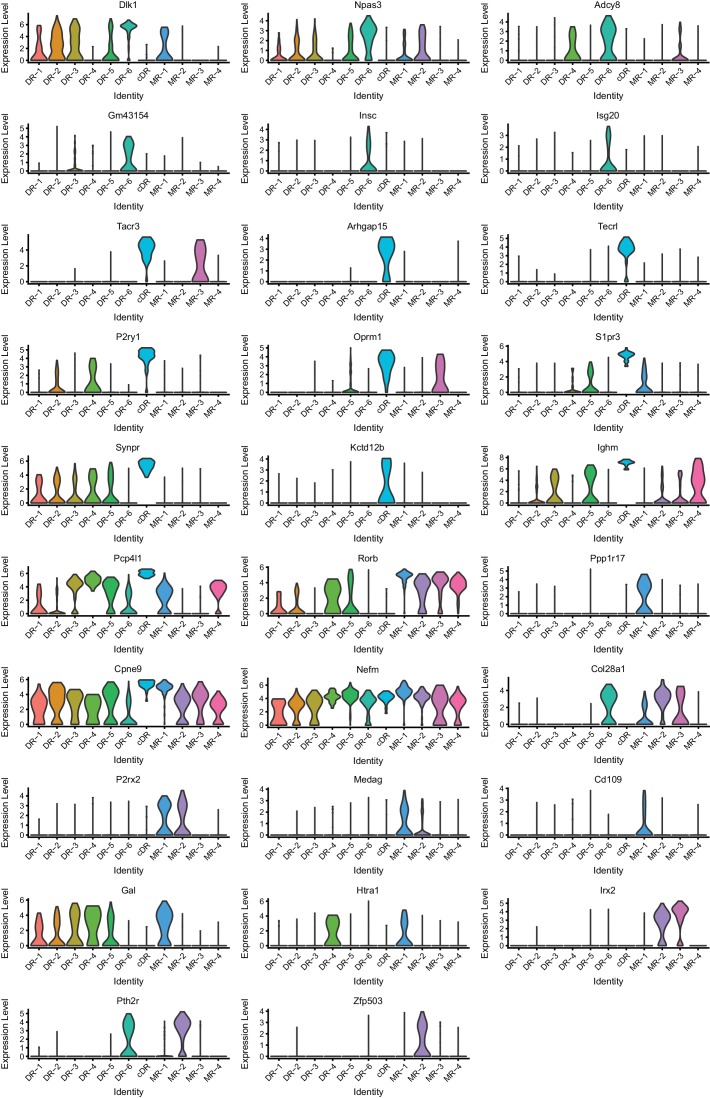
Expression of marker genes across 11 clusters (Part II).

**Figure 3—figure supplement 3.**
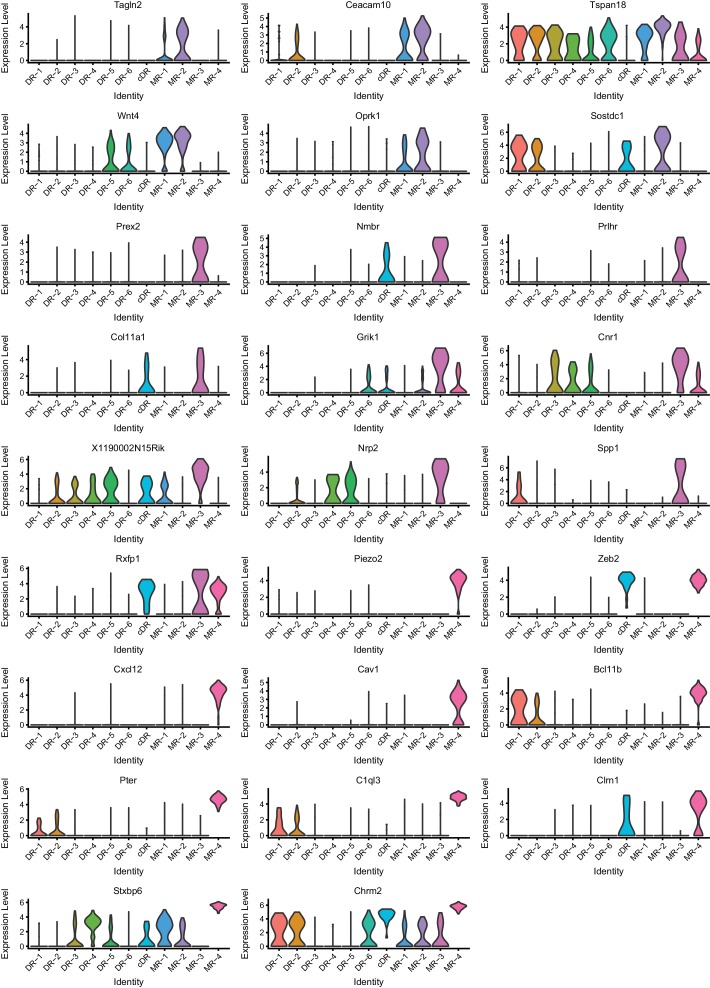
Expression of marker genes across 11 clusters (Part III).

**Figure 3—figure supplement 4.**
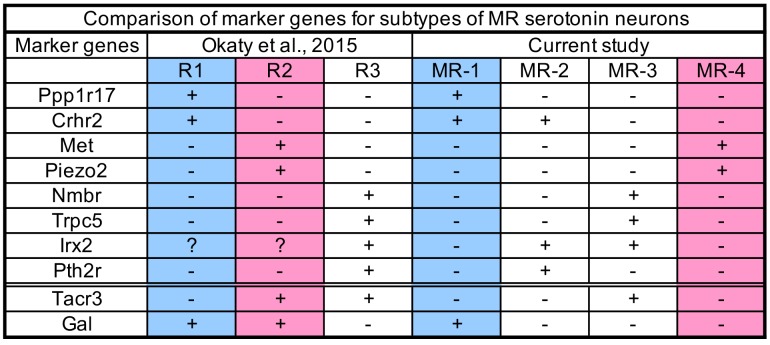
Comparison of Marker Genes for Subtypes of MR Serotonin Neurons. Ten marker genes that are enriched in R1–R3-derived serotonin neurons from the Okaty et al. (2015) study (data taken from its Figure 2D, Figure S2, and Figure S5C) and MR-1–MR-4 transcriptomic clusters from this study. ‘+” indicate enriched compared to ‘–” in respective studies. The first eight markers support the correspondence between R1 and MR-1 (blue), R2 and MR-4, R3 and MR-2/3. The last two markers are not fully consistent.

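Each of the 10 markers of Figure 3—figure supplement 4 was compared between the 4 MR-like clusters alone, which hold 384 cells, all from the dissection of pDR, cDR and MR. Ppp1r17 (chromosome 6, 56017497 to 56032689) and Gal (chromosome 19, 3409915 to 3414544) were higher in the MR-1-like cluster than in the other MR-like clusters, by contrasts of 1.85 and 3.53, on all 10 plates tested for each. Crhr2 was higher in the MR-1-like and MR-2-like clusters, at 41.1 against 0.606 CPM, a contrast of 4.71. In the MR-4-like cluster, Met (chromosome 6, 17463800 to 17573980) was at 22.0 CPM against 0.0290 CPM, a contrast of 4.48, and Piezo2 (chromosome 18, 63010213 to 63387183) was at 66.0 CPM, a contrast of 6.07, with a read in 0 of the 274 cells of the other MR-like clusters, which allows a share of up to 1.09%. In the MR-3-like cluster, Nmbr (chromosome 10, 14705591 to 14770850) and Trpc5 (chromosome X, 144381671 to 144688180) had contrasts of 5.27 and 3.01, with Trpc5 above 0 on 7 of 8 plates and detected in 0 of the 344 cells of the other MR-like clusters, a limit of 0.872%. Irx2 (chromosome 13, 72628820 to 72634198) was higher in the MR-2-like and MR-3-like clusters, by 4.20. The last 2 markers, Pth2r (chromosome 1, 65282056 to 65389244) and Tacr3 (chromosome 3, 134829007 to 134934579), had contrasts of 3.24 in the MR-2-like and 4.73 in the MR-3-like cluster. Except where another number is given, every plate tested, 8 to 11 per marker, had a contrast above 0. The rhombomere-derived populations are from another study and were not analysed here.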

### Molecular properties of MR and DR serotonin neurons

Having determined the spatial locations of transcriptomically defined serotonin cell types, we next analyzed key groups of differentially expressed genes crucial for neuronal function, including markers for neurotransmitter systems, neuropeptides, ionotropic and metabotropic (G-protein-coupled) neurotransmitter receptors, wiring specificity molecules, and transcription factors (Figure 4; Figure 4—figure supplement 1, Supplementary file 2).

**Figure 4.**
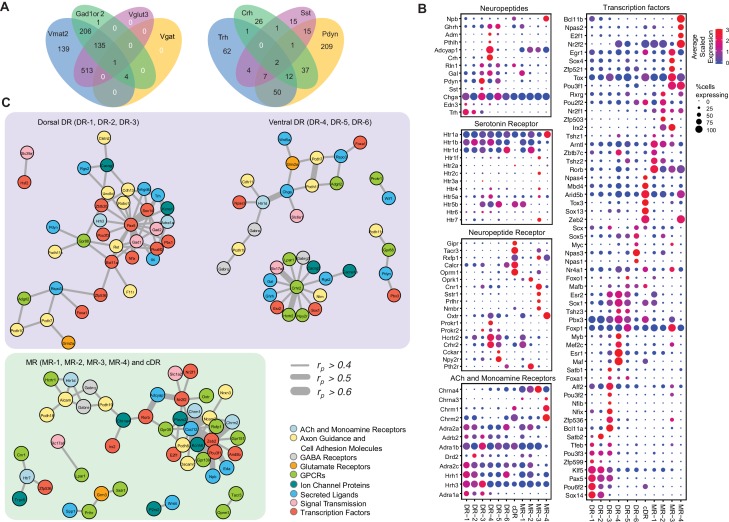
Molecular and functional characteristics of distinct serotonin neuron clusters. (**A**) Venn diagram showing the number of cells co-expressing genes associated with markers for different neurotransmitter systems: *Gad1/2*, *Vmat2*, *Vgat*, and *Vglut3* (left) and neuropeptides: *Trh*, *Crh*, *Sst*, *Pdyn* (right). We consider a gene to be expressed if it has at least one read mapping to it and is detected in at least 3 cells (Materials and methods). (**B**) Expression of the most variable neuropeptides, receptors, and transcription factors across molecularly distinct serotonin neuron clusters. (**C**) Network representation of co-expressed genes that belong to one of the functional gene categories that organize transcriptional regulation, synaptic connectivity, and neuronal communications. Networks were constructed based on Pearson correlation coefficient (*r*_p_) of gene expression across all 999 cells, and identified networks that are centered on pDR- and MR+cDR-specific genes. Genes appear connected if *r*_p_ >0.4. Line width represents *r*_p_ values as indicated. Nodes are colored according to functional gene categories.

**Figure 4—figure supplement 1.**
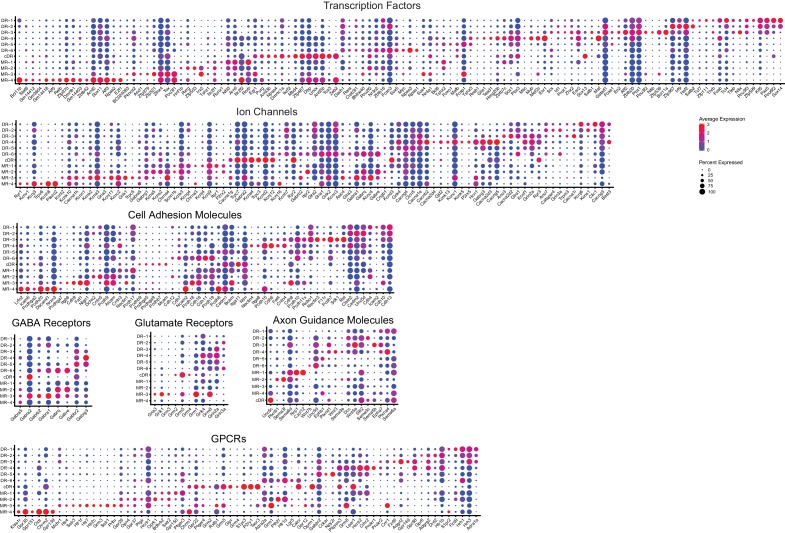
Expression of the most variable genes among the listed functional categories across 11 molecularly distinct *Tph2+* clusters.

**Figure 4—figure supplement 2.**
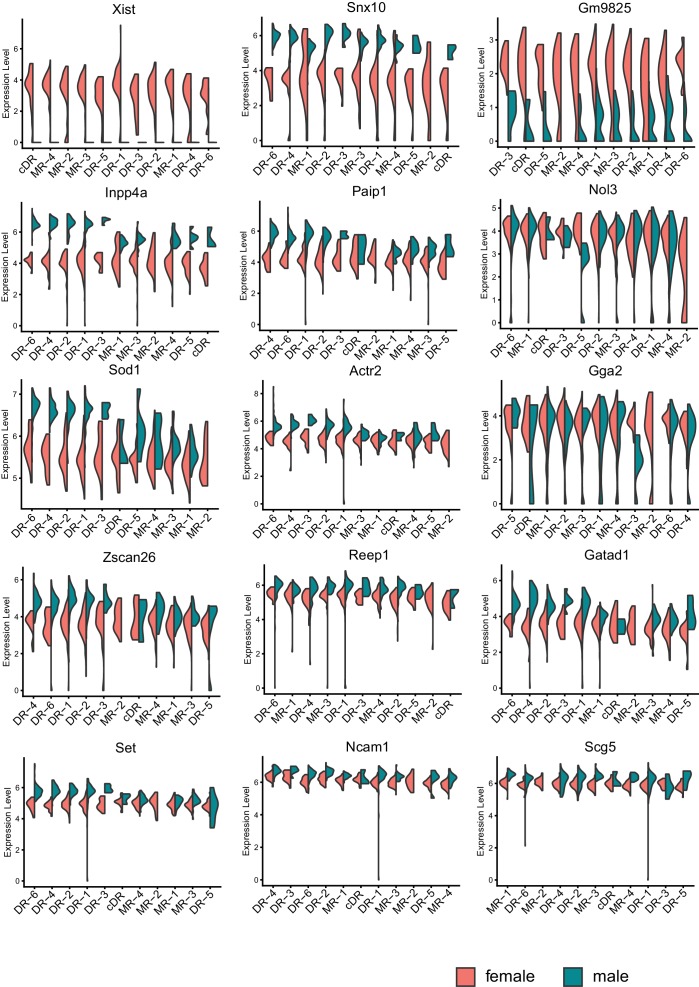
Sexually dimorphic genes consistently detected across the majority of serotonin cell subtypes. Expression levels denote for log-transformed expression [ln(CPM+1)] of each transcript.

#### Genes related to neurotransmitters other than serotonin

The majority of the clusters express *Slc17a8*, which encodes vesicular glutamate transporter-3 (Vglut3). These include almost all serotonin neurons from the cDR, the majority from MR clusters (Domonkos et al., 2016), and DR-3–6 clusters (Figure 1D). These observations suggest that glutamate is the most prevalent co-transmitter for serotonin neurons. 

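Slc17a8 (chromosome 10, 89574020 to 89621253) had at least 1 read in more than 50% of the cells of 6 of the 12 clusters. These were the cDR-like cluster, with a read in 100% of cells, the MR-1-like (94.2%), DR-5-like (92.4%), MR-2-like (77.7%) and MR-4-like (75.5%) clusters and 1 unnamed cluster (75.4%). In the other unnamed clusters Slc17a8 was detected in 50% and 47.5% of cells, in the MR-3-like cluster in 42.5%, in the DR-6-like cluster in 41.5%, in the DR-1-like cluster in 26.2% and in the DR-2-like cluster in 21.7%. The mean level was highest in the cDR-like cluster, at 288 CPM, followed by 200.1 CPM in the DR-5-like and 198 CPM in the MR-1-like cluster.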

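Over the cDR-like, MR-like, DR-5-like and DR-6-like clusters, the mean level of Slc17a8 was 123 CPM, against 12.2 CPM over the DR-1-like and DR-2-like clusters. The contrast was 3.23 and above 0 on all 8 plates. None of these 8 plates holds a DR-2-like cell, so the number of plates covers the DR-1-like cluster only. Of the 659 cells of the first group 76.5% had a read of the gene, and of the 148 cells of the second 23.0%. DR-3 and DR-4 took names in other clusterings only. The DR-3-like cluster from a PCA on 2000 variable genes had Slc17a8 in 47.5% of its cells, and the DR-4-like cluster from the genes chosen by vst had it in all of its 27 cells.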

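Within the pDR dissection, 131 of 290 cells had a read of Slc17a8, which is 45.2% (39.3 to 51.1%), fewer than the 183 cells (63.1%, 57.3 to 68.7%) with a read of Gad1 or Gad2. The dissection of pDR, cDR and MR had the opposite order, with 518 of 709 cells (73.1%, 69.6 to 76.3%) for Slc17a8 and 164 cells (23.1%, 20.1 to 26.4%) for Gad1 or Gad2. From the expression of Slc17a8 in the majority of clusters, the paper proposes that glutamate is the co-transmitter found in the most serotonin neurons.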

Glutamate co-release from Vglut3^+^ serotonin terminals has indeed been reported at the hippocampus (Varga et al., 2009), orbital prefrontal cortex (Ren et al., 2018), nucleus accumbens (Liu et al., 2014), ventral tegmental area (Wang et al., 2019), and basolateral amygdala (Sengupta et al., 2017).

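Gad1 (chromosome 2, 70553072 to 70602014) had its highest means in the DR-2-like cluster, 349 CPM, and the DR-1-like cluster, 137 CPM, where 71.7% and 42.9% of cells had a read of it. Together the DR-1-like and DR-2-like clusters had a contrast of 3.82 for Gad1 against all other clusters, above 0 on 9 of 10 plates. Gad2 (chromosome 2, 22622205 to 22693874) was detected in 91.5% of DR-2-like and 85.7% of DR-1-like cells and had a contrast of 1.55, above 0 on 9 of 10 plates. For both genes, only plates SER12 and SER13 hold DR-2-like cells, and the other plates tested cover the DR-1-like cluster only. Unnamed clusters of pDR cells also held both genes. In the cluster of 61 cells Gad1 was at 92.1 CPM and Gad2 at 44.8 CPM, and in that of 66 cells Gad1 was at 40.1 CPM and Gad2 at 70.2 CPM. With the names from a PCA on 2000 variable genes, the DR-3-like cluster of 59 cells had Gad1 in 66.1% and Gad2 in 88.1% of cells.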

Three DR clusters express *Gad1* and *Gad2*, which encode biosynthetic enzymes for the neurotransmitter GABA. 

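Among the cDR-like and MR-like clusters, Gad2 was at 65.2 CPM in the MR-3-like and 38.3 CPM in the MR-4-like cluster, with a read in 62.5% and 29.1% of cells. Its contrast between these clusters and the cDR-like, MR-1-like and MR-2-like clusters was 4.46, and all 11 plates tested had a value above 0. Gad1 was detected in 2.50% of MR-3-like cells, at a mean of 10.6 CPM, and in 1.82% of MR-4-like cells, at 0.251 CPM. Of the 23 cDR-like cells, 1 had a read of Gad1 and 1 had a read of Gad2, with means of 0.978 and 0.278 CPM.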

Two MR clusters express *Gad2* but not *Gad1*, and cDR expresses neither. Interestingly, few of the *Gad1^+^* or *Gad2^+^* neurons express vesicular GABA transporter (*Vgat*, Figure 4A left), which is responsible for transporting GABA into synaptic vesicles for synaptic transmission. It has been reported that vesicular monoamine transporters (*Slc8a1* for Vmat1; *Slc8a2* for Vmat2) can transport GABA into synaptic vesicles (Stensrud et al., 2014), and virtually all serotonin neurons expressed Vmat2 (Figure 1—figure supplement 1D; Figure 4A left). Nevertheless, it remains to be determined if these serotonin neurons can actually release GABA. 

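Slc32a1 (chromosome 2, 158610767 to 158615748), which encodes Vgat, had at least 1 read in 5 of the 347 cells with a read of Gad1 or Gad2, which is 1.44% (0.469 to 3.33%), and in no other cell of the table.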

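Slc18a2 had at least 1 read in 346 of the 347 cells with Gad1 or Gad2, or 99.7% (98.4 to 100.0%). Slc18a1 (chromosome 8, 69037711 to 69089235), which encodes Vmat1, had a read in 120 of the 999 cells, or 12.0%, at a mean of 1.06 CPM over all cells.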

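No read of Slc17a8, Gad1, Gad2 or Slc32a1 was found in 139 of the 999 cells, which is 13.9% (11.8 to 16.2%). These were 23 cells of the pDR dissection, or 7.93% (5.09 to 11.7%), and 116 cells of the other dissection, or 16.4% (13.7 to 19.3%). A rule of at least 10 CPM in place of 1 read raised the share to 18.4%, and 1 of at least 5 reads to 17.3%.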

At the single cell level, 14% of serotonin neurons do not express any of the gene markers for glutamate or GABA transmission. 65% of serotonin neurons express *Vglut3*, 35% express either *Gad1*, *Gad2*, or both, and 13% express markers for *Vglut3* and *Gad1* or *Gad2* (Figure 4A left).

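Slc17a8 was detected in 649 of the 999 cells, 65.0% (61.9 to 67.9%), and Gad1 or Gad2 in 347 cells, 34.7% (31.8 to 37.8%). Both Slc17a8 and Gad1 or Gad2 were detected in 136 cells, 13.6% (11.5 to 15.9%), of which 47 came from the pDR dissection (16.2% of its cells) and 89 from the other (12.6% of its cells). The numbers of cells are the same as those printed in the left diagram of Figure 4A. A rule of at least 10 CPM moved the shares most, to 59.3% for Slc17a8 and 10.2% for both. With each plate left out in turn, the share for Slc17a8 stayed between 64.0 and 67.2% and that for both between 13.3 and 14.0%. The share for Gad1 or Gad2 fell to 31.6% without the pDR plate with the most cells, below its interval, and was otherwise between 31.9 and 36.1%.

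**Figure D2:**
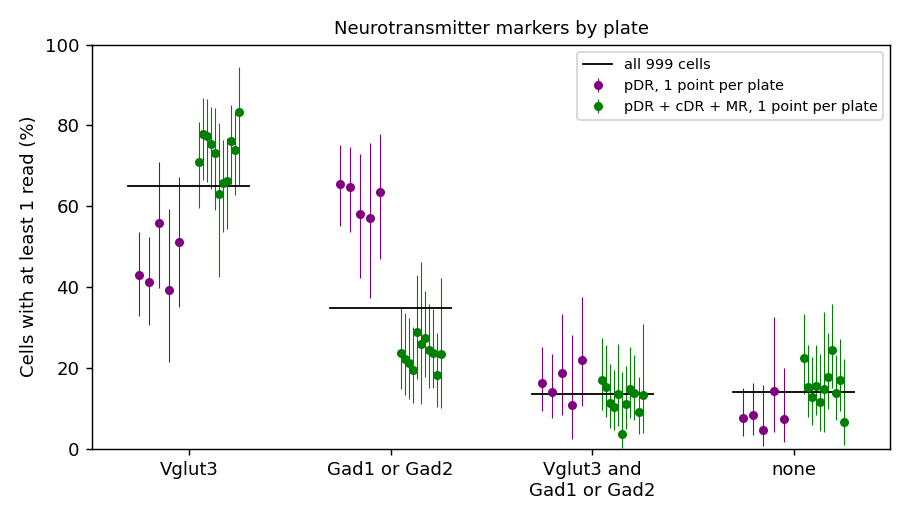
Share of cells (%) with at least 1 read of Slc17a8 (Vglut3), of Gad1 or Gad2, of both, or of none of Slc17a8, Gad1, Gad2 and Slc32a1, with 1 point per plate, purple for the pDR dissection and green for the dissection of pDR, cDR and MR. Vertical lines are 95% Clopper-Pearson intervals and black lines the share of all 999 cells, and the plates of the 2 dissections do not overlap for Slc17a8 or for Gad1 or Gad2.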

In addition to small-molecule transmitters, the majority of serotonin neurons also co-express neuropeptides (Figure 4A right). 

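At least 1 of the 4 neuropeptide genes of Figure 4A, Trh (chromosome 6, 92242061 to 92244650), Crh (chromosome 3, 19693401 to 19695396), Sst (chromosome 16, 23889573 to 23890958) and Pdyn (chromosome 2, 129686565 to 129699844), had a read in 442 of the 999 cells, which is 44.2% (41.1 to 47.4%). The numbers in the right diagram of that figure add up to the same total. In the pDR dissection the share was 65.5% (59.7 to 71.0%) and in the dissection of pDR, cDR and MR 35.5% (32.0 to 39.2%). Pdyn was detected in 333 cells and Sst in 45. With a rule of at least 10 CPM the share was 40.2%, and without the pDR plate with the most cells it was 40.9%. When Gal and Npb, neuropeptide genes the text also names, were added after the data had been examined, 709 cells, or 71.0% (68.0 to 73.8%), had a read of at least 1 of the 6 genes. Gal alone was detected in 361 cells and Npb in 199.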

Expression of genes encoding several neuropeptides served as excellent cluster markers. For example, *thyrotropin-releasing hormone* (*Trh*) is highly expressed in DR-1–3 (14% serotonin neurons, Figure 1C). 

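Trh was at 266 CPM in the DR-2-like and 232 CPM in the DR-1-like cluster, where 63.2% and 73.8% of cells had a read of it. Against all other clusters, with a mean of 9.19 CPM, the contrast was 4.62 and above 0 on all 10 plates. DR-2-like cells lay on plates SER12 and SER13 alone, so the other plates tested cover the DR-1-like cluster only. The next highest means were 60.2 and 30.6 CPM in the unnamed clusters of 61 and 66 cells. In the DR-3-like cluster from a PCA on 2000 variable genes, 55.9% of the cells had a read. Over all cells, 138 had a read of Trh, which is 13.8% (11.7 to 16.1%), with 33.8% (28.4 to 39.6%) of the pDR dissection and 5.64% (4.06 to 7.60%) of the other. The overall share was 10.5% without the pDR plate with the most cells.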

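Crh had at least 1 read in 80 of the 999 cells, 8.01% (6.40 to 9.87%), with 14.1% (10.3 to 18.7%) in the pDR dissection and 5.50% (3.94 to 7.44%) in the other. Its highest means were 14.2 CPM in the DR-5-like cluster, 10.2 CPM in the unnamed cluster of 65 cells and 8.23 CPM in the DR-2-like cluster. For the DR-3-like cluster of a PCA on 2000 variable genes, the contrast of Crh was 0.69, with a mean of 5.95 CPM, and above 0 on 2 of 5 plates. The alternatives added after seeing the data gave contrasts of -0.35 with genes chosen by vst, 0.92 with 2000 genes variable within plates and -0.24 with the dissections integrated by canonical correlation analysis (CCA). The first and last of these also had a DR-4-like cluster, in which Crh was highest, at 94.4 CPM with a read in 77.8% of cells and at 83.6 CPM with a read in 71.9% of cells.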

*Corticotropin-releasing hormone* (*Crh*) is highly expressed in the DR-3 cluster but much less everywhere else (7% serotonin neurons). *Neuropeptide B* (*Npb*) is highly expressed in cDR and MR-4 but much less in pDR serotonin neurons. 

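Npb (chromosome 11, 120608477 to 120609093) was at 8.85 CPM in the MR-4-like and 4.34 CPM in the cDR-like cluster, where 76.4% and 47.8% of cells had a read. In the DR-like clusters it lay between 0.810 and 1.76 CPM. Against all other clusters the contrast was 2.05, with a positive value on every one of 11 plates.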

*Galanin* (*Gal*) is highly expressed in pDR and MR-1 (Fernandez et al., 2016). 

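Gal had its highest mean in the MR-1-like cluster, 56.6 CPM, followed by 28.5 CPM in the DR-5-like, 20.2 CPM in the DR-2-like and 11.3 CPM in the DR-1-like cluster. The DR-6-like cluster was at 2.86 CPM, below the MR-3-like cluster at 7.74 CPM. The unnamed clusters, mostly of pDR cells, were between 12.1 and 17.4 CPM and stood among the others. The DR-like and MR-1-like clusters together had a contrast of 1.43, above 0 on 12 of 13 plates.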

Many serotonin neurons express multiple neuropeptides (Figure 4A,B).

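Of the 999 cells, 312 had a read of exactly 1 of Trh, Crh, Sst and Pdyn, 108 of 2 of them, 20 of 3 and 2 of all 4. At least 2 were therefore detected in 130 cells, or 13.0% (11.0 to 15.3%). With Gal and Npb counted as well, a choice made after the data had been examined, 312 cells, or 31.2% (28.4 to 34.2%), had at least 2.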

#### Small-molecule neurotransmitter receptors

Each cluster has a distinct expression pattern of neurotransmitter (including neuropeptide) receptors (Figure 4B, Figure 4—figure supplement 1). Multiple subunits of glutamate and GABA receptors are differentially expressed across the clusters. For example, *Grin3a*, encoding subunit 3A of ionotropic NMDA glutamate receptor, is mainly expressed in pDR but not MR or cDR clusters. By contrast, *Grik1*, encoding subunit 1 of the kainate glutamate receptor, is more highly expressed in MR clusters. 

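Grin3a (chromosome 4, 49661611 to 49845744) was at 16.0 CPM in the DR-2-like, 13.8 CPM in the DR-6-like, 4.07 CPM in the DR-5-like and 3.96 CPM in the DR-1-like cluster. In the MR-like and cDR-like clusters it ranged from 0.578 CPM, in MR-1-like cells, to 6.05 CPM, in MR-3-like cells, of which 12.5% had a read. The contrast of the DR-like clusters was 0.80, above 0 on all 11 plates, with the unnamed clusters, at 7.33 to 11.2 CPM, among the others.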

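The contrast of Grik1 (chromosome 16, 87895900 to 88290265) between the MR-like and all other clusters was 4.03, above 0 on all 10 plates. The highest mean was that of the MR-3-like cluster, 193 CPM, where 72.5% of cells had a read. The MR-4-like, MR-2-like and MR-1-like clusters were at 9.98, 5.21 and 1.33 CPM, and the cDR-like and DR-6-like clusters at 6.51 and 6.11 CPM.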

*Chrna3* and *Chrna4*, encoding subunit α3 and α4 of the nicotinic acetylcholine receptor, are also more enriched in MR clusters. 

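For Chrna3 (chromosome 9, 55010111 to 55026562) the contrast of the MR-like clusters was 1.83, on a mean of 3.61 against 0.301 CPM. Its highest level was 7.07 CPM in the MR-4-like cluster, and the MR-3-like cluster had 0.0620 CPM. Chrna4 (chromosome 2, 181018380 to 181043546) was highest in the MR-3-like cluster, at 139.6 CPM, with 62.2 CPM in the MR-2-like, 33.8 CPM in the MR-1-like, 32.4 CPM in the DR-6-like and 24.0 CPM in the MR-4-like cluster, and had a contrast of 2.44. Positive contrasts were found on all 10 plates for Chrna3 and 9 of 10 for Chrna4.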

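Chrm1 (chromosome 19, 8663789 to 8683587) was at 28.2 CPM in the MR-4-like and 20.3 CPM in the cDR-like cluster, and no other cluster had more than 5.79 CPM. For Chrm2 (chromosome 6, 36388084 to 36528414) these clusters were at 326 and 108 CPM, with a read in every cell of both, and the next cluster was DR-1-like, at 24.7 CPM. The contrasts of the MR-4-like and cDR-like clusters against all others were 2.81 for Chrm1 and 3.81 for Chrm2, above 0 on all 11 plates for both.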

Clusters MR-4 and cDR have the highest expression level of expression for *Chrm1* and *Chrm2*, encoding muscarinic acetylcholine receptors. *Dopamine receptor D2* (*Drd2*) is highly expressed in DR-3 (Niederkofler et al., 2016). 

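Drd2 (chromosome 9, 49340627 to 49408177) was highest in the DR-2-like cluster, at 11.8 CPM with a read in 50.9% of cells. In the DR-3-like cluster of a PCA on 2000 variable genes it was at 2.50 CPM, a contrast of -0.87 that was above 0 on 0 of 5 plates. The DR-3-like clusters of the alternatives added after seeing the data had contrasts of -0.06 with vst, -0.78 with genes variable within plates and -1.08 with CCA. Under each of these clusterings Drd2 was at its highest in the DR-2-like cluster, at 13.2, 19.3 and 21.2 CPM, the last of which an unnamed cluster equalled.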

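The table lists 14 serotonin receptor genes, and 995 of the 999 cells, or 99.6% (99.0 to 99.9%), had a read of at least 1 of them, with a median of 4 and at most 9 of these genes per cell. Of the 4 cells with none, 1 came from the pDR dissection. Htr1a (chromosome 13, 105443639 to 105448122) was detected in 944 cells (94.5%), Htr1b (chromosome 9, 81628291 to 81633828) in 808 (80.9%) and Htr1d (chromosome 4, 136423524 to 136444398) in 723 (72.4%). A read of at least 1 gene of the Htr1 family was present in 985 cells. Outside that family, Htr5b (chromosome 1, 121509842 to 121528465) was the most widely detected, in 393 cells (39.3%).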

Finally, all serotonin neurons express at least one type of serotonin receptors, with the G_i_-coupled *Htr1* subfamily in particular *Htr1a* being the most widely expressed. *Htr1a* is highly expressed in the MR-4 cluster, which does not express other serotonin receptors. 

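All 110 MR-4-like cells had a read of Htr1a, at a mean of 227 CPM, the highest of any cluster, with a contrast of 1.29 that was above 0 on all 11 plates. Other serotonin receptor genes were detected in some of these cells. Htr1b had a read in 34.5% of them, at 4.57 CPM, and Htr5a (chromosome 5, 27842149 to 27855088) in 33.6%, at 3.16 CPM. Htr2a was detected in 15.5%, Htr6 in 10%, Htr1f in 9.09%, Htr2b in 3.64% and Htr1d in 0.909% of the cells. The other 6 genes, Htr2c, Htr3a, Htr3b, Htr4, Htr5b and Htr7, had a read in 0 of 110 cells, which allows a share of up to 2.73%.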

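Cluster specificity was measured by tau, which is 0 for a gene with the same mean CPM in every cluster and 1 for a gene found in 1 cluster alone, a measure chosen after the data had been examined. Of the 13 serotonin receptor genes detected in at least 3 cells, Htr3a (chromosome 9, 48899213 to 48911099) had the highest tau, 0.956, with a read in only 8 cells. It was followed by Htr7 (chromosome 19, 35958734 to 36057507) at 0.949, Htr2c (chromosome X, 146962513 to 147197277) at 0.937 and Htr2a (chromosome 14, 74640840 to 74709494) at 0.932, with reads in 124, 62 and 34 cells. Htr5b, at 32.0 CPM on average over all cells, had a tau of 0.683 and ranked ninth. Among the 4 genes with a mean over 10 CPM its tau was close to that of Htr1d, 0.685, and above those of Htr1a, 0.593, and Htr1b, 0.475. It was the highest of the 4 with vst (0.707 against 0.663 for Htr1d) and CCA (0.7055 against 0.7047), alternatives added after seeing the data. Htr5b was at 86.0 CPM in the MR-1-like, 79.6 CPM in the cDR-like and 79.0 CPM in the DR-5-like cluster. Its rank was 8 with a PCA on 2000 variable genes and, with the alternatives added after seeing the data, 7 (vst), 8 (genes variable within plates) and 9 (CCA).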

Of all the genes encoding serotonin receptors, *Htr5b* has the strongest cluster specificity (Figure 4B).

#### Neuropeptide receptors

Multiple neuropeptide receptor-encoding genes have rich expression in distinct clusters. 

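The cDR-like cluster of 23 cells was compared with the 976 cells of all other clusters for 5 receptor genes. Tacr3 was at 91.4 CPM, a contrast of 4.45, Oprm1 (chromosome 10, 6758506 to 7038198) at 37.7 CPM, a contrast of 3.59, Gipr (chromosome 7, 19156061 to 19166127) at 11.5 CPM, a contrast of 2.91, and Calcr (chromosome 6, 3685680 to 3764714) at 327 CPM, a contrast of 2.52. Each of these was highest in the cDR-like cluster and had a contrast above 0 on all 4 plates with enough cDR-like cells. Rxfp1 (chromosome 3, 79641611 to 79737880) had a contrast of 1.15, above 0 on 3 of 4 plates, with 29.4 CPM in the cDR-like cluster against 98.7 CPM in the MR-3-like and 25.8 CPM in the MR-4-like cluster. A read of Rxfp1 was found in 91.3% of cDR-like, 88.2% of MR-4-like and 55% of MR-3-like cells.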

Notably, cDR preferentially expresses at least five neuropeptide receptors: *gastric inhibitory polypeptide receptor* (*Gipr*), *tachykinin receptor 3* (*Tacr3*), *relaxin family peptide receptor 1* (*Rxfp1*), *calcitonin receptor* (*Calcr*), and *opioid receptor mu-1* (*Oprm1*). 

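Oprk1 (chromosome 1, 5588466 to 5606131) was at 13.9 CPM in the MR-2-like cluster, with a read in 53.4% of cells, against a mean of 2.11 CPM and 10.6% of cells elsewhere, a contrast of 2.26 that was above 0 on 10 of 11 plates. The next highest levels were 5.51 CPM in the unnamed cluster of 65 cells and 5.47 CPM in the MR-1-like cluster, where 27.7% and 36.0% of cells had a read of Oprk1.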

Meanwhile, *opioid receptor kappa 1* (*Oprk1*) is expressed specifically in MR-2. 

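In the 40 MR-3-like cells the highest level among 5 receptor genes was that of Cnr1 (chromosome 4, 33924593 to 33948831), 119.9 CPM, followed by Nmbr at 44.3 CPM, Tacr3 at 34.0 CPM, Prlhr (chromosome 19, 60466732 to 60468304) at 16.8 CPM and Sstr1 (chromosome 12, 58211772 to 58214444) at 14.6 CPM. Against all other clusters the contrasts were 3.82 for Cnr1, 4.42 for Nmbr, 1.89 for Tacr3, 3.90 for Prlhr and 3.65 for Sstr1. Sstr1 and Prlhr were above 0 on 7 of 8 plates and the other 3 on every plate tested. Tacr3 was second to the cDR-like cluster, and the other genes were highest in the MR-3-like cluster.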

Another neuropeptide receptor enriched cluster is MR-3, expressing *Tacr3*, *cannabinoid receptor 1*(*Cnr1*), *somatostatin receptor-1* (*Sstr1*), *prolactin-releasing hormone* receptor (*Prlhr*), and *neuromedin B receptor* (*Nmbr*). Neuropeptide receptors like *oxytocin receptor* (*Oxtr*), *prokineticin receptor-1* and *−2* (*Prokr1*, *Prokr2*), *hypocretin receptor-2* (*Hcrtr2*), *corticotropin-releasing hormone receptor-2* (*Crhr2*), *cholecystokinin-A* (*Cckar*), *neuropeptide Y receptor Y2* (*Npy2r*), and *parathyroid hormone-2 receptor* (*Pth2r*) all have distinct expression pattern across different clusters. 

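Oxtr (chromosome 6, 112473683 to 112489943) was highest in the MR-4-like cluster, at 95.4 CPM, and Pth2r in the MR-2-like cluster, at 34.8 CPM, with 24.8 CPM in the DR-6-like cluster. Crhr2 had its highest level in the MR-1-like cluster, 69.3 CPM, where all 86 cells had a read. Hcrtr2 (chromosome 9, 76225880 to 76323856), Npy2r (chromosome 3, 82538383 to 82548084) and Cckar (chromosome 5, 53697776 to 53707705) were highest in the DR-5-like cluster, at 49.1, 44.3 and 18.5 CPM. Prokr2 (chromosome 2, 132337733 to 132385447) was highest in the DR-2-like cluster, at 9.81 CPM, and Prokr1 (chromosome 6, 87578591 to 87590743) reached at most 2.44 CPM, in the DR-5-like cluster, with a read in 8.23% of its cells.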

In summary, the DR and MR serotonin neurons have diverse expression pattern of neuropeptide receptors, indicating that they are subject to complex modulation by a host of neuropeptides.

#### Other notable genes

The DR and MR serotonin clusters are also distinguished by differential expression of ion channels as well as axon guidance and cell adhesion molecules (Figure 4—figure supplement 1), which can contribute to their differences in physiological properties and wiring specificity. Notably, genes encoding a voltage-gated K^+^ channel (*Kchn8*) and mechanosensitive channel (*Piezo2*) are highly expressed in the MR-4 cluster but exhibit little expression in all other clusters. 

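Kcnh8 (chromosome 17, 52602709 to 52979194) was at 20.3 CPM in the MR-4-like cluster and had a read in 90.9% of its cells, against 0.373 CPM and 3.49% of the 889 cells of the other clusters, a contrast of 3.95. Piezo2 was detected in 95.5% of MR-4-like cells and 2.92% of the others, with a contrast of 5.73. Both contrasts were above 0 on all 11 plates. Outside the MR-4-like cluster, Kcnh8 was highest at 1.74 CPM, in MR-3-like cells, and Piezo2 at 0.747 CPM, in DR-1-like cells.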

The *chemokine ligand-12* (*Cxcl12*) and *cadherin-6* (*Cdh6*) are preferentially expressed in MR-1 and DR-4 clusters, respectively.

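Cxcl12 (chromosome 6, 117168535 to 117181367) was at 1.77 CPM in the MR-1-like cluster, with a read in 8.14% of its cells, and had a contrast of -2.14 there that was below 0 on all 10 plates. It was highest in the MR-4-like cluster, at 104 CPM with a read in 98.2% of cells, followed by 10.1 CPM in the MR-2-like cluster. In the 7 other clusterings for which it was computed, the contrast of the MR-1-like cluster was also below 0, from -3.71 to -0.81. Cdh6 (chromosome 15, 13028701 to 13173675) was highest in the DR-5-like cluster, at 13.9 CPM. A DR-4-like cluster was found only with vst and CCA, alternatives added after seeing the data, and had Cdh6 at 79.9 and 73.9 CPM, with contrasts of 4.10 and 3.56.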

#### Transcription factors

Transcription factors (TFs) have been shown to be the best molecular feature for cell type definition (Schaum et al., 2018). Within our data, we observed robust cluster-specific expression of multiple TF genes (Figure 4B; Figure 4—figure supplement 1; Figure 3—figure supplement 1–3). For example, *Bcl11a* and *Bcl11b* (also named *Ctip1* and *Ctip2*) (Chen et al., 2008; Wiegreffe et al., 2015) are highly enriched in DR-3 and MR-4, respectively. 

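Bcl11b (chromosome 12, 107910403 to 108003602) was at 63.3 CPM in the MR-4-like cluster, with a read in 97.3% of cells, against 2.42 CPM in the other clusters, a contrast of 4.23 that was above 0 on all 11 plates. The DR-1-like cluster was next, at 14.1 CPM. Bcl11a (chromosome 11, 24078056 to 24174123) had a contrast of 3.83 for the DR-3-like cluster of a PCA on 2000 variable genes, at 43.0 CPM with a read in 98.3% of cells, above 0 on all 5 plates. Where no cluster took that name, the gene was highest in the DR-2-like cluster, at 15.3 CPM.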

*Nfix* and *Nfib* (Bedford et al., 1998) are preferentially expressed in DR-3. 

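For the DR-3-like cluster of a PCA on 2000 variable genes, Nfix (chromosome 8, 84699876 to 84800344) had a contrast of 2.10, at 13.3 CPM, and Nfib (chromosome 4, 82290173 to 82705750) of 2.56, at 6.87 CPM, both above 0 on all 5 plates. A read of Nfix was present in 76.3% and of Nfib in 35.6% of its 59 cells. In the clustering without a DR-3-like cluster, Nfix was highest in DR-1-like cells, at 19.0 CPM, and Nfib at 2.80 CPM in the DR-2-like and 2.74 CPM in the DR-1-like cluster.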

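Irx2 was at 53.4 CPM in the MR-3-like and 23.0 CPM in the MR-2-like cluster, with a read in 77.5% and 70.3% of cells. Its contrast against all other clusters was 4.53, and it was above 0 on every one of 11 plates. No other cluster had more than 2.35 CPM.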

*Irx2* (Wylie et al., 2010) is specific to MR-2 and MR-3. 

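Sox13 (chromosome 1, 133382303 to 133424377) was at 12.3 CPM in the cDR-like cluster, with a read in 82.6% of its 23 cells, against 1.10 CPM and 13.7% of cells in the other clusters, and had a contrast of 2.66 that was above 0 on all 4 plates.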

*Sox13* is highly enriched in cDR. Interestingly, *Sox14*, previously reported to be associated with GABAergic neurons in developing brain (Lahti et al., 2016), is expressed in Clusters 1 and 2 in adult serotonin neurons that co-express *Gad1* and *Gad2. 

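Sox14 (chromosome 9, 99874106 to 99876170) was at 28.7 CPM in the DR-1-like and 14.4 CPM in the DR-2-like cluster, with a read in 83.3% and 68.9% of cells. The contrast against all other clusters was 3.47, above 0 on all 10 plates. Apart from SER12 and SER13, which hold all DR-2-like cells, these plates cover the DR-1-like cluster only. The unnamed cluster of 61 cells was next, at 5.91 CPM with a read in 27.9% of cells.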

Zeb2* (Okaty et al., 2015) is uniquely expressed in cDR and MR-4. 

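Zeb2 (chromosome 2, 44983632 to 45117395) was at 62.4 CPM in the cDR-like and 62.0 CPM in the MR-4-like cluster and had a read in every 1 of their 133 cells. In the other clusters it was at 0.293 CPM, with a read in 1.96% of 866 cells, a contrast of 5.61 that was above 0 on all 11 plates.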

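Npas1 (chromosome 7, 16455721 to 16477728) was at 55.7 CPM and Npas3 (chromosome 12, 53248677 to 54072175) at 16.8 CPM in the DR-6-like cluster, the highest level of both. The contrasts were 3.34 and 1.78, above 0 on 7 of 8 and all 8 plates, with a read of Npas1 in 46.8% and of Npas3 in 84.0% of the 94 cells. In the unnamed cluster of 65 cells Npas1 was at 26.4 CPM. Aff2 (chromosome X, 69360294 to 69868037) had a contrast of 1.75 for the DR-3-like cluster of a PCA on 2000 variable genes, at 24.6 against 6.60 CPM and above 0 on all 5 plates. Without a DR-3-like cluster, Aff2 was highest in MR-3-like cells, at 16.6 CPM.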

TFs associated with neurodevelopmental disorders, such as *Npas1* and *Npas3* (Erbel-Sieler et al., 2004), are preferentially expressed in DR-6, and *Aff2* (Mondal et al., 2012) is enriched within DR-3.

#### Transcriptional networks

To understand the relationship between cluster-specific genes and infer putative transcriptional regulatory programs orchestrating the maintenance of serotonin neuron subtype identity, we next performed a pairwise correlation analysis of gene expression across all 999 neurons (Supplementary file 3). We used Pearson correlation coefficient (*r_p_*) as a measure of gene co-expression and focused on the genes with average expression >10 counts per million. We found multiple genes to co-expressed (defined as *r_p_ >0.5*) in serotonin neurons, forming co-expression modules among each other as well as around various TFs (Supplementary file 4). 

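Pearson correlations of ln(CPM+1) across the 999 cells were computed for all 32695741 pairs of the 8087 genes with a mean over 10 CPM. Of these pairs 20802 had r above 0.5, which is 0.0636%, and they included 1377 genes. The 11518 genes with a mean over 2 CPM, the minimum named in the methods, gave 21413 pairs, and the threshold of 0.4 of Figure 4C gave 98411 pairs among the genes over 10 CPM. Of the alternatives set beforehand that kept the threshold, linear CPM changed the number by the largest difference, to 37246, and Spearman's rank correlation by the largest factor, to 9189. Thinning each cell to 250000 reads, which left out 9 cells, gave 9930. Correlations across cells also carry differences between plates. With the mean of each plate subtracted there were 12488 pairs, with the mean of each cluster subtracted 8486, and with both subtracted 1019, of which 10715, 7832 and 900 were among the 20802. All 3 settings were added after seeing the data. Genes and cells are not independent replicates, and no p-value was computed.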

Focusing further on cluster markers, we identified three transcriptional ‘hubs’ that putatively govern molecular programs within respective neurons. Interestingly, two of these hubs were centered around pDR-specific TFs, and, independently, comprised of dorsal (DR-1, DR-2, DR-3) and ventral (DR-4, DR-5, DR-6) pDR markers (Figure 4C). 

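Across the 999 cells, Pax5 (chromosome 4, 44524757 to 44710487) had r of 0.626 with Gad1, 0.523 with Gad2 and 0.638 with Trh, and Sox14 had r of 0.430 with Gad1, 0.455 with Gad2 and 0.552 with Trh. Within plates with at least 3 cells that express each gene of a pair, r with Gad1 lay between 0.268 and 0.689 for Pax5 and between -0.118 and 0.651 for Sox14, and r with Trh between 0.341 and 0.855 for Pax5 and between -0.124 and 0.970 for Sox14. With plate means subtracted, Pax5 had r of 0.539, 0.431 and 0.574 with Gad1, Gad2 and Trh, and Sox14 0.333, 0.391 and 0.502. The correlations of Sox14 with Gad1 and Gad2 stayed below 0.5 in all 9 settings tried. Sox14 and Pax5 had means of 3.56 and 5.89 CPM over all cells, below the 10 CPM required where pairs were counted. Of the 9 pairs of genes that the text states to be correlated, 6 had r above 0.5. Subtraction of cluster means moved this number most, to 0, as did that of plate and cluster means, added after seeing the data. With cluster means subtracted r was 0.272 between Pax5 and Trh and 0.000243 between Sox14 and Gad1.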

Among dorsal pDR markers we identified *Pax5* and *Sox14* to strongly correlate (*r_p_* >0.5) with *Gad1*, *Gad2*, and *Trh*, among other genes. 

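The correlation of Crhr2 with Slc17a8 was 0.513 across all cells, between 0.266 and 0.623 within plates, and above 0 on all 16 plates. With Hcrtr2 it was 0.565 across all cells, between 0.337 and 0.767 within plates, and above 0 on all 16 plates. Among cells of the pDR dissection alone r was 0.505 with Slc17a8 and 0.450 with Hcrtr2, and among cells of the other dissection 0.528 and 0.625. After subtraction of cluster means these correlations were 0.319 and 0.425.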

Among ventral pDR markers, we found *Crhr2* to be highly correlated with several TFs, receptors, and neurotransmitter-related genes, most notably *Vglut3* (*Slc17a8*) and *Hcrtr2*. These *Crhr2^+^* serotonin neurons could use TFs *Esr2* and *Sox1* to maintain their subtype identity. 

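Crhr2 had r of 0.440 with Esr2 (chromosome 12, 76120419 to 76177259) and 0.454 with Sox1 (chromosome 8, 12395295 to 12400126) across all cells. Within plates these lay between 0.263 and 0.648 for Esr2 and between 0.247 and 0.611 for Sox1, and after subtraction of cluster means they were 0.274 and 0.272.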

*Npas3* is specifically expressed in the DR-6 cluster and is highly correlated with *Htr1d*, suggesting a critical role of maintaining the characteristics of DR-6 serotonin neurons. Similarly, we found several MR- and cDR-specific TFs to be the hubs of co-expression modules. 

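Npas3 and Htr1d had r of 0.416 across the 999 cells and between 0.0224 and 0.541 within plates. In the dissection of pDR, cDR and MR alone r was 0.469, in the pDR dissection alone 0.240, and with cluster means subtracted 0.220. Htr1d was highest in the DR-6-like cluster, at 106 CPM with a read in 100% of cells, followed by 72.4 CPM in the MR-2-like cluster. Beside the DR-6-like cells, a read of Npas3 was found in 67.7% of the unnamed cluster of 65 cells and in fewer than 50% of every other cluster.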

Particularly, the expression of a large number of cell adhesion molecules, receptors, ion channel proteins and neuropeptides strongly correlate with the expression of TFs *Zeb2*, *Pou3f1*, *Irx2*, and *Zfp536*. 

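The 4 transcription factor genes were correlated with 2097 other detected genes of the functional categories of the methods. These include receptors, ion channels, cell adhesion molecules and neuropeptides, but also transcription factors. The counts below are therefore not limited to the kinds of genes the paper names here. Zeb2, for example, is counted for Pou3f1, at r of 0.569. Zeb2 had r above 0.5 with 12 of them and above 0.4, the threshold of Figure 4C, with 23, and its highest values were 0.795 with Piezo2, 0.708 with Cxcl12 and 0.704 with Kcnh8. Pou3f1 (chromosome 4, 124656807 to 124660655) had r above 0.5 with 5 genes and above 0.4 with 9, the highest being 0.635 with Piezo2. For Irx2 no gene was above 0.5 and 2 were above 0.4, Chrna4 at 0.453 and Pth2r at 0.403. For Zfp536 (chromosome 7, 37472135 to 37773641) no gene was above 0.5 and 5 were above 0.4, the highest being Cnr1 at 0.486. In the dissection of pDR, cDR and MR alone, Zfp536 had r of 0.595 with Htr7. With cluster means subtracted, no gene had r above 0.5 with any of the 4. Only Zfp536 then had genes above 0.4, the transcription factor gene Bcl11a at 0.415 and Cnr1 at 0.407.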

Based on the identified correlation among gene expression of multiple marker genes across all the cells, we speculate that the identified genes could be linked by one or multiple transcriptional regulatory programs, potentially driving cell type-specific functions of distinct serotonin neuron populations.

#### Sexually dimorphic gene expression

Finally, even though there were no apparent sex-specific difference at the cluster level Figure 1—figure supplement 1D), we did detect several genes, such as *Sod1*, *Snx10, Inpp4a, Zscan26, Ncam1,* that showed sexual dimorphism across the majority of cell subtypes (Figure 4—figure supplement 2).

### Viral-genetic tools to access different serotonin neuron subtypes

Gene expression patterns of specific serotonin neuron clusters can in principle allow genetic access to these specific subpopulations for anatomical tracing, physiological recording, and functional perturbation (Luo et al., 2018). However, DR and MR contain not only serotonin neurons but also GABAergic and glutamatergic neurons that do not express Tph2 (and hence do not release serotonin), some of which may project to the same target regions (McDevitt et al., 2014). To precisely investigate the function of transcriptome-based serotonin neuronal types, we need to use an intersectional strategy to target serotonin neurons that express specific additional markers (Jensen et al., 2008). To this end, we generated *Sert-Flp* mice through homologous recombination-based knock-in in embryonic stem cells (Materials and methods), and used *Sert-Flp* mice to intersect with transgenic Cre mice that allow expression of a fluorescent reporter only in Flp^+^/Cre^+^ (AND gate), so as to genetically label only specific Cre-positive clusters (Figure 5A).

**Figure 5.**
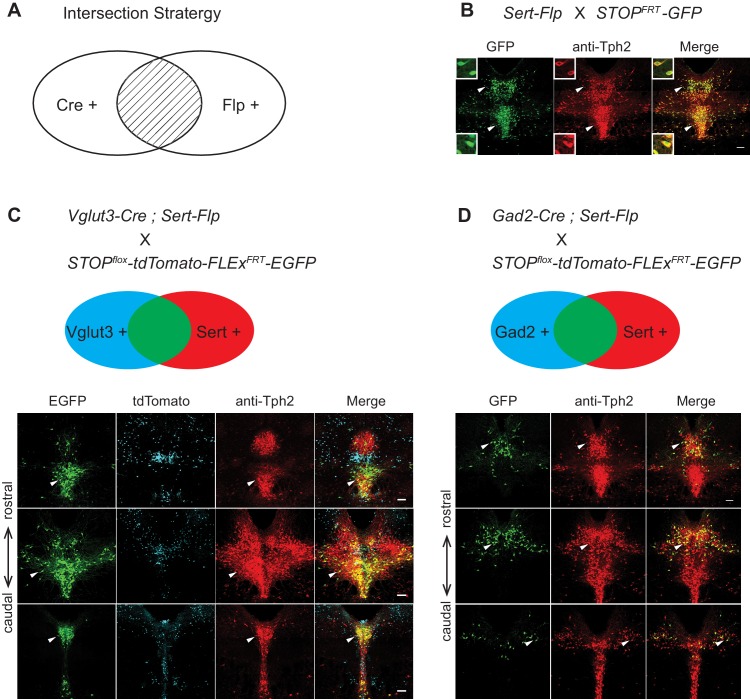
Intersectional strategy to genetically access specific serotonin neuron populations. (**A**) Schematic representing cells dually gated by Cre- and Flp-expression. (**B**) *Sert-Flp* mice were crossed with *H11-CAG-FRT-STOP-FRT-EGFP* (*STOP^FRT^-GFP*) mice. Anti-Tph2 staining (red) was performed on consecutive coronal sections containing DR. 98.5% GFP^+^ neurons are Tph2^+^ and 100% Tph2^+^ neurons are GFP^+^ (n = 3 mice). Insets: magnified images showing the neurons indicated with arrowheads in individual channels. Scale, 25 µm. (**C**) In mice triple transgenic for *Vglut3-Cre*, *Sert-Flp*, and the *IS* reporter (*Rosa-CAG-loxP-stop-loxP-FRT-tdTomato-FRT-EGFP*), EGFP^+^ (Flp^+^Cre^+^) cells are referentially found in ventral pDR and in cDR (arrowheads). Coronal sections containing DR are shown, counterstained with Anti-Tph2 (red). (**D**) In mice triple transgenic for *Gad2-Cre*, *Sert-Flp*, and the *IS* reporter, EGFP^+^ (Flp^+^Cre^+^) cells are referentially found in dorsal pDR (arrows). Coronal sections containing DR are shown, counterstained with Anti-Tph2 (red). Scale, 100 µm.

To characterize the *Sert-Flp* mouse line, we crossed it with *H11-CAG-FRT-stop-FRT-EGFP* mice we newly generated (Materials and methods). Anti-Tph2 staining on the brain slices containing pDR showed that 98.5% GFP^+^ neurons are Tph2^+^ and 100% Tph2^+^ neurons are GFP^+^ (Figure 5B). To further verify the intersectional strategy and to label the serotonin neurons co-expressing markers for glutamate or GABA transmission, we crossed *Sert-Flp* with the *IS* reporter mice (*Rosa-CAG-loxP-stop-loxP-FRT-tdTomato-FRT-EGFP*) (He et al., 2016) and either *Vglut3-Cre* (Grimes et al., 2011) or *Gad2-Cre*. Anti-Tph2 staining showed that all GFP-labeled neurons are Tph2^+^ (Figure 5C,D). In the pDR, Vglut3^+^ serotonin neurons were mainly located ventrally, whereas Gad2^+^ serotonin neurons were mainly located dorsally, consistent with our previous study (Ren et al., 2018) and the HCR-smFISH results (Figure 2).

To map the axonal projection pattern of serotonin subtypes defined by intersection of Flp and Cre expression, we developed a new AAV vector (*AAV-CreON/FlpON-mGFP*) that expressed membrane-targeted GFP under the dual gates of Flp and Cre (Figure 6A). Based on our scRNA-seq and HCR-smFISH results, the *Vglut3^+^* and *Trh^+^* pDR serotonin neurons consist of largely complementary cell types at the transcriptomic level and have a distinct distribution along the dorsal–ventral axis in the pDR. 

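Among the 290 cells of the pDR dissection, 14 of the 98 cells with a read of Trh also had a read of Slc17a8, which is 14.3% (8.04 to 22.8%), against 117 of the 192 cells without Trh, or 60.9% (53.7 to 67.9%). Over all 999 cells the share was 22.5% (15.8 to 30.3%) of 138 cells with Trh and 71.8% (68.6 to 74.8%) of 861 cells without it. Slc17a8 was at a mean of 12.7 CPM in cells with Trh and 109 CPM in cells without it, and lower in cells with Trh on 12 of the 13 plates with enough cells of both kinds. The in situ hybridization was not analysed here.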

To visualize these two subpopulations of serotonin neurons, we injected *AAV-CreON/FlpON-mGFP* into pDR of either *Vglut3-Cre;Sert-Flp* (n = 3, Figure 6B) or *Trh-Cre;Sert-Flp* mice (n = 3, Figure 6C); Krashes et al., 2014. Anti-Tph2 staining showed that 98.2% GFP^+^ neurons were Tph2^+^. As predicted, *Vglut3^+^Sert^+^* GFP cells were mostly located in the ventral pDR (Figure 6B), whereas *Trh^+^Sert^+^* cells were located in the dorsal pDR (Figure 6C). As negative controls, we injected the same virus into mice carrying only the *Sert-Flp* transgene or only the *Vglut3-Cre* transgene and did not find any mGFP^+^ cell bodies or fibers (n = 3 for each; data not shown).

**Figure 6.**
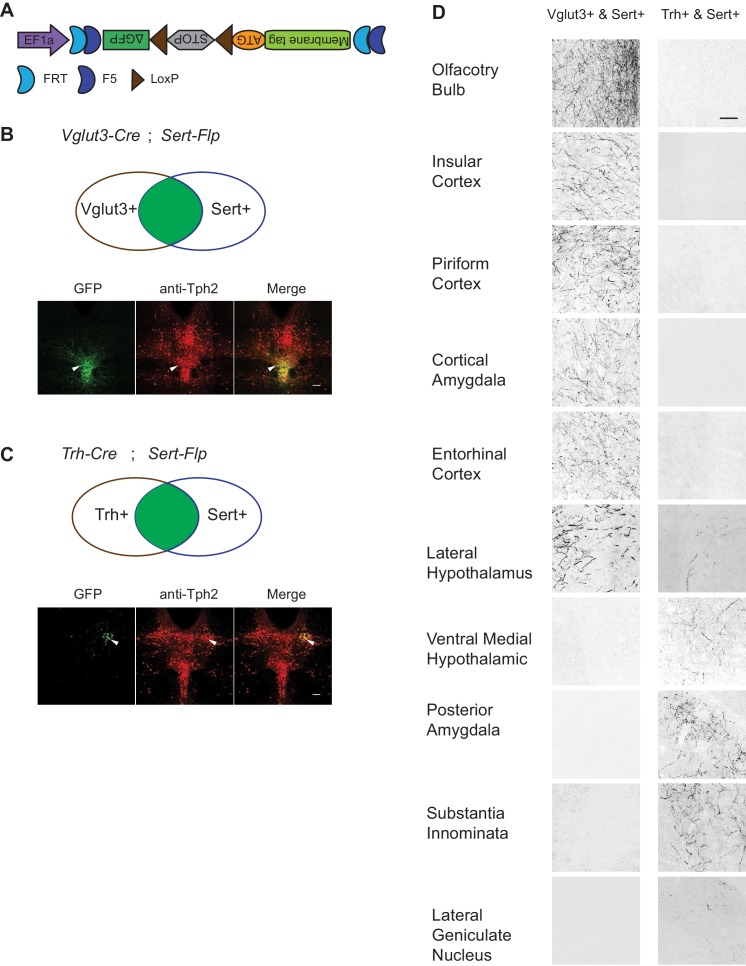
Dually gated serotonin neuron and axonal terminal labeling by viral-genetic intersection. (**A**) Schematics representing of the *AAV-CreON/FlpON-mGFP* dual labeling design. (**B**) mGFP expression (green) and Tph2 immunoreactivity (red) after injection of *AAV-CreON/FlpON-mGFP* into the DR of *Sert-Flp;Vglut3-Cre* mice. mGFP is mostly restricted to ventral pDR. (**C**) mGFP expression (green) and Tph2 immunoreactivity (red) after injection of *AAV-CreON/FlpON-mGFP* into the DR of *Sert-Flp;Trh-Cre* mice. mGFP is mostly restricted to dorsal pDR; the left-right asymmetry was likely due to AAV injection being biased towards the right hemisphere. (**D**) Axonal terminal expression of mGFP in different brain regions of *Sert-Flp;Vglut3-Cre* mice and *Sert-Flp;Trh-Cre* mice. The left and right images represent comparable brain regions cropped from serial coronal sections. Scale, 100 µm.

The intersectional strategy allowed us to trace the projection of GFP^+^ axons from these two groups of serotonin neurons across the brain. We next examined their projections by staining 50 µm coronal sections every 200 µm across the brain with anti-GFP antibody. We found that serotonin axons from *Vglut3^+^* population preferentially targeted cortical regions (Figure 6D), consistent with our previous results (Ren et al., 2018). By contrast, no GFP-labeled axons were observed in the cortical regions from *Trh-Cre;Sert-Flp* mice. Instead, *Trh^+^* serotonin axons project to the anterior and medial hypothalamus, posterior amygdala, and the lateral geniculate nucleus in the thalamus, none of which were targeted by *Vglut3^+^* axons (Figure 6D).

### Whole-brain axonal projections of selected serotonin neuron subpopulations

While suggestive of an anatomical division in targets, assessing the full extent to which projections of *Vglut3^+^* or *Trh^+^* pDR serotonin neuron populations segregate requires quantifying axonal innervation at the whole-brain level. We used the iDISCO-based brain clearing technique AdipoClear (Chi et al., 2018) to visualize, align, and summarize whole-brain projectomes (Figure 7A). Individual hemispheres of either *Vglut3-Cre;Sert-Flp* (n = 3) or *Trh-Cre;Sert-Flp* mice (n = 3) injected with *AAV-CreON/FlpON-mGFP* at pDR were imaged by light-sheet microscopy. We developed deep learning models to automatically trace whole-brain axonal projections by segmenting volumes with a 3D U-Net-based convolutional neural network we developed (Materials and methods). The resulting volumetric probability maps were thinned and thresholded before aligning to the Allen Institute’s 2017 common coordinate framework as previously described (Ren et al., 2018; Figure 7A).

**Figure 7.**
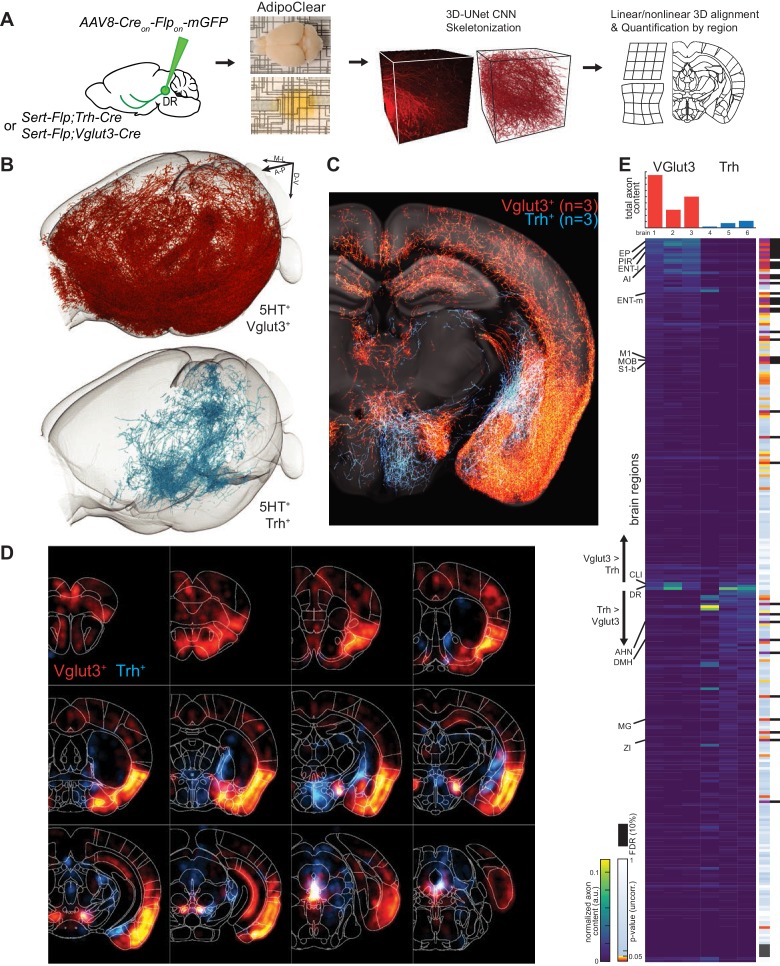
Whole-brain projectome of *Trh^+^* and *Vglut3^+^* serotonin neuron populations. (**A**) Experimental schematic outlining the intersectional viral strategy, brain clearing, automated 3D axon segmentation, and alignment to the Allen Brain Institute Common Coordinate Framework. (**B**) Axonal innervation in a 3D view of the left hemisphere of one representative brain each from the intersection of *Sert-Flp* and either *Vglut3-Cre* or *Trh-Cre*. (**C**) Coronal Z-projection (500 µm of depth) showing axonal innervation patterns of 6 aligned brains. The schematic reference image is one 5 µm thick plane in the middle of the 500 µm stack. (**D**) Coronal heatmaps of axonal innervation patterns at 12 positions along the rostral–caudal axis for the same six brains as seen in (**C**). Weightings for individual voxels represent axonal content within a radius of 225 µm. (**E**) Top, bar plot shows the quantification of total axonal content in each of 6 brains prior to normalization. Bottom, heatmap breaks out the total content into each of 282 individual brain regions using boundaries from the Allen Institute CCF. Values are normalized to both target region volume and total axon content per brain. Display order is grouped by mean normalized prevalence of axons in each genotype and ordered by the second principal component. P-values for individual t-tests are uncorrected; those that survive FDR-testing at 10% are indicated with a black bar. See Supplementary file 5 for full list of regions. EP, Endopiriform nucleus; M1, Primary motor area; S1-B, Primary somatosensory area, barrel field; CLI, Central linear nucleus raphe; AHN, Anterior hypothalamic nucleus; DMH, Dorsomedial nucleus of the hypothalamus; MG, Medial geniculate nucleus; ZI, Zona incerta.

**Figure 7—figure supplement 1.**
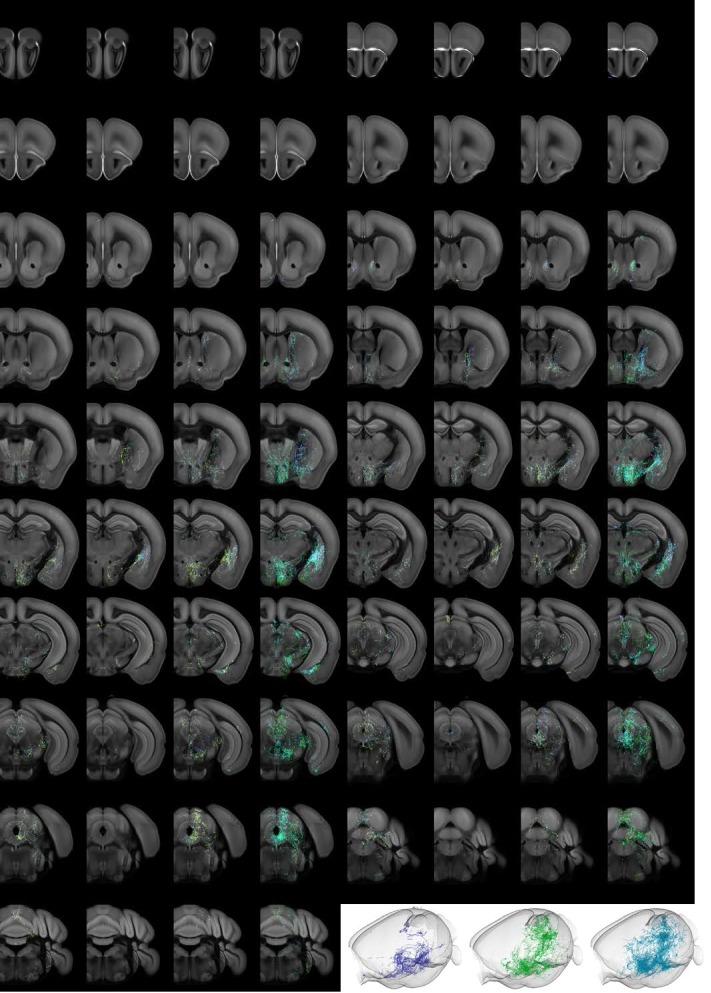
Individual projectome variability of the Trh^+^ serotonin population. Coronal slices of data along the rostral–caudal axis, at spacing of 500 µm. The three left panels are 500 µm Z-projections of individual brains, color-coded by Z-depth. Merge image shows the same volume of the three slices overlaid and colored individually by brain. Lower right, 3D view of axonal content for each of the three brains.

**Figure 7—figure supplement 2.**
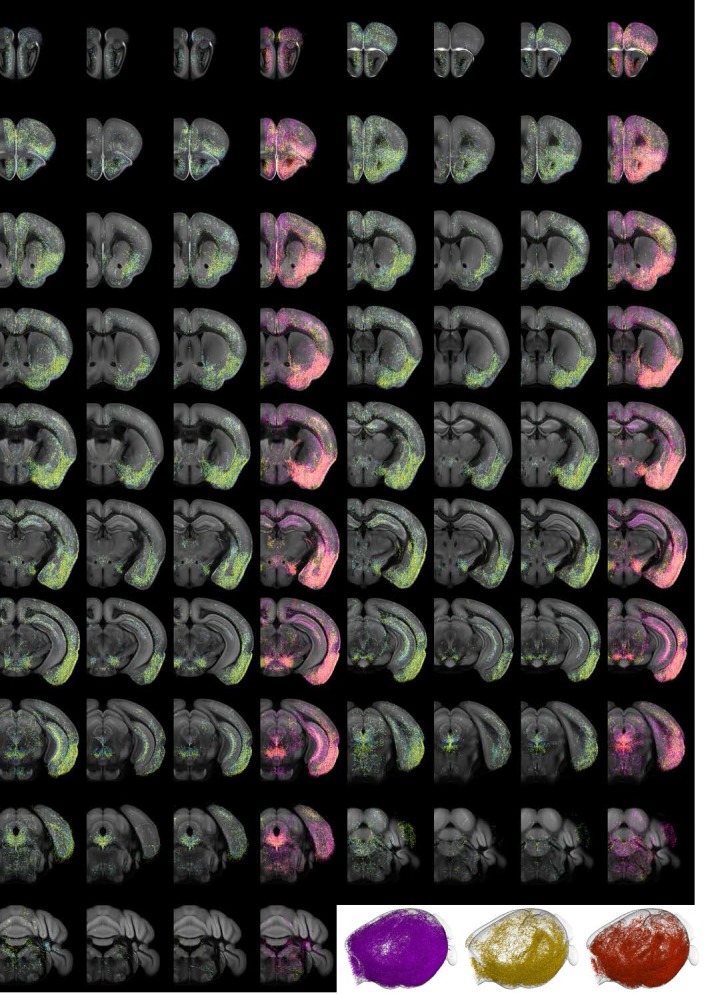
Individual projectome variability of the Vglut3^+^ serotonin population. Coronal slices of data along the rostral–caudal axis, at spacing of 500 µm. The three left panels are 500 µm Z-projections of individual brains, color-coded by Z-depth. Merge image shows the same volume of the three slices overlaid and colored individually by brain. Lower right, 3D view of axonal content for each of the three brains.

**Figure 7—figure supplement 3.**
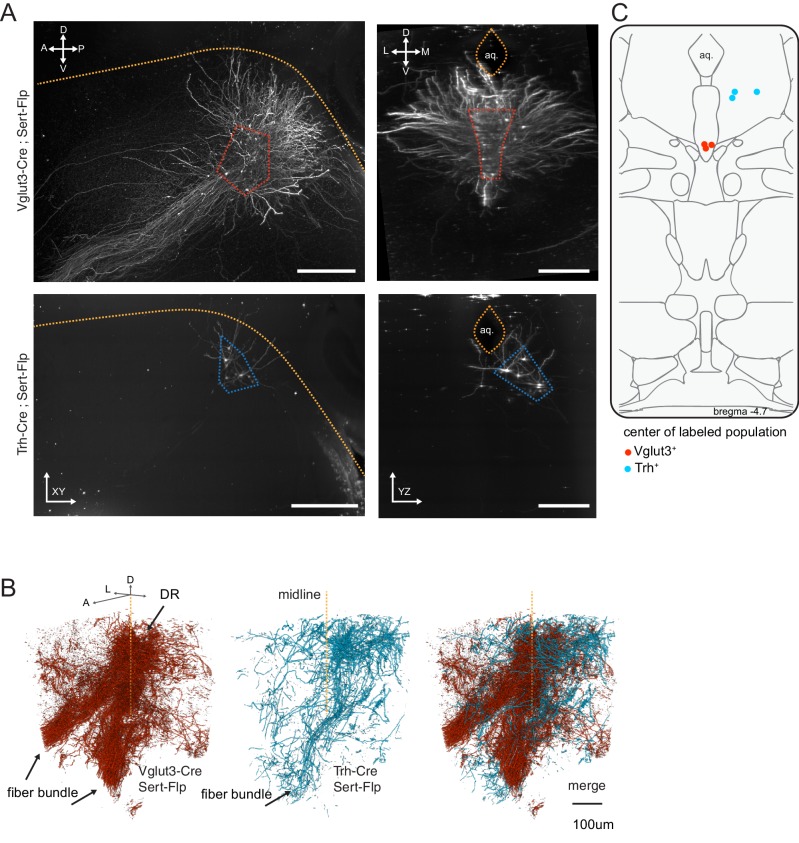
The cell body location and initial axonal segments of the *Trh^+^* and *Vglut3^+^* serotonin neuron subpopulations. (**A**) Representative Z projections covering the extent of labeled cell bodies located at the injection site in DR for brains used in iDISCO-based whole brain imaging of axons. Dashed lines mark the ventral boundary of the aqueduct in the sagittal view and the ventral (*Vglut3-Cre*) and lateral wing (*Trh-Cre*) locations of labeled *Sert-Flp* neurons. Scale bars 500 µm. (**B**) 3D volumes of DR and initial axon branches projecting anterior and ventral into the median forebrain bundle. Volumes are from one brain each representing either *Vglut3-Cre* or *Trh-Cre* labeled *Sert-Flp* neurons. Merge at right highlights overlap. (**C**) Dots represent the central location of cells labeled by viral injection for each of the six brains. Axis labels: A, anterior; P, posterior, D, dorsal; V, ventral; M, medial; L, lateral.

**Figure 7—video 1.** Fly-through of aligned axonal projections and heatmaps of the *Trh^+^* and *Vglut3^+^* serotonin subpopulations. Left, individual slice Z projection represent 125 um depth; Right, heat map of axonal densities calculated as described in Figure 7.

We visualized the axon terminals in brain regions targeted by either the *Trh^+^* or the *Vglut3^+^* population of serotonin neurons. Initial assessment of selected target regions suggested a strong segregation of axonal projection patterns between these two populations (Figure 7B,C), consistent with data from tissue sections (Figure 6D). Axons from both populations followed similar initial trajectories and were observed in shared structures along the length of the median forebrain bundle (Figure 7C,D; Figure 7—figure supplements 1–3; Figure 7—Video 1). However, as was seen in tissue sections, there were extensive differences in innervation patterns of terminal axon fields between the *Vglut3^+^* and *Trh^+^* populations. Whole-brain quantitative and statistical analyses showed *Vglut3^+^* axons preferentially in anterolateral cortical regions and adjacent structures such as olfactory bulb, agranular insular cortex, endopiriform, piriform, and claustrum as well as other cortical regions such as entorhinal, primary motor, and barrel cortices. [Note that axons seen in hippocampus likely originated from *Vglut3^+^* cells in MR (Muzerelle et al., 2016), though the majority of labeled somata were located in the ventral portion of pDR; see Figure 7—figure supplement 3C]. By contrast, Trh^+^ axons, which originated preferentially from the lateral wing of pDR, were largely absent from these structures. Conversely, subcortical regions primarily in thalamus (zona incerta and medial geniculate) and hypothalamus (anterior and dorsomedial nuclei) were preferentially targeted by *Trh^+^* axons and largely avoided by the *Vglut3^+^* population (Figure 7E; Figure 7—Video 1).

Given the variability of locations and amount of viral transduction, individual brains from the same genotype exhibit considerable variation in total axons labeled (Figure 7E top) and in detailed projection patterns (Figure 7—figure supplements 1–2). These variabilities further highlighted regions that were targeted densely but exclusively in one or two individual brains. Notable examples include anterior bed nucleus of stria terminalis (BNST), posterior amygdala, and globus pallidus external segment (GPe) in *Trh^+^* projections, as well as the lateral central amygdala (CeA) and dentate nucleus of the cerebellum for *Vglut3^+^* projections. While we did identify large-scale patterns of collateralization for these two subtypes of serotonin neurons, one possible contribution to this inter-individual variability in projection patterns is heterogeneity within molecularly defined subpopulations of serotonin neurons. Larger-scale experiments or experiments using Cre lines that are expressed in single clusters will be required to further dissect heterogeneity within the *Vglut3^+^* or *Trh^+^* serotonin neurons.

### Whole-brain axonal arborization patterns of individual serotonin neurons

Our whole-brain projection analyses indicate that axonal arborization patterns of molecularly defined serotonin neuron subpopulations are still very complex (Figure 7). To examine the extent to which this reflects projection patterns of individual serotonin neurons, we combined the cell-type-specific sparse labeling strategy we recently developed (Lin et al., 2018) (Figure 8—figure supplement 1A) and the fluorescence micro-optical sectioning tomography (fMOST) platform (Gong et al., 2016). We fully reconstructed whole-brain arborization patterns of 50 DR serotonin neurons from 14 *Sert-Cre* mice. All reconstructed neurons and their processes were registered to the Allen Reference Atlas (Figure 8A) (Gilbert, 2018). The cell bodies of these 50 serotonin neurons covered large regions of the DR (Figure 8—figure supplement 1B), and their projections collectively innervated the majority of the brain regions (Figure 8—figure supplement 1C), suggesting their broad coverage of DR serotonin neuron types. Complete morphological reconstruction revealed that the projection pattern of individual DR serotonin neurons was highly diverse yet follow some general patterns (Figure 8—figure supplement 1C). For the purpose of discussion below, we categorized them into six groups based on their projection patterns. The groups were named after the brain region innervated by the highest proportion of their terminals, even though many neurons project to more than one brain region categorized below (Figure 8B–G; Figure 8—figure supplements 2–3; Figure 8—Video 1; Materials and methods).

**Figure 8.**
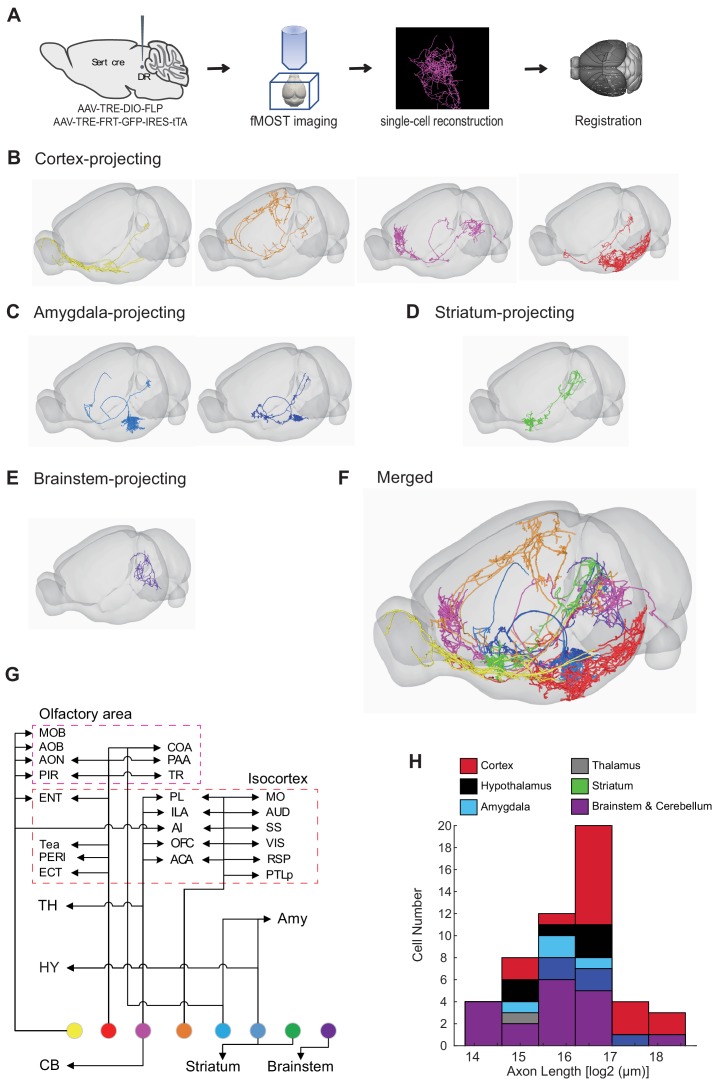
Whole-brain axonal arborization patterns of individual serotonin neurons. (**A**) Schematic of single-neuron reconstruction pipeline. (**B**) Four examples of cortex-projecting DR serotonin neurons, projecting primarily to olfactory cortex and olfactory bulb (1^st^), dorsal cortex (2^nd^), prefrontal cortex (3^rd^), and entorhinal cortex (4^th^). (**C**) Two examples of amygdala-projecting DR serotonin neurons. (**D**) A striatum-projecting DR serotonin neuron. (**E**) A brainstem-projecting DR serotonin neuron. (**F**) Merged example neurons from panels B–E. (**G**) Schematic diagram illustrating the major projection targets of 8 sample neurons in panel F. (**H**) Histogram showing the distribution of cell numbers according to the total axon length.

**Figure 8—figure supplement 1.**
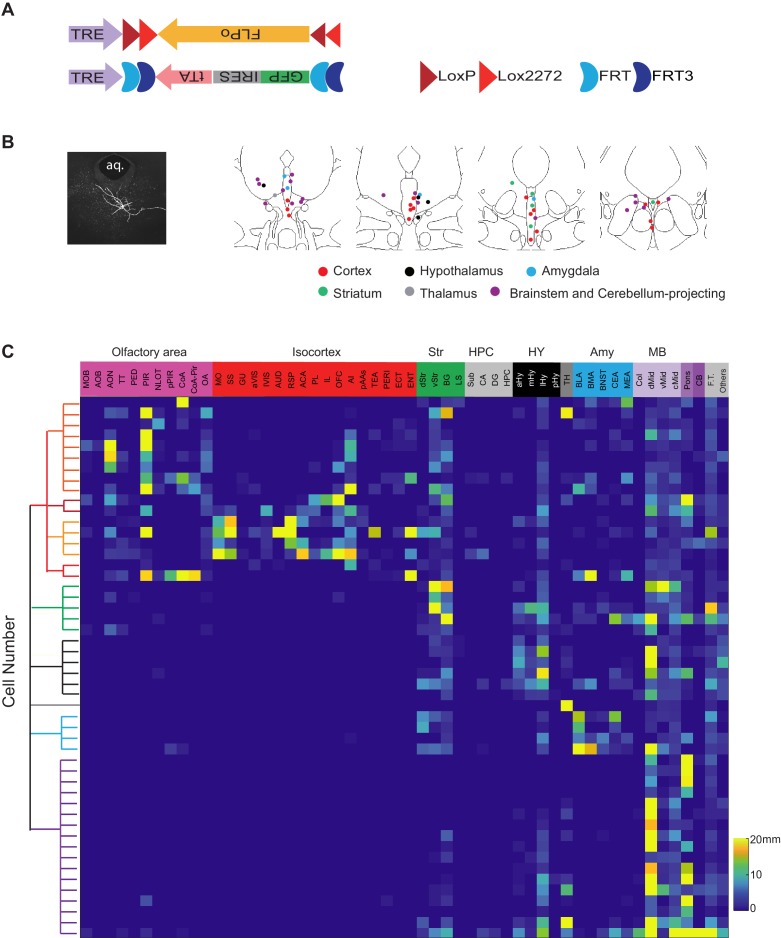
Single-cell reconstruction of DR serotonin neurons. (**A**) Design of dual-AAV sparse labeling system. (**B**) Left, an example neuron labeled by the sparse labeling system. Right, summary of the cell body position of 50 reconstructed neurons color-coded by their projection types. (**C**) Whole-brain quantification of the axon process length of the 50 reconstructed DR serotonin neurons. The 50 brains are ordered (from top to bottom) according to their projection patterns described in the text, and are the same as the numbers in . F.T., fiber tracts; Others refer to projections in regions unannotated by Allen Reference Atlas, or in ventricles due to errors in registration; for other abbreviations, see Materials and methods.

**Figure 8—figure supplement 2.**
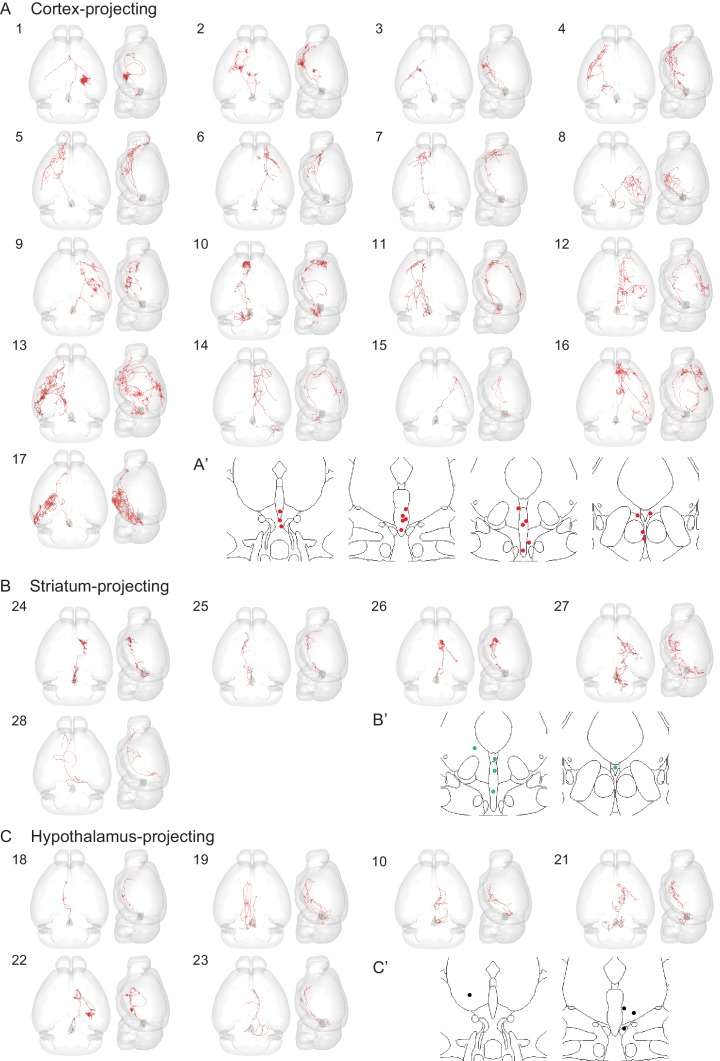
Individually reconstructed DR serotonin neurons (part I). (**A, A’**) Whole brain projection pattern and the cell body locations of 17 cortex-projection DR serotonin neurons. (**B, B’**) Whole brain projection pattern and the cell body locations of 5 striatum-projecting serotonin neurons. (**C, C’**) Whole brain projection pattern and the cell body locations of 6 hypothalamus-projection DR serotonin neurons. For each neuron, the left image is a horizonal view, whereas the right image is a sagittal view (ventral to the left, dorsal to the right).

**Figure 8—figure supplement 3.**
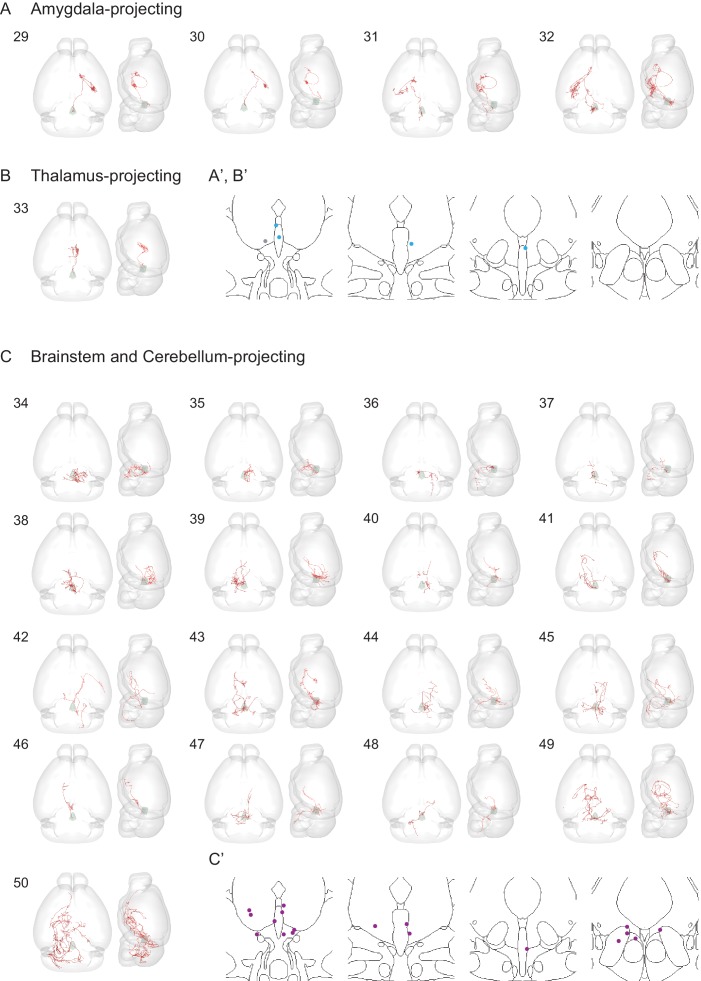
Individual reconstructed DR serotonin neurons (part II). Horizontal (left), sagittal (right) view and the cell body locations of 4 amygdala-projecting (**A, A'**), one thalamus-projecting (**B, B’**), and 17 caudal brainstem and cerebellum-projecting (**D, D’**) DR serotonin neurons.

**Figure 8—figure supplement 4.**
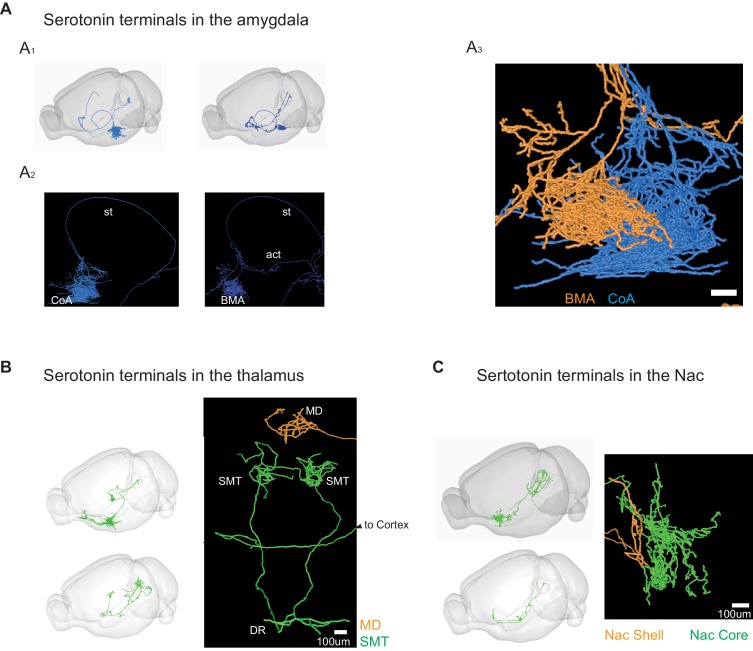
Detailed projection patterns of example DR serotonin neurons. (**A**) Serotonin terminal arborization in the CoA (**A_1_**) and basal medial amygdala (BMA; **A_2_**). (**A_3_**) Examples of axon arbors of an amygdala-projecting serotonin neuron (yellow) that terminates in the BMA (yellow) and another one (blue) that terminates in the nearby CoA. (**B**) Two examples of serotonin terminal arborization in the thalamus. Top, one neuron projects to the medial dorsal nucleus of the thalamus (MD) without branches in the cortex. Bottom, one neuron has bilateral projections to the submedial nucleus of the thalamus (SMT) and also project to the cortex (not shown). (**C**) Two examples of striatum-projecting neurons differentially arborize at the core and shell of the nucleus accumbens (NAc).

**Figure 8—video 1.** Whole-brain axonal projection patterns of 6 reconstructed dorsal raphe serotonin neurons. Reconstructed serotonin neurons shown in Figure 8A–E were merged and presented in the standard brain, corresponding to Figure 8F.

#### Cortex-projecting

Cortical regions contain the highest proportion of the terminals of this group of DR serotonin neurons (n = 17), which is more than 40% of their total axonal length. In general, this group had the most complex branching pattern, with various combinations of target regions (Figure 8B,G; Figure 8—figure supplement 2A). This group could be further divided into four subgroups based on the dominant targets (containing >40% total axon length in cortical regions): olfactory area-projecting (including olfactory bulb, piriform cortex, and cortical amygdala; n = 9), prefrontal cortex-projecting (n = 2), dorsal cortex-projecting (including motor, somatosensory, retrosplenial, auditory, and visual cortex; n = 4), and ventrolateral cortex-projecting (including entorhinal, perirhinal, and ectorhinal cortex; n = 2). In the olfactory area-projecting subgroup, three brains had branches in the olfactory bulb (OB). Axons of the three dorsal cortex-projecting neurons traveled the largest distance, entering the cortex anteriorly and extending to the posterior end. Interestingly, two cortex-projecting serotonin neurons also sent substantial branches to the pons (>10% of axon length), and also innervated the cerebellum.

#### Striatum-projecting

Each cell of this group (n = 5) dedicated more axon terminals to the striatum, pallidum, and lateral septal nucleus (>20% of the axon length) than other brain regions except midbrain regions (Figure 8B; Figure 8—figure supplement 2B). One cell had substantial branches to the cortical regions and two to the hypothalamus. One cell had extensive collateralization in the central amygdala (CeA) (>10% axon length) (Figure 8—figure supplement 4). For two DR serotonin neurons that innervated ventral striatum (also called nucleus accumbens, or NAc), arborization appeared to be restricted to either the core or the shell (Figure 8—figure supplement 4C).

#### Hypothalamus-projecting

Each cell of this group (n = 6) dedicated more than 20% axon length to innervate the hypothalamus (Figure 8B; Figure 8—figure supplement 2C). None of them had collateralization in the cortical regions. Two cells had substantial branches to the striatum, and one to the pons (>10% axon length).

#### Amygdala-projecting

This group of DR serotonin neurons (n = 4) all dedicated more than 40% their total axonal length to innervate the amygdala (Figure 8C; Figure 8—figure supplement 3A). None of them had collateralization in the cortical regions. Three cells had collateralized axonal terminals in the striatum, pallidum, and lateral septal nucleus. One cell had axons that were almost equally distributed in the bed nucleus of stria terminalis (BNST), basal lateral amygdala, basal medial amygdala, and medial amygdala (MeA), and had substantial branches to the hypothalamus (>10% axon length).

#### Other groups

The rest of the DR serotonin neurons were divided into thalamus-projecting and brainstem/cerebellum-projecting groups based on the highest density of axons (Figure 8—figure supplement 3B,C), one of which likely projecting to the spinal cord (brain 36) as previously reported (Bowker et al., 1981; Bowker et al., 1982). While most projections of the DR serotonin neurons were unilateral (37/50), one of the thalamus-projecting neurons had symmetrical bilateral projections in the thalamic target (Figure 8—figure supplement 4B).

In summary, these results revealed remarkable complexity and heterogeneity of serotonin neuron projections at the single-cell level. They nevertheless followed certain patterns. For example, the cell body locations of these traced neurons (Figure 8—figure supplement 1B) were consistent with our previous results (Ren et al., 2018) as well as single-cell transcriptome, HCR-smFISH, and whole-brain bulk tracing data. Specifically, cortex-projecting serotonin neurons were biased towards ventral pDR (14 out of 17 cells), whereas amygdala-projecting ones were preferentially distributed in the dorsal pDR (3 out of 4 cells).

Forebrain-projecting serotonin neurons have been estimated to have very long axons based on the total serotonin fiber density and number of serotonin neurons (Wu et al., 2014). With single-cell tracing, we could now directly quantify the total length of axons of the 50 DR serotonin neurons. We found that the total axon length of these DR serotonin neurons exhibited considerable heterogeneity, from 1.9 cm to 26.3 cm. When examined across the six groups, cortex-projecting serotonin neurons indeed had the longest axons (Figure 8H). The longest axon from a single serotonin neuron (26.3 cm) is >10 times the length of a mouse brain in the longest dimension from rostral olfactory bulb to caudal brainstem.

## Discussion

Collectively,~12,000 serotonin neurons from the DR and MR in mice (~0.015% of all CNS neurons) innervate the entire forebrain (Ishimura et al., 1988) and modulate diverse physiological and behavioral functions. A fundamental question is how these serotonin neurons are organized to manage such a broad range of modulation. Single-cell transcriptomics have emerged in recent years as a powerful means to classify neuronal types, supplementing traditional criteria based on developmental history, morphology, projection patterns, and physiological properties (Luo et al., 2018). Using high-depth single-cell RNAseq in combination with systematic fluorescence in situ hybridization, whole brain projection mapping via intersectional methods and single-axon tracing, our study begins to shed light on the relationship between transcriptomic clusters, the spatial location of their cell bodies, and brain-wide projection patterns of serotonin neurons.

### Relationship between molecular identity and cell body distribution

Our single-cell transcriptome analysis identified 11 molecularly distinct types of serotonin neurons in the DR and MR (Figure 1). Based on tissue source from which scRNA-seq data was collected and fluorescent in situ hybridization using transcriptomic cluster markers, we were able to assign six types to principal DR (pDR), one type to caudal DR (cDR), and four types to MR (Figure 3). The fact that we can assign specific transcriptomic clusters to specific groups of raphe nuclei indicate that molecularly defined serotonin populations are spatially segregated at least at this coarse level.

The six types of serotonin neurons within the pDR exhibit further specificity in spatial distributions. Specifically, serotonin neurons from DR-1–3 clusters are preferentially localized in dorsal pDR, whereas those from DR-4–6 in ventral pDR, with DR-6 neurons preferentially localized to the ventral lateral wings. These data support and extend our previous finding (Ren et al., 2018) for the preferential ventral pDR location of *Vglut3^+^* serotonin neurons, which is highly expressed in DR-4 and DR-5 clusters. Together, these findings revealed the molecular basis for the differentiation of dorsal/ventral DR sub-systems (Figures 2 and 3).

The cDR has been suggested to be more similar to the MR than to the pDR in afferent innervation (Commons, 2015). By searching Allen Brain Institute development brain database and using multiplex fluorescent in situ hybridization (ML-FISH), Kast et al. (2017) found that the cDR expressed distinct gene markers comparing to pDR, and tracing from these neurons showed cDR was different from the MR and DR in efferent innervation. Our single-cell transcriptomic analysis indicated that serotonin neurons in the cDR are strikingly homogenous and profoundly different from both the pDR and MR at the molecular level (Figure 1, Figure 4, Figure 4—figure supplement 1). 

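All 23 cDR-like cells had a read of Slc17a8, a share of 100% (85.2 to 100%). Of these cells 22 came from the dissection that takes in the cDR, and a cDR-like cluster of 20 to 23 cells was found in all 11 clusterings. Of the 81 genes left out of the PCA, Met was also highest in this cluster, at 30.4 CPM against 22.0 CPM in the MR-4-like cluster and at most 0.0870 CPM elsewhere.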

All cDR serotonin neurons co-express *Vglut3*, and express several unique markers (Figure 3—figure supplement 2). By contrast, we could not discern obvious difference in spatial distributions among the four MR types, despite the fact that MR serotonin neurons have heterogenous developmental origin (Jensen et al., 2008). It will be interesting to examine in the future whether molecularly defined MR serotonin neurons have specific axonal projection patterns.

Our results are broadly consistent with previous findings that utilized developmental origin to differentiate raphe serotonin neurons (Okaty et al., 2015). Okaty et al. used intersectional genetic fate mapping to produce population RNA-seq data (and single-cell RNA-seq data from a small number of cells) from DR, MR, and caudal raphe nuclei derived from different rhombomeres during development. Because DR serotonin neurons derive exclusively from rhombomere 1 (R1), and the single-cell RNA-seq data was obtained from just 8 cells, the Okaty et al. dataset is limited in providing information about heterogeneity within DR serotonin neurons. (Nevertheless, we confirmed the in situ hybridization data of Okaty et al. that *Met* is expressed in the cDR and MR.) The MR serotonin neurons derive from three separate rhombomeres (R1–R3), and Okaty et al. sampled these three populations separately, allowing us to ask the question of whether developmental origins correspond to transcriptomic clusters in adult. Comparing marker genes enriched in R1–R3-derived serotonin neurons from Okaty et al. and MR-1–MR-4 transcriptomic clusters from our current study (Figure 3—figure supplement 4) indeed suggests an approximate correspondence: R1-derived serotonin neurons correspond to our MR-1 cluster, R2 to MR-4 cluster, and R3 to both MR-2 and MR-3 clusters.

We note that in a recent comprehensive whole-brain scRNA-seq study, Zeisel et al. (2018) grouped 437 brainstem serotonin neurons in the dataset (presumably containing the entire B1–B9 groups) into just five clusters. While our manuscript in review, a related study was published (Huang et al., 2019), identifying fewer transcriptomic clusters of DR serotonin neurons than we did. Compared to droplet-based platform of the two studies, our FACS-based scRNA-seq platform allowed more sequencing depth per cell (Figure 1—figure supplement 1B) and sequencing larger number of cells, accounting for our finer classification of transcriptomic types of serotonin neurons. This comparison illustrates the value of using genetically targeted strategies to characterize important but rare types of cells in the brain.

### Relationship between molecular identity and projection-defined serotonin sub-systems

In our previous study, we characterized two projection-defined parallel DR serotonin sub-systems. We found that serotonin neurons that project to the orbitofrontal cortex (OFC) and central amygdala (CeA) differ in input and output patterns, physiological response properties, and behavioral functions (Ren et al., 2018). Whole-brain collateralization patterns of these two sub-systems indicate that there must be additional sub-systems projecting to regions not visited by either of these two sub-systems projects to, including much of the thalamus and hypothalamus. What is the relationship between molecularly defined serotonin neurons and projection-defined sub-systems?

Using viral-genetic intersectional approaches to access specifically *Vglut3^+^* pDR serotonin neurons in combination with staining in histological sections (Figure 6) and iDISCO-based whole brain imaging (Figure 7), we found that these neurons project profusely to cover much of the neocortex, as well as the olfactory bulb, cortical amygdala, and lateral hypothalamus. Comparisons of the projection patterns of *Vglut3^+^* (this study) with OFC-projecting DR serotonin neurons (Ren et al., 2018) suggest that the latter is a large subset of the former. Brain regions that are innervated by *Vglut3^+^* but not by OFC-projecting serotonin neurons include the somatosensory barrel cortex, ventral striatum, and a specific sub-region of CeA. The last finding is consistent with our previous study indicating that ~23% of CeA-projecting DR serotonin neurons are *Vglut3^+^* (Ren et al., 2018).

We also assessed the whole-brain projection patterns of a largely complementary population of DR serotonin neurons, namely those that express *Trh* and thus belong to DR-1–3 clusters. We found that *Trh^+^* serotonin neurons predominantly project to subcortical regions, most notably anterior and medial nuclei of the hypothalamus and several thalamic nuclei, a pattern mostly complementary to the *Vglut3^+^* population (Figures 6–7, Figure 7—Video 1). Given that CeA-projecting DR serotonin neurons do not innervate most of the hypothalamus (Ren et al., 2018), and *Trh^+^* serotonin neurons only partially innervate CeA, these two populations are at most partially overlapping.

These comparisons support a broad correspondence between molecular identity and axonal projection patterns at the level of DR serotonin neuronal populations that include multiple transcriptomic clusters. The data and tools we generated will enable future testing of whether a more precise correspondence exists at the level of single transcriptomic clusters that we have defined here. Our transcriptome data suggest that each DR/MR serotonin neuron type can be distinguished from others by the expression of two marker genes (Figure 1D; Figure 3—figure supplement 1–3), supporting the view that neuronal subtypes are generally specified by unique combination of genes rather than single genes (Li et al., 2017). With the generation of drivers based on these marker genes, intersectional methods in combination with location-specific viral targeting can be used in the future to dissect the projection patterns of the individual transcriptomic clusters.

### Insights from single-cell reconstruction

The complexity of whole-brain projection patterns of *Vglut3^+^* and *Trh^+^* populations discussed above can be driven by: (1) heterogeneity of projection patterns of different transcriptomic clusters within the *Vglut3^+^* or *Trh^+^* population; (2) heterogeneity of projection patterns of serotonin neurons within the same transcriptomic cluster; (3) complex collateralization patterns of individual serotonin neurons; and 4) a combination of some or all of the above. If scenario one were the only contributing factor, then there would be only six different projection patterns for the pDR serotonin neurons. However, our single-cell reconstruction of DR serotonin neurons revealed many more than six branching patterns (e.g., Figure 8G), indicating that there must be diverse collateralization patterns even within the same transcriptomic cluster, and highlighting the complexity of individual serotonin neuron projections. Despite the complexity, these single-cell tracing data nevertheless suggest certain rules obeyed by serotonin neurons.

First, there is a general segregation of cortical- and subcortical-projecting serotonin neurons. Of the 46 forebrain-projecting DR serotonin neurons, 34 have a strong preference (>80% forebrain-projecting axon length) for innervating either cortical or subcortical regions. This is likely an underestimate of the preference, especially for cortical-projecting ones, as their axons necessarily need to travel through the subcortical regions to reach the cortex. (As a specific example, most forebrain-projecting DR serotonin neurons pass through the lateral hypothalamus to reach their targets; it is thus difficult to determine whether axons in the lateral hypothalamus play a local function.) Second, most of the serotonin neurons tend to focus a majority of their arborization within one brain region (e.g., prefrontal vs. entorhinal cortex, Figure 8B; CeA vs. cortical amygdala (CoA), Figure 8—figure supplement 4A_3_). The subcortical-projecting serotonin neurons appear to have more specificity, with most neurons exhibiting dense arborization in one or two nuclei. The cortical-projecting serotonin neurons can have elaborate arborization patterns across multiple cortical areas (e.g., Figure 8—figure supplement 1C) and the longest total axon lengths per cell (Figure 8H).

Together with our study on the projection-defined serotonin sub-systems (Ren et al., 2018), we believe it is unlikely that the major function of the forebrain-projecting serotonin system is to broadcast information non-discriminately. We note that a previous study has reconstructed axonal projections of sparsely-labeled DR neurons in the rat using microiontophetic injection of biotin dextran amine, followed by serial histological section and reconstruction (Gagnon and Parent, 2014). While the reported projection and arborization complexity of individual DR neurons appear qualitatively similar to our findings, these studies cannot be directly compared because the Gagnon and Parent study did not validate the serotonin identity of individually traced DR neurons, which could include Tph2-negative long-distance projecting GABAergic and glutamatergic neurons (Bang and Commons, 2012). By combining fMOST (Gong et al., 2016) and the dual-AAV sparse labeling system (Lin et al., 2018), our strategy ensures that we are precisely tracing genetically defined individual serotonin neurons and their projections across the whole brain. But our study is still limited by the scope (50 reconstructed cells out of 9000 DR serotonin neurons). To fully reveal the organizational logic of the serotonin system, efforts should be put into larger scale single-cell reconstruction integrated with molecular identity and functional studies of individual transcriptomic clusters of serotonin neurons.

### Integrating multiple features within individual serotonin sub-systems

The molecular features of specific serotonin cell types suggest their functional properties. For example, several studies have reported that subgroups of serotonin neurons in the MR and DR express Vglut3 and indeed, subsequent slice recording confirmed that serotonin terminals can co-release glutamate and serotonin (Domonkos et al., 2016; Liu et al., 2014; Ren et al., 2018; Sengupta et al., 2017; Varga et al., 2009; Wang et al., 2019). In addition to neurochemical properties, each serotonin neuron population expresses a specific combination of distinct genes responsible for electrophysiological (ion channels), connectivity (wiring molecules), and functional (neurotransmitter/peptide receptors) properties (Figure 4; Figure 4—figure supplement 1A). For example, most *Crhr2^+^* neurons co-express *Vglut3* and *Npy2r*, which suggests that these serotonin neurons use glutamate as co-transmitter in their cortical targets, and are in turn modulated by corticotropin-releasing hormone and neuropeptide Y. Meanwhile, most *Trh^+^* serotonin neurons co-express *Gad1*, *Kcns1*, and α1_A_ adrenergic receptors (*Adra1a*) specifically. 

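Of the 406 cells with a read of Crhr2, 344 also had a read of Slc17a8, which is 84.7% (80.9 to 88.1%), against 51.4% (47.3 to 55.5%) of the 593 cells without Crhr2. A read of Npy2r was present in 190 of the 406 cells, or 46.8% (41.9 to 51.8%), against 12.6% (10.1 to 15.6%) of the cells without Crhr2, and both Slc17a8 and Npy2r had a read in 173, or 42.6% (37.7 to 47.6%). Of the 138 cells with a read of Trh, 79 had a read of Gad1, which is 57.2% (48.5 to 65.6%), 65 of Kcns1 (chromosome 2, 164163619 to 164171113), which is 47.1% (38.6 to 55.8%), and 93 of Adra1a (chromosome 14, 66635251 to 66771168), which is 67.4% (58.9 to 75.1%). In the 861 cells without Trh the shares were 6.62% (5.05 to 8.49%) for Gad1, 6.97% (5.36 to 8.88%) for Kcns1 and 11.1% (9.13 to 13.4%) for Adra1a. Between cells with and without Trh, the mean of Adra1a was higher in cells with Trh on all 13 plates tested, and that of Gad1 and of Kcns1 on 10 of them. Between cells with and without Crhr2, Slc17a8 was higher in cells with Crhr2 on all 16 plates and Npy2r on 15.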

We can speculate that these serotonin neurons use Trh (and perhaps GABA) as co-transmitters to regulate the physiology of their subcortical targets, and are in turn modulated by locus coeruleus norepinephrine neurons.

Our previous study suggests that DR serotonin sub-systems have biased input but segregated output (Ren et al., 2018). Here we found that each of the transcriptomic clusters of serotonin neurons have distinct combination of axon guidance and cell adhesion molecules (Figure 4—figure supplement 1A). These differentially expressed wiring molecules might be used during development to set up distinct projection patterns of different serotonin neuron types (Deneris and Gaspar, 2018; Kiyasova and Gaspar, 2011; Maddaloni et al., 2017), and/or used in adults to maintain wiring connectivity or contribute to the remarkable ability of serotonergic axons to regenerate after injury (Jin et al., 2016).

In conclusion, our comprehensive transcriptomic dataset and identification of 11 distinct groups of the DR and MR serotonin neurons have revealed the molecular heterogeneity of the forebrain-projecting serotonin system. We have shown that the molecular features of these distinct serotonin groups reflect their anatomical organization and provide tools for future exploration of the full projection map of molecularly defined serotonin groups. The molecular architecture of serotonin system lays the foundation for integrating anatomical, neurochemical, physiological, and behavioral functions. This integrated understanding of serotonin can in turn provide novel therapeutic strategies to treat brain disorders involving this important neuromodulator.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	anti-TPH2 (rabbit polyclonal)	Novus	Cat# NB100-74555	IF (1:1000)
Antibody	anti-GFP (chicken polyclonal)	Aves Labs Inc	Cat# GFP-1020	IF (1:2000); iDISCO (1:1000)
Antibody	anti-rabbit donkey antibody conjugated with Cy3	Jackson ImmunoResearch	Cat# 711-165-152	1:500
Antibody	anti-rabbit donkey antibody conjugated with Cy5	Jackson ImmunoResearch	Cat# 711-496-152	1:500
Antibody	anti-chicken donkey antibody conjugated with Cy2	Jackson ImmunoResearch	Cat# 703-605-155	1:500
Recombinant DNA reagent	*pAAV-Ef1a-fDIO-EYFP* (plasmid)	Addgene	Cat# 27437	
Recombinant DNA reagent	*STOPx3* (plasmid)	Addgene	Cat# 22799	
Recombinant DNA reagent	*Membrane tag* (plasmid)	Addgene	Cat # 71760	
Commercial assay or kit	Gibson Assembly Master Mix	New England Biolabs	Cat# E2611S	
Commercial assay, kit	Papain Dissociation System	Worthington	Cat# LK003150	
Commercial assay, kit	C1ql2	Molecular Instruments	NM_207233.1	B1 amplifierv3.0 probe
Commercial assay, kit	Crhr2	Molecular Instruments	NM_001288620.1	B1 amplifierv3.0 probe
Commercial assay, kit	Dlk1	Molecular Instruments	NM_001190703.1	B2 amplifierv3.0 probe
Commercial assay, kit	Ret	Molecular Instruments	NM_009050.2	B4 amplifierv3.0 probe
Commercial assay, kit	Gad1	Molecular Instruments	NM_008077.5	B1 amplifierv3.0 probe
Commercial assay, kit	Gad2	Molecular Instruments	NM_008078.2	B1 amplifierv3.0 probe
Commercial assay, kit	Spp1	Molecular Instruments	NM_001204202.1	B4 amplifierv3.0 probe
Commercial assay, kit	Syt2	Molecular Instruments	NM_001355726.1	B1 amplifierv3.0 probe
Commercial assay, kit	Tacr3	Molecular Instruments	NM_021382.6	B1 amplifierv3.0 probe
Commercial assay, kit	Irx2	Molecular Instruments	NM_010574.4	B1 amplifierv3.0 probe
Commercial assay, kit	Npas1	Molecular Instruments	NM_008718.2	B4 amplifierv3.0 probe
Commercial assay, kit	Piezo2	Molecular Instruments	NM_001039485.4	B1 amplifierv3.0 probe
Commercial assay, kit	Tpbg	Molecular Instruments	NM_001164792.1	B4 amplifierv3.0 probe
Commercial assay, kit	Met	Molecular Instruments	NM_008591.2	B4 amplifierv3.0 probe
Commercial assay, kit	Trh	Molecular Instruments	NM_009426.3	B2 amplifierv3.0 probe
Commercial assay, kit	Vglut3	Molecular Instruments	NM_001310710.1	B4 amplifierv3.0 probe
Commercial assay, kit	TPH2	Molecular Instruments	NM_173391	B3 amplifierv3.0 probe
Chemical compound, drug	Tetrodotoxin	Tocris Bioscience	Cat# 1069	1 μM
Chemical compound, drug	Kynurenic acid	Millipore Sigma	Cat# K3375	500 μM
Chemical compound, drug	D-AP5	Tocris Bioscience	Cat# 0106	50 μM
Chemical compound, drug	Actinomycin D	Sigma	Cat# A1410	50 μM
Software, algorithm	IMARIS	Bitplane	RRID:SCR_007370	Bitplane.com
Software, algorithm	Ilastik	GNU General Public License	RRID:SCR_015246	https://ilastik.org/
Software, algorithm	Elastix	Image Sciences Institute	RRID:SCR_009619	https://elastix.isi.uu.nl/
Software, algorithm	MATLAB	Mathworks	RRID:SCR_001622	Mathworks.com
Software, algorithm	Fiji	PMID: 22743772	RRID:SCR_002285	https://imagej.net/Fiji
Software, algorithm	Allen Institute’sCommon Coordinate Framework (CCF)	Allen Institute for Brain Science (https://www.alleninstitute.org/)		https://download.alleninstitute.org/informatics-archive/current-release/mouse_ccf/
Software	R v3.5.3	R-project	RRID:SCR_001905	
Software	Seurat v3.0	https://github.com/satijalab/seurat	RRID: SCR_016341	Butler et al., 2018; Stuart et al., 2019
Software	STAR 2.6.1a	https://github.com/alexdobin/STAR	RRID:SCR_015899	Dobin et al., 2013
Software	HTseq 0.11.2	European Molecular Biology Laboratory	RRID:SCR_005514	Anders et al., 2015
Other	Normal donkey serum	Jackson ImmunoResearch	Cat# 017-000-121	
Other	DAPI stain	Invitrogen	Cat# D1306	(1 µg/mL)
Other	SH800S FACS sorter	SONY		
Other	NextSeq500	Illumina	https://www.illumina.com	

### Animals

All procedures followed animal care and biosafety guidelines approved by Stanford University’s Administrative Panel on Laboratory Animal Care and Administrative Panel of Biosafety in accordance with NIH guidelines. For scRNA-seq (Figures 1 and 4), eight male and six female mice aged 40–45 days on a C57BL/6J background were used. The Ai14 tdTomato Cre reporter mice (JAX Strain 7914) and *Sert-Cre* (MMRRC, Stock #017260-UCD) were crossed and the offspring was used where indicated. For HCR experiments (Figure 2) wild-type male and female mice aged 8 weeks on a C57BL/6J background were used. For whole brain axon tracing experiments (Figures 5–7), male and female mice aged 8–16 weeks on a CD1 and C57BL/6J mixed background were used. The *Vglut3-Cre* (also known as *Slc18a8-Cre*; JAX Strain 18147), *Thr-ires-Cr*e (JAX Strain 032468; gift from Dr. Bradford B. Lowell), *Sert-Flp* (generated in this study; JAX Strain 034050), *H11-CAG-FRT-stop-FRT-EGFP* (generated in this study; JAX Strain 034051), *IS* (JAX Strain 028582; gift from Dr. Z. Josh Huang) were used where indicated. For single-cell reconstruction experiments, male and female mice aged 6–16 weeks on a CD1 and C57BL/6J mixed background were used. Mice were group-housed in plastic cages with disposable bedding on a 12 hr light/dark cycle with food and water available ad libitum.

#### Generation of *Sert-Flp* mice

*Sert-Flp* was generated by the Gene Targeting and Transgenics core at Janelia Research Campus.It was generated by homologous recombination in embryonic stem cells using standard procedures. A cassette of *IRES-FlpO-loxP2272-ACE-Cre POII NeoR-loxp2272* was inserted after the TAA stop codon of *Sert.* Targeting was verified in embryonic stem cells by long-arm PCR. After microinjection, chimaeras were bred with CD-1 females and F1 offspring were screened by long-arm PCR to identify mice with germline transmission of the correctly targeted construct. As previously described for the *Sert-Cre* line, the *Sert-Flp* line appears to drive transgenic reporter expression outside the raphe serotonin neurons (including neurons in the retina, cortex, and thalamus) because of the transient expression of *Sert* during development (Lebrand et al., 1998).

#### Generation of *H11-CAG-FRT-stop-FRT-EGFP* mice

*H11-CAG-FRT-stop-FRT-EGFP* was generated using site-specific integrase-mediated transgenesis via pronuclear injection by Stanford transgenic facility. The *CAG-FRT-Stop-FRT-EGFP* transgene plasmid along with φC31 integrase RNA into the cytoplasm of mouse (FVB) embryos carrying three attP sites at *H11* locus was injected (Tasic et al., 2011). The transgene plasmid was constructed with pBT378.3 as the backbone. The *pCA-GFP (PACI-ASCI)* fragment was replaced with a caseate containing *pCA-frt neo-stop frt::GFP4m-sv40 polyA*. Cloning junctions were confirmed by sanger sequence. The integration in the H11 P3 locus was confirmed by PCR with primer pairs containing 425 ggtgataggtggcaagtggtattc, 436 atcaactaccgccacctcgac, 522 cgatgtaggtcacggtctcg, 387 gtgggactgctttttccaga.

### Transcriptome analysis

#### Single-cell isolation and sequencing

Lysis plates were prepared by dispensing 4 μl lysis buffer as described in Schaum et al. (2018). After dissociation, single tdTomato^+^ cells were sorted in 96-well plates using SH800S (Sony). Immediately after sorting, plates were sealed with a pre-labelled aluminum seal, centrifuged, and flash frozen on dry ice. cDNA synthesis and library preparation were performed using the Smart-seq2 protocol (Picelli et al., 2014). Wells of each library plate were pooled using a Mosquito liquid handler (TTP Labtech). Pooling was followed by two purifications using 0.7x AMPure beads (Fisher, A63881). Library quality was assessed using capillary electrophoresis on a Fragment Analyzer (AATI), and libraries were quantified by qPCR (Kapa Biosystems, KK4923) on a CFX96 Touch Real-Time PCR Detection System (Bio-Rad). Libraries were sequenced on the NextSeq 500 Sequencing System (Illumina) using 2 × 75 bp paired-end reads and 2 × 8 bp index reads.

#### Data processing

Sequences from the NextSeq were de-multiplexed using bcl2fastq version 2.19.0.316. Reads were aligned to the mm10 genome using STAR version 2.6.1a (Dobin et al., 2013). Gene counts were produced using HTseq version 0.11.2 (Anders et al., 2015) with default parameters, except ‘stranded’ was set to ‘false’, and ‘mode’ was set to ‘intersection-nonempty’. Genes located on Y chromosome were removed from the count table to exclude sex bias.

#### Clustering

Standard procedures for filtering, variable gene selection, dimensionality reduction and clustering were performed using the Seurat package version 3.0 (Butler et al., 2018; Stuart et al., 2019). Specifically, cells with fewer than 300 detected genes were excluded. A gene was counted as expressed if it has at least one read mapping to it and is detected in at least 3 cells. Cells with fewer than 50,000 reads were excluded. Counts were log-normalized for each cell using the natural logarithm of 1 + counts per million [ln(CPM+1)]. All genes were projected onto a low-dimensional subspace using principal component analysis. Cells were clustered using a variant of the Louvain method that includes a resolution parameter in the modularity function (Schaum et al., 2018). Specifically, cells were clustered based on their PCA scores. To define the number of PCs to use we performed a resampling test (JackStraw test, similarly to Macosko et al., 2015) and used a –value cut-off of 0.005 to choose the ‘significant’ PCs for the downstream analysis. To cluster the cells, we next used Louvain algorithm to iteratively group cells together, with the goal of optimizing the standard modularity function. (FindClusters functions in Seurat with the following parameters: dims = 1:20, resolution = 1).

Cells were visualized using a 2-dimensional t-distributed Stochastic Neighbour Embedding (tSNE) of the PC-projected data. Molecularly distinct cell populations were assigned to each cluster based on differentially expressed genes. Plots showing the expression of the markers for each cell subtype appear in the Figure 3—figure supplement 1–3.

#### Gene co-expression networks

The relationship between gene expression was measured using rank correlation statistics (Supplementary file 4). Pearson correlations were computed across all cells. We first removed low expressed genes by selecting genes with mean expression CPM > 2, leaving ~8000 genes in the dataset. Pearson correlation coefficients (*r_p_*) were computed for each gene and significance was tested by bootstrapping (1000 iterations). A correlation table containing *r_p_* above 0.3 and below –0.3 can be found in Supplementary file 3. Reported values are mean from the bootstrapped values. Gene functional categories were retrieved from HGNC resource (https://www.genenames.org). Genes assigned to more than one functional category were re-assigned a single category in the following priority order: SNAREs, Secreted Ligands, ACh and Monoamine Receptors, Glutamate Receptors, Axon Guidance and Cell Adhesion Molecules (CAMs), GABA Receptors, GPCRs, Ion Channel Proteins, Transcription Factors, a full list of genes assigned to each category can be found in Supplementary file 2. Gene pairs for which *r_p_ <0.4* were removed and remaining pairs were visualized as a network using *igraph* and *visNetwork* R packages. To further refine the final list of co-expressed genes and generate Figure 4D we focused on gene pairs for which:1) *r_p_ >0.5*; 2) at least one gene of the pair is found among cluster markers; 3) both genes of the correlating pair belong to one of the above listed functional categories.

### Data availability

The datasets generated and analyzed in the study are available in the NCBI Gene Expression Omnibus (GSE135132, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135132).

### Abbreviations for anatomical regions

**Table:** 

ACA	anterior cingulate area
AHN	anterior hypothalamic nucleus
aHy	anterior hypothalamic regions
AI	anterior insular cortex
AOB	accessory olfactory bulb
AON	anterior olfactory nucleus
AUD	auditory cortex anterior
aVIS	visual cortex
BLA	basolateral amygdala
BNST	bed nucleus of the stria terminalis
BST	nucleus of stria terminalis
CA	cornu amonis
CB	cerebellum
cBS	caudal brainstem
CeA	central amygdala
CLI	central linear nucleus raphe
CoA	cortical amygdala
Col	colliculus
cMid	caudal midbrain
DB	nucleus of the diagonal band
DCN	deep cerebellum nuclei
DG	dentate gyrus
dLGN	dorsal lateral geniculate nucleus
dMid	dorsal midbrain
DMH	dorsomedial nucleus of the hypothalamus
DP	dorsal peduncular cortex
dPED	dorsal peduncular area
DR	dorsal raphe nucleus
dStr	dorsal striatum
ECT	ectorhinal cortex
ENT	entorhinal cortex
EP	endopiriform nucleus
GU	gustatory area
HY	hypothalamus
ILA	infralimbic area
LHb	lateral habenula
LHy	lateral hypothalamus
LS	lateral septal nucleus
LS	lateral septal nucleus
M1	primary motor area
MeA	medial amygdala
MG	medial geniculate nucleus
MOB	main olfactory bulb
MR	median raphe nucleus
MD	medial dorsal nucleus of the thalamus
NLOT	nucleus of lateral olfactory tract
NST	nucleus of solitary tract
OA	olfactory area
OB	olfactory bulb
OFC	orbitofrontal cortex
ORB	orbital area
oHPC	other hippocampal regions
PAA	piriform – amygdala area
pAAs	posterior parietal association areas
PERI	perirhinal cortex
pHy	posterior hypothalamic regions
PIR	piriform cortex
PL	prelimbic area
pPIR	posterior piriform cortex
PSTh	parasubthalamic nucleus
PTLP	posterior parietal association area
PVH	paraventricular hypothalamus
PVHd	paraventricular hypothalamus, descending division.
RSP	retrosplenial area
S1-B	primary somatosensory area, barrel field
SI	substantia innominata
SMT	submedial nucleus of the thalamus
SNc	substantia nigra compacta
SNr	substantia nigra pars reticulata
SS	somatosensory
Sth	subthalamic nucleus
STR	straitum
TEA	temporal association
TH	thalamus
TR	piriform transition area
TT	tenia tecta
VIS	visual cortex
VLPO	ventrolateral preoptic nucleus
vmHy	ventromedial hypothalamic regions
vMid	ventral midbrain
vStr	ventral striatum
ZI	zona incerta

### Stereotaxic surgeries

Mice were anesthetized either with 1.5–2.0% isoflurane and placed in a stereotaxic apparatus (Kopf Instruments). For virus injection in to the DR, the following coordinates (in mm) were used: –4.3AP, 1.10 ML, –2.85 DV; –4.3AP, 1.10 ML, –2.70 DV, with 20° ML angle. (AP is relative to bregma; DV is relative to the brain surface when AP is –1.0). After surgery, mice recovered on a heated pad until ambulatory and then returned to their homecage.

### Viral constructs

The full design of Ef1a-CreON/FlpON-mGFP is *Ef1a-fDIO-[membrane tag]-Kozak-loxP-STOPx3-loxP-∆GFP*. The AAV vector backbones that contained the *Ef1a-fDIO were derived from pAAV-Ef1a-fDIO-EYFP* (Addgene, #27437) (Fenno et al., 2014). The *[membrane tag]-Kozak-loxP* sequence was synthesized by GenScript. The membrane tag was the N-terminal 20 amino acids of Gap43 (Addgene, #71760). The sequence of *loxP-∆GFP* were cloned by PCR and *-∆GFP is GFP sequence omitting ATG*. And then these two pieces together with *STOPx3* (Addgene, #22799) were ligated into the *AAV-Ef1a-fDIO* backbone in the antisense orientation by Gibson assembly. DNA oligonucleotides were synthesized by Elim Biopharmaceuticals Inc and GenScript.

### Viruses packaging

For whole brain tracing, the AAV vector carrying *Ef1a-CreON/FlpON-mGFP* were packaged into AAV2/8 serotype with 1 × 10^12^ gc/ml by Gene Vector and Virus Core, Stanford University. 500 nl of *AAV-CreON/FlpON-mGFP* was injected into the DR for each mouse. For single cell reconstruction, AAV vectors carrying the *TRE-DIO-FlpO*, *TRE-fDIO-GFP-IRES-tTA* construct were packaged into AAV2/9 serotype with titres 10^9^–10^10^ gc/ml in Dr. Minmin Luo’s lab as described before (Lin et al., 2018). *AAV-TRE-DIO-FLPo* (10^7^ gc/ml) virus and *AAV-TRE-fDIO-GFP-IRES-tTA* (10^9^ gc/ml) virus were mixed with the ratio of 1:9. 200 nL mixed virus was injected into the DR for each mouse.

### Histology and imaging

Animals were perfused transcardially with phosphate buffered saline (PBS) followed by 4% paraformaldehyde (PFA). Brains were dissected, post-fixed in 4% PFA for 12–24 hr in 4°C, then placed in 30% sucrose for 24–48 hr. They were then embedded in Optimum Cutting Temperature (OCT, Tissue Tek) and stored at–80°C until sectioning. For the antibody staining in Figures 1, 50-µm sections containing DR were collected onto Superfrost Plus slides to maintain the anterior to posterior sequence. All working solutions listed below included 0.2% NaN_3_ to prevent microbial growth. Slides were then washed 3 × 10 min in PBS and pretreated overnight with 0.5 mM SDS at 37°C. Slides were then blocked for 4 hr at room temperature in 10% normal donkey serum (NDS) in PBS with 0.3% Triton-X100 (PBST), followed by incubation in primary antibody (Novus, rabbit anti-Tph2) diluted 1:1000 in 5% NDS in PBST for 24 hr at RT. After 3 × 10 min washes in PBS, secondary antibody was applied for 6 hr at room temperature (donkey anti-rabbit, Alexa-647 or Alexa-488, Jackson ImmunoResearch), followed by 3 × 10 min washes in PBST. Slides were then stained for NeuroTrace Blue (NTB, Invitrogen). For NTB staining, slides were washed 1 × 5 min in PBS, 2 × 10 min in PBST, incubated for 2–3 hr at room temperature in (1:500) NTB in PBST, washed 1 × 20 min with PBST, and 1 × 5 min with PBS. Sections were additionally stained with DAPI (1:10,000 of 5 mg/mL, Sigma-Aldrich) in PBS for 10–15 min and washed once more with PBS. Slides were mounted and coversliped with Fluorogel (Electron Microscopy Sciences). After that, the slides were then imaged either using a Zeiss 780 confocal microscope or a 3i spinning disk confocal microscope (CSU-W1 SoRa), and images were processed using NIH ImageJ software. After that, whole slides were then imaged with a 5x objective using a Leica Ariol slide scanner with the SL200 slide loader.

For DR-containing slices in Figures 5 and 6, staining was applied to floating sections. Primary antibodies (Novus, rabbit anti-Tph2, 1:1000; Aves Labs Inc, chicken anti-GFP, 1:2000) were applied for 48 hr and secondary antibodies for 12 hr at 4°C. For serotonin terminal staining in Figure 6, floating sections were stained with Primary antibodies (Aves Labs Inc, chicken anti-GFP, 1:2000) for 60 hr and secondary antibodies for 18 hr at 4°C.

### Whole brain imaging of *Vglut3^+^* and *Trh^+^* serotonin projections

After 8–10 weeks of virus expression, mice were transcardially perfused with 20 ml 1x PBS containing 10 µg/ml heparin followed by 20 ml of 4% PFA before removing each brain and allowing them to postfix overnight at 4° C. The clearing protocol largely follows the steps outlined in Chi et al. (2018). Brains were washed at room temperature with motion at least 30 min each step: 3x in 1x PBS before switching to 0.1% Triton X-100 with 0.3 M glycine (B1N buffer) and being stepwise (20/40/60/80%) dehydrated into 100% methanol. Delipidation was carried out by an overnight incubation in 2:1 mixture of DCM:methanol and a 1 hr incubation in 100% DCM the following day. After 3x washes in 100% methanol, brains were bleached for 4 hr in a 5:1 mix of methanol: 30% H_2_O_2_ and then stepwise (80/60/40/20%) restored into B1N buffer. Samples were permeabilized with 2 washes of PTxwH buffer containing 5% DMSO and 0.3M glycine for 3 hr before being washed in PTxwH overnight. Antibody labeling was carried out in PTxwH buffer at 37° C with motion. Primary antibody (Aves 1020; chicken anti-GFP, 1:1000) was added and samples were incubated for 11 days. After 3 days of washes, secondary antibody (Thermo A-31573, AlexaFluor 647 donkey anti-chicken, 1:1000) was added for 8 days, followed by another 3 days of washes. One final day of washing in 1x PBS preceded clearing. Samples were again dehydrated stepwise into methanol, using water as the alternative fraction. Delipidation proceeded as before with a DCM/methanol mixture overnight and 2 × 1 hr DCM-only incubations the next day. Brains were finally cleared for 4 hr in dibenzyl ether and then stored in a fresh tube of dibenzyl ether at least 24 hr before imaging.

Samples were imaged with a LaVision Ultramicroscope II lightsheet using a 2x objective and 3 µm z-step size. Antibody fluorescense was collected from a 640 nm laser and autofluorescense captured from 488 nm illumination. Image volumes were processed and analyzed with custom Python and MATLAB scripts. In short, we trained a 3D U-Net convolutional neural network (Çiçek et al., 2016) to identify axons in volumes and post-processed the resulting probability-based volumes as previously described (Ren et al., 2018). Python code for training is available at GitHub (https://github.com/AlbertPun/TRAILMAP; copy archived at https://github.com/elifesciences-publications/TRAILMAP) *﻿*﻿(Friedmann et al., 2019). Using the autofluorescent channel, we aligned samples to the Allen Institute’s Common Coordinate Framework (Renier et al., 2016), applied the same transformation vectors to the volumetric projection of axons, and quantified total axon content in each brain region listed in Supplementary file 5.

### Hybridization chain reaction in situs

Probes were generated for use with HCR v3.0 (Molecular Technologies) (Choi et al., 2018). Wildtype 8 week old mice were perfused and brains were removed and fixed as described above. Following an overnight postfix, brains were cryoprotected in 30% sucrose until they sank and subsequently frozen at −80° C. The midbrain raphe nuclei were sectioned coronally at either 16 or 20 µm directly onto a glass slide, and dried at room temperature for 4–6 hr before storing at −20° C overnight. Sections were re-fixed again in 4% PFA, washed in 1x PBS, treated with a solution containing 50 ml H_2_O, 0.5 ml 1M Tris ph7.4, 100 µl 0.5M EDTA, 35 µl ProK for 6 min at 37° C before another round of PFA fixation and PBS washing. Hybridization and amplification steps were carried out as recommended by Molecular Technologies. Imaging was performed with a Zeiss 780 LSM confocal using a 20x objective. Double labeled cells were counted manually using the CellCounter plugin for FIJI software.

### Single Cell Reconstruction

#### fMOST imaging and image preprocessing

4–6 weeks after virus injection, brains were dissected and post-fixed in 4% paraformaldehyde for 24 hr at 4°C. The brains were rinsed in 0.01 M PBS (Sigma-Aldrich) three times (for 2 hr each) and embedded in Lowicryl HM20 resin (Electron Microscopy Sciences, 14340). We use a fluorescence micro-optical sectioning tomography (fMOST) system to acquire the brain-wide image dataset at high resolutions (0.23 × 0.23 × 1 μm for 10 brains and 0.35 × 0.35 × 1 μm for the other nine brains). Embedded brain samples were mounted on a 3D translation stage in a water bath with propidium iodide (PI). The fMOST system automatically performs the coronal sectioning with 1 um steps and imaging with two color channels in 16-bit depth. The green channel of GFP is for visualization of neurons and the red channel of PI counterstaining is for visualization the whole brain cytoarchitecture.

#### Image annotation and skeletonization

Amira software (v 5.4.1, Visage imaging, Inc) were used for semi-automatically reconstruction of single neurons. First, we use Amira to load a relatively large volume but low-resolution data and find the position of soma or major axon as a start position. Then, one by one, we load each small volume (800 × 800 × 400 voxels) of highest resolution data along the axons and dendrites to label the full structure of each neuron. We have totally reconstructed 50 high quality neurons with complete and clear axon terminals. The reconstructed neurons were checked by one another person.

#### Image registration and visualization

Reconstructed neurons were aligned to the Allen Common Coordinate Framework (CCF). Elastix (Klein 2010) were used to register the manually segmented outline of a downsampled version of the PI-staining vloume (25 × 25 × 25 μm voxel size) to the average template of CCF (25 × 25 × 25 μm voxel size). An initial affine registration was applied for align the sample to CCF, followed by an iterative non-rigid b-spline transformation for more precise registration. The generated parameters were used for coordinate transformation of reconstructed neurons to align them to the CCF. Cinema 4d (MAXON Computer GmbH, Germany) and customized python scripts were used to generate 3D rendered images and movies.

#### Data analysis and quantification

We use customized program in MATLAB (MathWorks) for the fiber lengths calculation and heatmap generation. The projection diagram was drawn with Microsoft Office Visio.

## Data Availability

Sequencing data have been deposited in GEO (GSE135132; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135132). The following dataset was generated: AlinaIsakova2019Single-Cell Transcriptomes and Whole-Brain Projections of Serotonin Neurons in the Mouse Dorsal and Median Raphe NucleiNCBI Gene Expression OmnibusGSE13513210.7554/eLife.49424PMC681296331647409

# Supplementary material for: Single-cell transcriptomes and whole-brain projections of serotonin neurons in the mouse dorsal and median raphe nuclei
**Source:** eLife. 2019 Oct 24;8:e49424. doi: 10.7554/eLife.49424
**Supplement:** Supplementary file 4. — Networks were constructed based on Pearson correlation coefficient (rp) of gene expression across all cells. Genes appear connected if rp >0.4. Edge width represents rp. Nodes are colored according to functional gene categories (Materials and methods).

visNetwork

---

Select by groupAmineReceptorsCAMGABARGlutamateReceptorsGPCRIonChannelNeuropeptideReceptorsReceptorLigandsSignalTransmissionSNARETF

Export as image

---

How the deposited data were processed for this re-analysis (not part of the article)

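Single-cell RNA-seq libraries of serotonin neurons from the dorsal raphe (DR) and the median raphe (MR) of Sert-Cre;Ai14 mice 40 to 45 days old were analysed. There were 2 dissections, one of the principal dorsal raphe (pDR) alone and one of the pDR, the caudal dorsal raphe (cDR) and the MR together, which the paper took from 6 and 8 brains. The labels of the second name the DR as a whole and not the MR, which is from the paper. Each cell was sorted singly by its tdTomato fluorescence and made into 1 Smart-seq2 library. The design was written for the 1536 labelled cells, 480 and 1056 of the 2 dissections, and the deposited table holds 999 of them, 290 on 5 plates and 709 on 11 plates. The other 537 cells were not analysed here. No column of the table was left out.

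The authors sequenced the libraries as 75-base read pairs, aligned them to mm10 with STAR, counted reads on genes with HTseq, removed genes of the Y chromosome and deposited CPM, which is counts scaled to the same total in every cell and not log-transformed. This was checked on the values. In each cell every value above 0 was a whole multiple, within 0.001, of what 1 read is worth, so counts of reads were recovered from the CPM. The table lists 53263 gene symbols. Coordinates and transcript lengths were taken from GENCODE M21, which has 52532 of the symbols and lacks 731. Of its 1570 symbols found on chromosome Y only, 0 are in the table. The version of the annotation the authors used is not stated. The counting ignored strand, so the value of a gene that overlaps another on the opposite strand is uncertain.

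Cells were kept with at least 300 detected genes and 50000 reads on genes, the minimums the paper gives, and with 1 read of Tph2, since the paper calls its cells Tph2-positive. All 999 passed. No program to find doublets was run, since cells were sorted singly. The number of reads on genes per cell had a median of 827283 (96834 to 2780443), and of detected genes 9554. The 25522 genes with at least 1 read in at least 3 cells were used. A gene was called expressed in a cell with at least 1 read. Shares of cells carry exact Clopper-Pearson 95% intervals, which hold counting error only. Where 0 cells had a read of a gene, the limit given is 3 cells over the number of cells. The labels give no animals, so each dissection counts as 1 sample, no p-value was computed from cells, and the number of plates with the same direction is given in its place.

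Values were transformed as ln(CPM+1), and the components were computed in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. Cells were clustered in R 4.3.3 with Seurat 5.3.0 on 20 components, with 20 neighbours in the graph and the Louvain algorithm at resolution 1. Thinning and the simulations used random seed 1, which was not the seed of the clustering. To keep reported genes from defining the clusters, 81 genes were held out, which left 25441 genes in the PCA. Clusters took the names of the paper's clusters from marker genes of its figure supplements where the mean z-score was at least 1, at least 3 markers were detected and at least 1 was among the 10 leading genes. This rule was set after the scores had been seen. Leading genes needed a mean over 20 CPM in their cluster. A contrast is the log2 ratio of mean CPM plus 1 between sets of clusters, each cluster weighted equally, and was also computed in each plate with at least 3 cells in each set. Same-plate neighbours were counted among the 15 nearest cells of the same cluster and dissection. In the closing section they are also counted among all cells of the pDR dissection. Co-expression was the Pearson correlation of ln(CPM+1) over all cells. Pairs were counted for genes with a mean over 10 CPM and a threshold of 0.5. That minimum was not applied to the named correlations or to those of Zeb2, Pou3f1, Irx2 and Zfp536, and several of these genes lie below it. Figures were drawn with matplotlib 3.10.9.

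Genes named in the text are those whose expression the results or the named figure supplement describe, the 3 leading genes of each cluster, and at most 10 genes of any list. Gal and Npb as additions to the neuropeptide count, the specificity measure tau, and Mbp, Rps2-ps13, Cwc22 and the ribosomal RNA gene were chosen after their values were seen. Lists of oligodendrocyte, astrocyte, microglia, endothelial and immediate-early genes, and the genes the paper lists as sexually dimorphic, were written down for the closing section. The list of oligodendrocyte genes was shortened after its results had been seen.

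The steps were tested on simulated data. Of 200 pairs planted among 4000 genes, 200 were found over the threshold. These pairs were normal values planted above it, without read counts or cells with no read, so this outcome was near certain. It does not show how well pairs are found in real cells. For 200 of 25522 genes changed by a log2 ratio of 2, the median contrast was 1.88. With 12 simulated clusters, 13 were found, with an adjusted Rand index of 0.954. The simulated cells held cluster means and counting error only. Clustering with differences between plates inside a cluster, as in the data, was not tested.

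The alternatives set beforehand were minimums of 100000 reads or 2000 genes per cell and no requirement of Tph2, expression from 5 reads or 10 CPM, every cell thinned to 250000 reads, each plate left out in turn, a PCA on all genes or on 2000 variable genes (picked by dispersion, a method not named beforehand), 10 or 30 components, resolution 0.8 or 1.2, random seed 7, 30 neighbours, pseudocounts of 0.1 and 10 CPM, means of ln(CPM+1), a minimum mean of 2 CPM, a threshold of 0.4, linear CPM, rank correlation, each dissection alone, and subtraction of plate or cluster means from the named correlations. Thinning left out 9 cells with fewer reads. The requirement of Tph2 removed no cell, so dropping it gave no other result. Added after seeing the data were 2000 genes chosen by Seurat's vst method, 2000 genes variable within plates, integration of the dissections by canonical correlation analysis (CCA), contrasts in the clusters of the 2000 variable genes, and subtraction of plate means, cluster means or both before pairs were counted, and of both from the named correlations.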

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

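The tests on oligodendrocyte and astrocyte genes, and the final list of 4 such genes, were chosen after the results were seen, and the tests on Rps2-ps13 and on the ribosomal RNA gene before.

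For 20 measures the 5 pDR plates were compared, and 3 measures had 1 plate farther from the nearest other plate, relative to the range of all 5, than Dixon's 95% critical value allows. Chance gives this for about 1 measure in 20. On SER40 97.6% of cells had a read of a serotonin receptor gene, against 100% on the other 4 plates, a difference of 1 cell of 41. The 5 microglia genes together were at 0.305 CPM on SER12, against at most 0.0802 CPM on the other pDR plates, from reads of Tmem119 in 2.15% and of Csf1r in 1.08% of its cells, while 3 of the 5 genes had none. In the other dissection the list reached 3.11 CPM. The endothelial list was at no more than 3.44 CPM on any plate. The design gives no condition that differs between pDR plates, so no biological explanation was tested, and neither was a technical one for these 2 measures.

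The third measure was the share of reads on CT010467.1, a ribosomal RNA gene, which was 25.1% on SER25 and 14.7 to 17.6% on the other pDR plates. Over all cells this gene, which the paper's text and captions do not name, took 19.0% of the reads on average, between 14.1 and 27.2% by plate and up to 55.2% in 1 cell, and it had the most reads of all genes in 997 cells. Since CPM is scaled to all reads, such a gene could change the CPM of others. Without it, the largest change of any of the 47 contrasts was 0.298 (log2). Whether it affects directions is not decided by this, since leaving out 1 gene scales the other genes of a cell alike and contrasts far from 0 keep their direction in any case. What left this RNA in the libraries stays open, and no biological explanation was tested.

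Rps2-ps13, a processed pseudogene on chromosome X (52898588 to 52899469) that the paper's text and captions do not name, was at up to 50.5 CPM on 7 of the 11 plates of the dissection of pDR, cDR and MR (lowest 40.2 CPM), and at no more than 0.110 CPM on the other 4. A candidate explanation is that reads of its parent gene Rps2 are assigned to it on these plates. Rps2 itself was lower there, at 133 against 178 CPM, a difference of -45.1 CPM, and lower on each of the 7 plates than on every other plate of the dissection, as this explanation needs. Snx10 and Inpp4a, listed by the paper as sexually dimorphic, split the same plates, at 25.2 to 37.1 CPM against 214 to 368 CPM and 50.9 to 76.6 CPM against 191 to 327 CPM. The 65 genes within 5 Mb of the 3 genes lay at percentile 56.6 of random lists for the share of variance between plates, which argues against a genetic variant that shifts the neighbouring genes together. A variant that acts on single genes was not tested. All 11 plates have the same dissection in the labels, which give neither animal nor sex, so no biological explanation was tested.

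Mbp, which the paper's text and captions do not name, reached 61351 CPM in 1 cell of SER55, with Mobp at 8830 CPM. The cell had 476456 reads, 3295 genes and Tph2 at 714 CPM. Over 1000 CPM of Mbp were found in 6 cells. RNA from an oligodendrocyte in the well is a candidate source. Both Mbp and Mobp, the 2 abundant genes of the list, were above the 99th percentile of cells, but the cell was chosen for Mbp, and Mog and Mag had no read, so this source cannot be told apart from others. RNA from every cell type of the tissue is argued against, since only 3 of 13 genes of the other lists were above that percentile, Aldoc, Slc1a3 and Aqp4 of 4 astrocyte genes, 0 of 5 microglia and 0 of 4 endothelial genes. RNA from an astrocyte in the well stays open as well, with 3 of the 4 astrocyte genes above it. Aqp4 was at 514 CPM and Slc1a3 at 602 CPM, where the 99th percentiles are 17.3 and 22.2 CPM and the medians 0, Aldoc was at 6061 CPM with a median of 783 CPM over all cells, and Gfap had no read. The plate of this cell had Mbp at 1230 CPM and Mobp at 183 CPM. Without the cell these means were 51.1 and 13.9 CPM, inside the 36.4 to 81.1 CPM and 6.06 to 20.5 CPM of the other 10 plates of the dissection, which argues against RNA from oligodendrocytes across the plate. The design gives no condition that differs between these plates, so no biological explanation was tested.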

How the results depend on the processing

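The 3 clusterings with vst, with genes variable within plates and with CCA, the contrasts in the clusters of 2000 variable genes, subtraction of means before pairs were counted, and subtraction of both means from the named correlations were chosen after the results were seen.

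Of the 47 contrasts, 46 were above 0 with means of ln(CPM+1), after thinning and with the PCA on all genes, and Cxcl12 was below 0 in each. A pseudocount is added to both means and cannot change the direction of a contrast, so the pseudocounts test its size only. A pseudocount of 10 CPM changed the size of 32 contrasts beyond the spread between plates, and a pseudocount of 0.1 CPM and means of ln(CPM+1) each that of 16. Thinning, all genes and resolutions of 0.8 and 1.2 moved none of the 47. Both resolutions gave the same numbers of clusters and of cells in DR-like and unnamed clusters as the main setting. Thinning kept the main clusters and leaves the expected CPM unchanged. Thinning and the resolutions could thus hardly move a contrast. The clusterings on 2000 variable genes, vst, genes variable within plates and CCA moved 3, 5, 2 and 3. With CCA the contrast of Dlk1 reversed from 0.06 to -0.0040, and the cause was not tested.

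A higher threshold for expression lowers a share of expressing cells by its construction. With at least 5 reads 61.0% of cells had Vglut3 and with at least 10 CPM 59.3%, against 65.0%. The share with both Vglut3 and Gad1 or Gad2 was 10.2% with 10 CPM, that with at least 1 of 4 neuropeptide genes 40.2%, and that with none of Vglut3, Gad1, Gad2 and Vgat rose to 17.3% with 5 reads and 18.4% with 10 CPM. The other shares stayed within their intervals under these rules, and all 9 did after thinning.

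With each plate left out in turn, the share of cells with Gad1 or Gad2 was 31.6 to 36.1%, with Trh 10.5 to 14.8% and with a neuropeptide gene 40.9 to 46.3%, each lowest without SER12, the pDR plate with the most cells. The others stayed within their intervals, at 99.8 to 99.9% for the serotonin genes, 64.0 to 67.2% for Vglut3, 13.3 to 14.0% for both, 13.1 to 14.6% for none, 7.00 to 8.56% for Crh and 99.6 to 99.7% for a serotonin receptor.

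The share of pDR-dissected cells in DR-like clusters, 37.6%, was 64.8% with 2000 variable genes picked by dispersion, 26.9% with 10 components, 99.0% with vst, 73.1% with genes variable within plates and 83.1% with CCA. The cause was not tested. With 10 components a cluster of 63 cells with 1 pDR-dissected cell counted as DR-like, although MR-3 markers scored higher in it. It was 37.9% with all genes, 38.6% with 30 components and the same with other resolutions and another seed. Between 11 and 13 clusters were found.

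The number of co-expressed pairs, 20802, was 98411 with a threshold of 0.4, which is lower by construction, 37246 with linear CPM, 9189 with rank correlation, 9930 after thinning, 12488 without plate means, 8486 without cluster means and 1019 without either. For linear CPM, ranks and thinning the cause was not tested. Of the 11 correlations computed for named genes, 6 were over 0.5, against 2 with linear CPM, 0 with cluster means subtracted and 0 with plate and cluster means subtracted, where that of Sox14 and Gad1 reversed to -0.0017. Subtraction removes what clusters and plates contribute by construction.

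Depth limits genes near 1 read. After thinning Vglut3 was found in 63.3% of cells, Gad1 or Gad2 in 34.3%, both in 12.4%, none in 14.7%, Trh in 13.6% and Crh in 7.07%. A cell without a read of a gene can still express it below that limit.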

Differences from the paper's values

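The clusterings on genes chosen by vst, on genes variable within plates and with CCA, the list of 6 neuropeptide genes and the measure tau were chosen after the values had been seen.

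None of the values that the paper states for a measure computed here differed by more than 1.5 times and beyond its error, in the main setting or under the alternatives set before the data were examined. These were the numbers of cells, the mean reads and genes per cell, the number of clusters, the shares of cells with Vglut3, with Gad1 or Gad2, with both, with none, with Trh and with Crh, and the number of genes over 2 CPM. The share with Crh was 8.01% here against the paper's 7%, and 7.07% after thinning to 250000 reads. The share with both Vglut3 and Gad1 or Gad2 was 13.6% against the paper's 13%, and 12.4% after thinning. There were 12 clusters against the paper's 11, and a PCA on 2000 variable genes gave 11. The 11518 genes over a mean of 2 CPM compare with the paper's 8000, and 8087 genes had a mean over 10 CPM, the minimum its text names.

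The paper states that no substantial batch effect was seen. Between plates, which are not the paper's batches, same-plate neighbours made up 40.4% against 23.4% expected, and no setting brought the share to the expected one (34.4% against 23.6% with 30 neighbours, 37.1% against 23.4% with 10 components, 31.2% against 15.5% with 2000 variable genes).

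The paper describes clusters 1 to 6 as made of cells dissected from the pDR. The DR-like clusters here held 109 cells of the pDR dissection and 291 of the dissection of pDR, cDR and MR, which also takes in the pDR. Cells of that dissection were in 3 of 4 DR-like clusters, in 5 of 5 with 2000 variable genes and in all 7 with vst. In each clustering run at least 1 DR-like cluster held cells of both dissections or of the other dissection alone.

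The paper says that most serotonin neurons also express neuropeptides, with its Figure 4A. Of all cells, 44.2% had a read of Trh, Crh, Sst or Pdyn, at most 46.3% with any plate left out. With Gal and Npb added, a list chosen after seeing the values, the share was 71.0%.

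For Slc17a8 (Vglut3), the paper counts most clusters, with DR-3 to DR-6 among them. Its wording leaves open whether most cells of DR-3 to DR-6 are meant. Of the 12 clusters here, 6 had a read in more than 50% of cells, as did 6 of 11 with 2000 variable genes, a majority. In the DR-6-like cluster 41.5% of cells had a read of Slc17a8, and 35.5% with 2000 variable genes, 34.9% with genes variable within plates and 39.6% with CCA. With vst, 2 clusters took that name, at 43.4% and 38.1%. These 3 clusterings were chosen after seeing the values.

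The paper places Crh in DR-3 and much lower elsewhere. No cluster took that name in the main setting. In the DR-3-like cluster of 2000 variable genes Crh was at 5.95 CPM, below 17.4 CPM in the DR-5-like cluster. With vst and CCA, chosen after seeing the values, Crh was highest in the DR-4-like cluster, at 94.4 and 83.6 CPM, and with genes variable within plates, also chosen then, in an unnamed cluster, at 23.4 CPM.

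The paper places high Drd2 in DR-3. Drd2 was highest in the DR-2-like cluster, at 11.8 CPM, and its contrast in a DR-3-like cluster was -0.87 with 2000 variable genes, -0.06 with vst, -0.78 with genes variable within plates and -1.08 with CCA.

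According to the paper, every cell expresses a serotonin receptor, MR-4 expresses Htr1a alone, and Htr5b is the most specific to clusters. A read of at least 1 receptor gene was found in 995 of 999 cells, and in no more than 99.7% with any plate left out. MR-4-like cells also had reads of Htr1b (34.5% of cells) and Htr5a (33.6%). By tau, Htr5b ranked ninth of 13 genes, and 7 to 9 in the 4 other clusterings for which tau was computed, behind genes read in as few as 8 cells. Among the 4 receptor genes with a mean over 10 CPM, Htr5b had the highest tau with vst (0.707) and CCA (0.7055), chosen after seeing the values, and was second to Htr1d in the main setting (0.683 against 0.685), with 2000 variable genes (0.678 against 0.691) and with genes variable within plates (0.696 against 0.703).

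The paper puts Cxcl12 in MR-1. Its contrast in the MR-1-like cluster was -2.14, and from -3.71 to -0.81 in the other clusterings, and it was highest in the MR-4-like cluster, at 104 CPM.

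The paper gives correlations above its threshold for Sox14 with Gad1 and Gad2. They were 0.430 and 0.455 here and stayed below 0.5 in all 9 settings. The mean of Sox14 was 3.56 CPM, below the minimum of 10 CPM that the paper's text names.

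The paper says that most cells with Crhr2 also express Vglut3 and Npy2r, and most cells with Trh also express Gad1, Kcns1 and Adra1a. Of cells with Crhr2, 84.7% had a read of Slc17a8, 46.8% of Npy2r and 42.6% of both. Of cells with Trh, 57.2% had a read of Gad1, 67.4% of Adra1a and 47.1% of Kcns1. These shares were not computed under another rule for expression.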

Other observations

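The tests of library batch, of depth by the cells with a read, of the mix of cell types and of handling for immediate-early genes, and of the mix of cell types and of sex for the dimorphic genes, were chosen after the results were seen, and so was the number of pairs without plate and cluster means.

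Cells of the pDR dissection lay near cells of their own plate. Among all 290 cells, 61.9% of the 15 nearest neighbours came from the same plate, against 23.7% expected. The share stayed at 61.7% after thinning to equal depth and at 62.2% without the ribosomal RNA gene. It was 56.1% with each cell's trend over transcript length removed (57.6% before, on the same genes) and 56.2% against 25.3% expected within clusters of 2000 variable genes. These values argue against depth, that gene, length bias and the mix of cell types as the whole cause. A PCA on 2000 variable genes gave 50.5%, and with genes chosen by vst or variable within plates, both added after seeing the data, it was 42.8% and 39.3%. Library batch cannot be told apart from a difference between animals, since the 61.9% as measured is what both give and the labels name neither. The pDR plates share 1 dissection, so no biological explanation was tested.

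Immediate-early genes differed between the pDR plates. The 10 genes of the list together were at 415 CPM on SER13 and 200 CPM on SER12, and at 58.1, 47.5 and 45.0 CPM on SER25, SER39 and SER40. The ratio of the highest to the lowest plate was 9.23, and 9.31 after thinning. Random thinning leaves the expected CPM unchanged, so the latter decides nothing on depth. SER12 and SER13 were the shallowest pDR plates, with medians of 713109 and 632724 reads, against 927186 to 1536575 reads on the other 3. All 10 genes had a read in a larger share of cells on both than on each of the other 3, which argues against depth. For Arc the shares were almost the same, 21.5% on SER12 and 21.4% on SER39, and its mean was lower on SER12, at 2.96 against 4.98 CPM. Within single clusters of 2000 variable genes the ratio of the highest to the lowest plate was 7.70 or more, which argues against the mix of cell types. Handling of the tissue cannot be told apart from the state of the animals, because no label gives either, and the ratio of 9.23 follows from both. In the other dissection all 11 plates were between 362 and 519 CPM. No biological explanation was tested.

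Genes the paper lists as sexually dimorphic differed between plates more than other genes did. Among 6123 genes with a mean over 20 CPM, the share of variance between plates had a median of 3.42% and a 95th percentile of 13.8%, and was over 20% for 174 genes. For Sod1, Snx10, Inpp4a, Zscan26 and Ncam1 the median percentile of this share was 99.3. It was 99.6 after thinning, and 99.8 within the MR-2-like cluster of 150 cells, with Ncam1 at 62.6, so depth and the mix of cell types are argued against for the list as a whole. Sex cannot be told apart from batch or animal with the 99.3 as measured, because the labels do not give the sex of a plate, and sex was not inferred from the values. The pDR plates, at 677 to 951 CPM of Sod1, did not overlap the plates of the other dissection, at 162 to 473 CPM, and whether this comes from the dissection or from the batch was not tested.

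Pairs of co-expressed genes may arise from differences between clusters and plates. With the means of both removed, there were 1019 pairs against 20802 before, as this explanation needs, and 900 of the 20802 were among them. The clusters were found in the same cells, and removal of means lowers any correlation that clusters carry, of whatever origin.

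The gene Cwc22 was at 94.1 and 108 CPM on SER12 and SER13 and at 3.02 to 7.65 CPM on the other 14 plates. The rank correlation with transcript length of a plate's mean deviation from cluster means, over 6120 genes, ran from -0.266 on SER50 to 0.274 on SER48. Neither was explained by a test here, and no biological explanation was tested.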
